# Caloric restriction delays age-related methylation drift

**DOI:** 10.1038/s41467-017-00607-3

**Published:** 2017-09-14

**Authors:** Shinji Maegawa, Yue Lu, Tomomitsu Tahara, Justin T. Lee, Jozef Madzo, Shoudan Liang, Jaroslav Jelinek, Ricki J. Colman, Jean-Pierre J. Issa

## Abstract

In mammals, caloric restriction consistently results in extended lifespan. Epigenetic information encoded by DNA methylation is tightly regulated, but shows a striking drift associated with age that includes both gains and losses of DNA methylation at various sites. Here, we report that epigenetic drift is conserved across species and the rate of drift correlates with lifespan when comparing mice, rhesus monkeys, and humans. Twenty-two to 30-year-old rhesus monkeys exposed to 30% caloric restriction since 7–14 years of age showed attenuation of age-related methylation drift compared to ad libitum-fed controls such that their blood methylation age appeared 7 years younger than their chronologic age. Even more pronounced effects were seen in 2.7–3.2-year-old mice exposed to 40% caloric restriction starting at 0.3 years of age. The effects of caloric restriction on DNA methylation were detectable across different tissues and correlated with gene expression. We propose that epigenetic drift is a determinant of lifespan in mammals.

## Abstract (web summary)

Caloric restriction has been shown to increase lifespan in mammals. Here, the authors provide evidence that age-related methylation drift correlates with lifespan and that caloric restriction in mice and rhesus monkeys results in attenuation of age-related methylation drift.

## Introduction

The only intervention known to lengthen lifespan in taxonomically diverse organisms is caloric restriction (CR), a reduction in food intake without malnutrition. Evidence that mammalian longevity could be increased first emerged in 1935 in a rat study showing that CR-extended lifespan^1^. CR prolongs lifespan in most mouse strains examined^2^. This phenomenon has been extended to primates in a long-term experiment showing increased survival and reduction of age-related diseases including diabetes, cancer, cardiovascular disease, and brain atrophy in CR monkeys (rhesus macaques)^3^. Although health benefits and disease prevention have clearly been observed, the molecular basis for the delayed aging remains unknown.

During normal aging, gene expression and epigenetic modification changes occur in a tissue-specific manner. In mammals, DNA methylation occurs almost exclusively within the context of CpG dinucleotides and an estimated 80% of all CpG sites are methylated^4^. CpG islands (CGIs) are clusters of CpG dinucleotides that are often located around gene transcription start sites (TSS)^5^. Although most CGIs are unmethylated in normal human tissues, methylation changes of a small subset of genes can be seen in normal healthy individuals in aging tissues. Several groups identified age-related methylated (ARM) genes in human whole blood^6–9^, and reported that this methylation could be used as a biomarker to predict biological age (epigenetic age)^9–11^.

CGI methylation has also been suggested to be a good biomarker for the progression of cancers and diabetes^12, 13^. A number of tumor suppressor genes are silenced by promoter CGI methylation in cancers^14^. In parallel, genome-wide DNA hypomethylation is thought to play an important role in genomic instability and carcinogenesis^15^. Because cancer is largely a disease of aging, we and others proposed that age-related epigenetic changes initiate tumorigenesis^16–18^. Indeed, age-related DNA methylation drift is accelerated in age-related diseases including cancers, diabetes, and chronic inflammation^19–24^.

Here, we studied CR as an intervention that could potentially influence age-related DNA methylation drift, and compared methylation status by genome-wide DNA methylation profiling among mouse (*Mus musculus*), rhesus monkey (*Macaca mulatta*), and human (*Homo sapiens*) blood cells. We find that the rate of epigenetic drift correlates with lifespan and that CR protects against DNA methylation deregulation with age.

## Results

### Age-related methylation drift is conserved across species

DNA methylation drifts with age in mice and humans^25–28^ but comparable analysis with lifespan is lacking. The maximum longevity of mice, rhesus monkeys, and humans is 4, 40, and 122.5 years, respectively (The Animal Ageing and Longevity Database)^29–31^. 

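DREAM reads methylation at CCCGGG sites. SmaI cuts the unmethylated sites first and leaves ends that start with GGG, and XmaI then cuts the methylated ones and leaves ends that start with CCGGG. Each whole blood sample was made into one library. The authors counted the methylated and unmethylated reads at every SmaI site of the rheMac2 build and deposited these counts, together with 2 percentages. The uncorrected percentage is the share of methylated reads after a pseudocount of 0.5 reads. The corrected percentage is adjusted with standards of 0, 25, 50 and 100% methylation that were spiked into each sample, and its odds equal those of the uncorrected percentage multiplied by one constant per library. Values given as uncorrected are the methylated reads over all reads, without pseudocount or constant. Data of 13 AL monkeys were analysed; the paper reports 16 AL monkeys, and the others were not analysed here. They were 4 AL-infant monkeys of 0.8–0.9 years (2 female, 2 male), 5 AL-middle monkeys of 10.4–12.1 years (1 female, 4 male) and 4 AL-old monkeys of 21.9–29.8 years (1 female, 3 male). The youngest class is AL-infant in the paper's supplement. Reads counted at SmaI sites ranged from 15865457 to 18996770 per AL-infant library (median 16944252), from 10366747 to 43965332 in AL-middle (median 14678326) and from 8075854 to 57201027 in AL-old (median 19211342). The correction constants averaged 0.433 in AL-infant, 0.595 in AL-middle and 0.340 in AL-old (0.398–0.460, 0.469–0.728 and 0.250–0.424). The constants of AL-old and AL-infant libraries did not differ beyond their spread (exact permutation test, two-sided, p = 0.0857, 4 against 4 monkeys). The X chromosome took 2.83–3.17% of reads in females and 1.36–1.80% in males, with no overlap. Across sites, the Pearson r between monkeys of one class was 0.993–0.994 over 6 pairs of AL-infant, 0.9895–0.994 over 10 pairs of AL-middle and 0.963–0.983 over 6 pairs of AL-old; sites are not independent replicates. One partly methylated standard, listed as Luc306, read 27.3–32.0% before correction in 7 of all 16 libraries and 41.4–68.2% in the other 9. All AL-middle libraries fell in the first of these library sets and all AL-infant and AL-old libraries in the second, so AL-infant and AL-old were compared within one set, while AL-middle and its library set cannot be told apart. Gene, promoter and CGI annotation was not used here, so all values are over all autosomal SmaI sites unless a class of sites is named.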

To assess conservation in methylation drift among species, we utilized a quantitative deep sequencing-based method Digital Restriction Enzyme Analysis of Methylation (DREAM)^32, 33^ for DNA methylation analysis of whole blood samples from 19 mice (age; 0.3–2.8 years), 16 monkeys (age; 0.8–30 years), and 16 humans (age; 0–86 years) (Supplementary Tables 1, 2). We used cord blood to represent age zero in humans. Cord blood samples have been used previously for DNA methylation studies in aging^6, 34–37^. DNA methylation profiles in cord blood cell specimens can be potentially affected by the presence of nucleated red blood cells in case of a low gestational age^38, 39^. This was likely not the case in our study because all cord blood samples we tested showed a very high concordance of methylation values (Pearson *r* > 0.95) (Supplementary Table 3).

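Among the 24288 autosomal sites with at least 100 reads in at least 75% of the 13 AL monkeys, 4763 sites, or 19.6%, had an SD of methylation over 10 percentage points (Wilson 95% interval 19.1–20.1%). The interval covers counting error over sites only. The share moved most with the SD threshold, to 40.1% with an SD over 5 points, and was 8.55% with uncorrected percentages. Of the variable sites, 3196 had at least 100 reads in every AL monkey and were clustered by Ward's method. Divided into 3 clusters, the tree placed all 4 AL-infant monkeys together, all 5 AL-middle monkeys with AL-old 7, and AL-old 2, 24 and 33 together. The adjusted Rand index against the 3 age classes, which is 1 for identical groupings and about 0 for random ones, was 0.754 (one-sided permutation test with 100000 permutations of the age labels, p = 9e-05). With uncorrected percentages the clusters matched the age classes exactly, with an index of 1. Average linkage on 1 minus the Pearson r gave the lowest index, 0.410 (one-sided permutation test, p = 0.00271). With each monkey left out in turn, the index ranged from 0.713 to 1. All AL-middle libraries belong to one set by the Luc306 standard, so the separation of AL-middle from the other two classes cannot be told apart from the library set, whereas AL-infant and AL-old were separated within one set.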

Unsupervised hierarchical clustering analysis of CpG sites with high sequencing depth (≥100 reads) and variable methylation (standard deviation >10%, representing 20.8, 18.7, and 5.5% of sites in mice, monkeys, and humans, respectively) revealed clear clustering by age in all three species (Fig. 1a). Age-related gains of methylation were most pronounced in CGI sites that were unmethylated (<5%) in young individuals (Fig. 1b); out of these, the highly variable sites increased from a mean (±standard error of the mean; SEM) of 2 ± 0.1% in the young to 18 ± 5% in the old mice (*p* = 0.03, unpaired *t*-test with Welch’s correction). 

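Sites under 5% methylation on average in AL-infant monkeys and with an SD over 10 points across AL monkeys numbered 22. Their mean methylation per monkey was 2.64 ± 0.518% (SD, n = 4) in AL-infant, 17.1 ± 2.37% (SD, n = 5) in AL-middle and 17.0 ± 5.10% (SD, n = 4) in AL-old. The rise from AL-infant to AL-old was 14.4 percentage points, and every AL-old monkey (12.5–22.4%) lay above every AL-infant monkey (1.91–3.14%). The exact two-sided permutation test gave p = 0.0286, the smallest value that 4 monkeys against 4 allow. Each value rests on at least 100 reads per site and monkey, where 3 reads, or 3%, was taken as the smallest share that can be told apart from 0 at a single site. Several means here lie under that floor and rest on many sites. Reads amplified by PCR without molecular identifiers are not independent molecules, so this floor covers counting error only. Without the authors' correction, 164 sites passed and rose from 2.13 ± 0.255% (SD, n = 4) to 26.9 ± 7.56% (SD, n = 4), a rise of 24.8 points. Choosing sites by their SD favours sites that change, so the same means were taken over all 11132 sites under 5% in AL-infant without a limit on SD. This alternative moved the rise most: the means rose from 0.426 ± 0.0434% (SD, n = 4) to 1.58 ± 0.348% (SD, n = 4), by 1.15 points (exact two-sided permutation test, p = 0.0286). Without the authors' correction and without a limit on SD, the rise was 2.86 points over 10631 sites. In place of the CGI annotation, sites were divided by whether another SmaI site lay within 200 bp, a choice made after seeing the data. The rise was 13.3 points at the 17 variable sites with such a neighbour and 17.6 points at the 5 without.

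**Figure D1:**
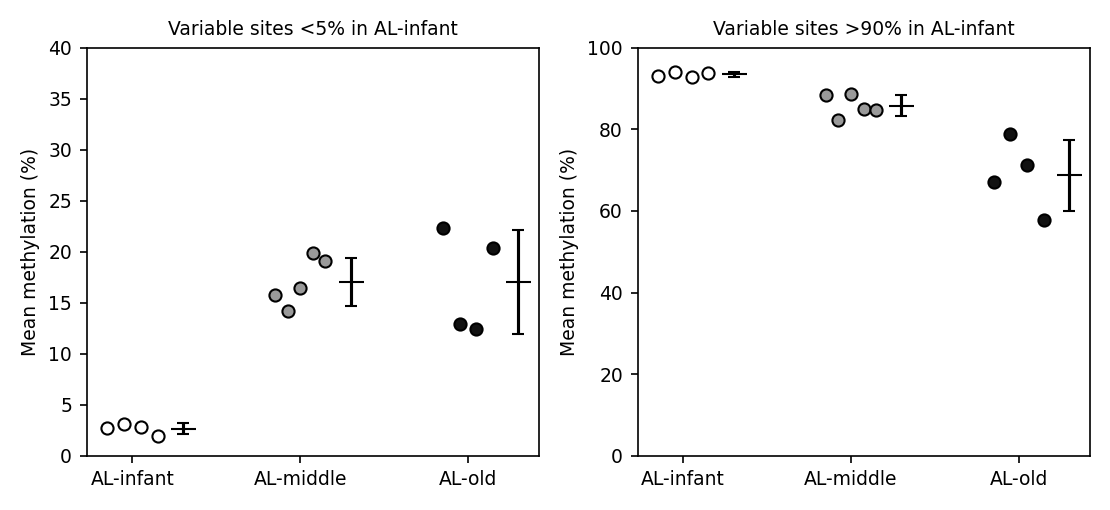
Mean methylation per monkey (%, y axis) over the variable sites under 5% in AL-infant (left, 22 sites) and over 90% in AL-infant (right, 1114 sites), by age class of AL monkeys (x axis). Points are monkeys and bars give the mean and SD; every AL-old monkey lies above every AL-infant monkey on the left (12.5–22.4%) and below every one on the right (57.8–78.8%).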

Corresponding numbers were 2 ± 0.3%–22 ± 3% in young vs. old monkeys (*p* = 0.002) and 3 ± 0.5%–20 ± 4% in newborn vs. old humans (*p* = 0.009). Conversely, age-related hypomethylation occurred at highly methylated (>90%) non-CGI sites (Fig. 1b). The variable of these decreased from an average methylation of 94 ± 0.4% in the young to 78 ± 4% in the old mice (*p* = 0.003). Corresponding numbers were 94 ± 0.3%–73 ± 4% in infant vs. old monkeys (*p* = 0.007) and 93 ± 1%–74 ± 2% in newborn vs. old humans (*p* < 0.001). 

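At the 1114 variable sites with a mean over 90% in AL-infant, methylation per monkey was 93.5 ± 0.623% (SD, n = 4) in AL-infant, 85.8 ± 2.68% (SD, n = 5) in AL-middle and 68.7 ± 8.77% (SD, n = 4) in AL-old. The change from AL-infant to AL-old was -24.8 percentage points, and all AL-old monkeys (57.8–78.8%) lay below all AL-infant monkeys (92.8–94.1%; exact two-sided permutation test, p = 0.0286). Without the authors' correction, 314 sites passed and fell from 93.4 ± 0.796% (SD, n = 4) to 73.1 ± 9.35% (SD, n = 4). Over all 5786 sites above 90% in AL-infant, without a limit on SD, the change was -10.4 points, from 95.4 ± 0.362% (SD, n = 4) to 85.0 ± 3.24% (SD, n = 4). Without the authors' correction and without a limit on SD, it was -5.73 points over 8496 sites. The change was -24.9 points at the 739 variable sites with another SmaI site within 200 bp and -24.5 points at the 375 without. With each monkey of these classes left out in turn, it ranged from -27.8 to -24.5 points.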

The sample sizes for all comparisons were sufficient to give statistical power >0.8 (Supplementary Table 4). These differences are also evident in volcano plots for promoter CGI sites and non-promoter non-CGI sites (Fig. 1c). 

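The power of these comparisons was computed by drawing 2000 simulated sets of 4 AL-infant and 4 AL-old monkeys from normal distributions with the observed means and SDs. The exact two-sided permutation test gave a p under 0.05 in 98.5% of the sets for the variable sites under 5% in AL-infant and in 99.05% for those over 90%. The means and SDs are those of sites chosen for their variability, so the power applies to such sites. They are also those of groups that did not overlap, so this power restates the observed separation. It does not test whether 4 monkeys per class are enough for other differences. With 4 monkeys per class, the test reaches a p under 0.05 only with its smallest p, 0.0286.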

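At each of 24012 autosomal sites with at least 100 reads in at least 3 monkeys of each class, the read counts of 4 AL-old and 4 AL-infant monkeys were compared in a quasi-binomial logistic model, whose dispersion was moderated across sites with limma. At a Benjamini-Hochberg adjusted p under 0.05, 4165 sites had gained and 2704 had lost methylation in AL-old. At an unadjusted p under 0.05 the numbers were 5402 and 4446. The counts were also divided by level in AL-infant, the same monkeys that enter the test. That level is the corrected percentage, whereas the test used read counts without the correction, so the classes and the calls are on different scales. Sites near 0% can hardly lose and sites near 100% can hardly gain methylation, which in part fixes these directions. Of 11069 sites under 5% in AL-infant, 3687 gained and 28 lost methylation. Of 5682 sites over 90%, 8 gained and 1235 lost, and of 7261 sites in between, 470 gained and 1441 lost. Gains outnumbered losses in the counts, but this order changed with the setting. With an absolute difference of at least 5 points in corrected percentages also required, 968 sites gained and 2582 lost. This setting brings the authors' correction into the choice of sites, so it is not a limit on size alone. With the logarithm of the authors' correction constants as an offset, chosen after seeing the data, 3442 gained and 5261 lost. With a coverage minimum of 20 reads, 6374 gained and 4555 lost of 40234 sites. Leaving out AL-old 7 alone also reversed the order, to 3843 gained and 6032 lost, while gains stayed more numerous without any other single monkey.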

Generally similar results were seen for all three species, but with more variability in humans possibly due to a higher degree of heterogeneity (genetic, diet etc.).

**Fig. 1:**
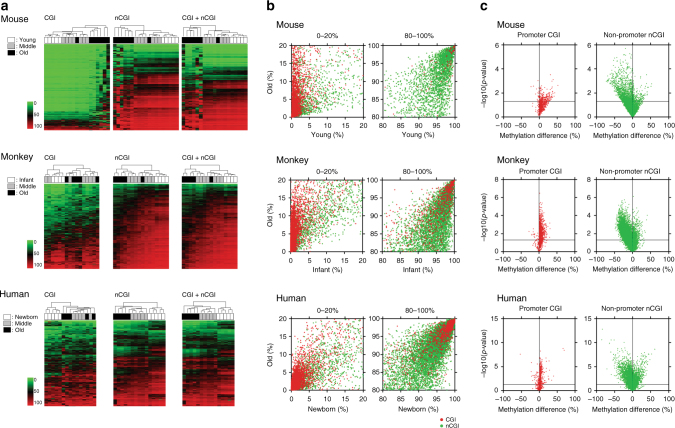
DREAM DNA methylation analysis of whole blood DNA from different species. **a** Unsupervised hierarchical clustering analysis of CpG sites in CpG island (CGI), non-CGI, and all genomic regions. The *green* *to* *red color scale* indicates the methylation percentage. The color codes for age are shown on the *left*. **b** DNA methylation in old vs. newborn/infant/young. Average DNA methylation level of each CpG site in old individuals (*y* axis) is plotted against that in newborn/infant/young individuals (*x* axis). The *red* and *green dots* represent CGI and non-CGI CpG sites, respectively. The low range (0–20%) and high range (80–100%) of methylation status are shown. **c** Volcano plots show CpG sites differentially methylated between old and newborn/infant/young. Plots on *left* are sites in promoter CGI (*red*) and on *right site* are sites in non-promoter non-CGI (*green*). The promoter region is defined as –1 kb ≤ TSS ≤+ 500 bp. The methylation difference between old and newborn/infant/young is shown on the *x* axis, the *p*-value (in –log10 scale) on the *y* axis. The *horizontal line* indicates *p*-value at 0.05

To identify ARM sites more precisely, we computed Spearman’s rank correlation (*r*) between methylation and age for each CpG site and assigned an empirical *p*-value for each *r* based on a data set of 1000 random permutations of ages. Based on the distributions of observed and permuted correlation coefficients (Supplementary Fig. 1; Supplementary Table 5), CpG sites that showed *r* ≥ 0.5 (hypermethylation) or *r* ≤ –0.5 (hypomethylation), empirical *p* < 0.05, and average methylation ≥1% were selected for further analyses. 

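Spearman's r between age and methylation was computed at the 16430 autosomal sites with at least 100 reads in at least 75% of the 13 AL monkeys and a mean methylation of at least 1%. With an r of at least 0.5 and an empirical one-sided p under 0.05 from 1000 permutations of the ages, 2927 sites (17.8%) were hypermethylated ARM sites, and with an r of at most -0.5, 8238 sites (50.1%) were hypomethylated ARM sites. Divided by mean methylation in AL-infant, with the same limit on direction near 0 and 100%, 2591 of 3274 sites under 5% were hypermethylated and 35 hypomethylated. The minimum of 1% is a mean over all AL monkeys, so among sites low in AL-infant it favours those that rose. Of 11132 sites under 5% in AL-infant, these 3274 passed it, which in part fixes their high share. Without the minimum, 4992 of all 24288 sites were hypermethylated. Among 7370 sites between 5 and 90%, 330 were hypermethylated and 4080 hypomethylated. Among 5786 sites over 90%, 6 were hypermethylated and 4123 hypomethylated. Among alternatives over the same kind of sites, the hypermethylated count changed by the largest factor with only the 9 AL-middle and AL-old monkeys, to 1118, with 6521 hypomethylated sites. With uncorrected percentages, 4732 sites were hypermethylated and 6000 hypomethylated. AL-middle libraries form one library set; with AL-infant and AL-old monkeys alone, an alternative chosen after seeing the data, 2751 sites were hypermethylated and 7032 hypomethylated. The 2 hypermethylated and the 2 hypomethylated ARM sites with the largest change from AL-infant to AL-old are given in full; their genes are not named because annotation was not used here. Site SmaI_rheMac2_318119 on chromosome 17 at position 92412636 rose by 44.3 points, from 42.3 ± 8.14% (SD, n = 4) to 86.6 ± 7.77% (SD, n = 3), with 104–771 reads per monkey, an r of 0.798 over 12 monkeys and an empirical permutation p of 0.002. Its mean was 42.9% in AL-middle, and without the authors' correction the rise was 32.1 points. Site SmaI_rheMac2_186066 on chromosome 9 at position 124143164 rose by 38.9 points, from 21.1 ± 7.16% (SD, n = 4) to 60.0 ± 7.35% (SD, n = 4), with 331–2866 reads per monkey, an r of 0.742 and an empirical permutation p of 0.003; its AL-middle mean was 54.7%. Site SmaI_rheMac2_55669 on chromosome 3 at position 4246902 fell by 57.1 points, from 77.4 ± 2.96% (SD, n = 4) to 20.2 ± 10.4% (SD, n = 4), with 299–3818 reads per monkey and a mean of 48.4% in AL-middle. Its r was -0.935, and no permutation of 1000 gave an r as negative. Site SmaI_rheMac2_299557 on chromosome 16 at position 43695002 fell by 53.9 points, from 75.4 ± 12.0% (SD, n = 4) to 21.6 ± 7.14% (SD, n = 3), with 105–1656 reads per monkey, an r of -0.746 over 11 monkeys and an empirical permutation p of 0.005; its AL-middle mean was 70.5%. The library set of AL-middle holds one age class, so no correlation with age was computed within it.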

Ingenuity pathway analysis of hypermethylated genes showed enrichment for developmental processes, gene networks involved in cancer and cardiovascular disease, and molecular and cellular functions including cell development, signaling, growth and maintenance (Supplementary Tables 6–8). There was general conservation in the pathways that affected across species.

To assess the effects of blood composition on age-related methylation status detected in whole blood, we performed DREAM methylation analysis using purified subpopulations of blood cells: granulocytes (*n* = 6), CD34+ cells (*n* = 2), and T-cells (*n* = 3) and compared these to whole blood samples (*n* = 16). We detected 222, 1045, and 1923 sites significantly hyper- or hypo-methylated (methylation differences ≥2%, sequence depth ≥100 reads in each site, false discovery rate (FDR) < 0.05) in granulocytes, CD34+ cells, and T-cells, respectively, compared to the whole blood. A limited overlap of 0.2–10% between these cell-type-specific sites and the ARM sites determined using whole blood suggested that age-related methylation drift cannot be explained by variability in blood cell subtypes (Supplementary Fig. 2; Supplementary Table 9). This is in agreement with a previous study using neutrophils, eosinophils, monocytes, and lymphocytes^6^. Moreover, age-related methylation affects both CGIs and non-CGIs, while tissue-specific methylation affects predominantly non-CGI sites^40^. Thus, it is likely that the changes observed here are independent of tissue composition.

We also compared ARM genes obtained by DREAM to those obtained by other methods and reported in previous studies^7–9^ (Supplementary Tables 10, 11). Overall, there was a significant overlap, but DREAM detected a much higher number of drifted genes likely reflecting different methods and the higher quantitation ability of DREAM.

To directly compare methylation drift across the three species, we focused on promoter regions (Supplementary Data 1–3) because other sites (e.g., intergenic CGI sites) show little sequence conservation. We analyzed 2282 genes that had high sequencing coverage (minimum 100 reads in 75% of cases) in both human and monkey blood. 250 genes (11%) showed hypermethylation in human DNA and 202 of those (81%) were also hypermethylated in monkey DNA (*p* < 0.001, *χ* ^2^-test). In a similar comparison, 73% (79/108) of the homologs of mouse hypermethylated ARM genes also showed age-related hypermethylation in monkeys (*p* < 0.001, *χ* ^2^-test). Finally, 42% (50/118) of human hypermethylated ARM genes were also detected as hypermethylated ARM genes in mice (*p* < 0.001, *χ* ^2^-test) (Fig. 2; Supplementary Table 12). These data suggest that aging methylation drift is evolutionarily conserved across species. Moreover, we are likely underestimating conservation because of the limited number of analyzed CpG sites and samples.

**Fig. 2:**
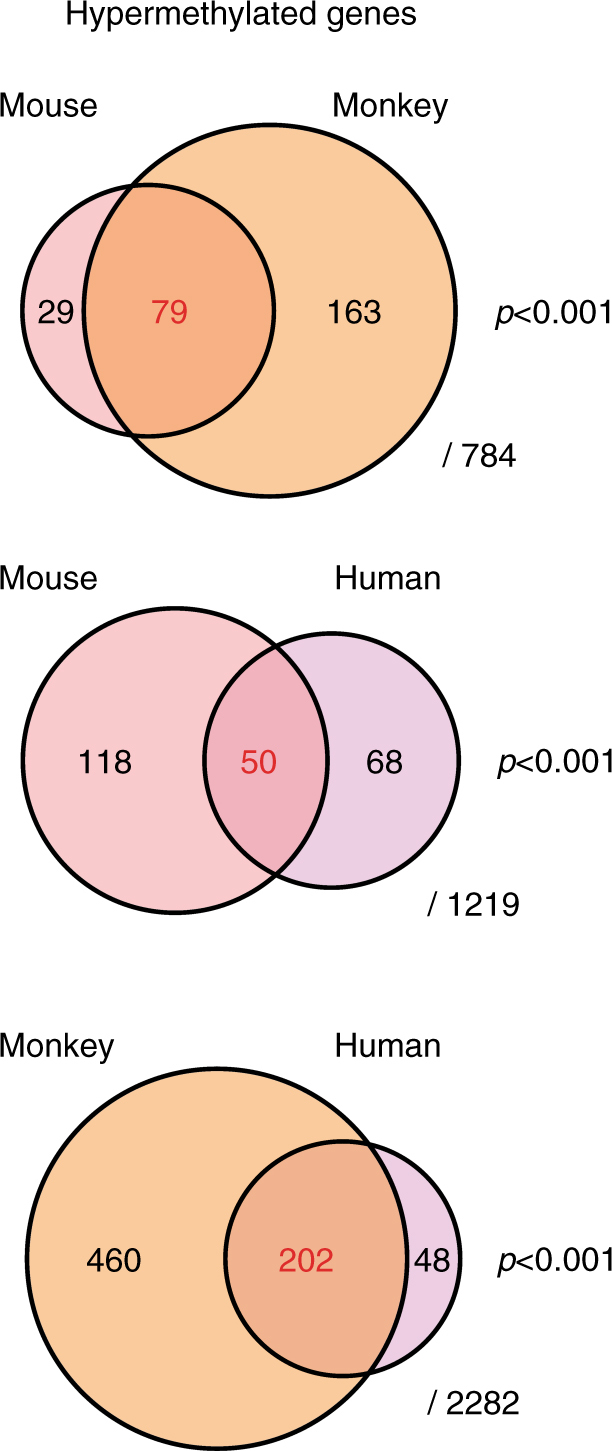
Methylation analysis by DREAM in mouse, monkey, and human DNA. Area-proportional Venn diagrams of overlapping gene promoters (−1kb < TSS <+ 500 bp) showing age-related methylation drift in whole blood in each combination. The denominators represent the number of homologous genes with high-quality sequence data (sequencing depth ≥ 100 reads in 75% of cases), which are detectable between two species in each comparison. We counted the number of genes using human homolog gene names of mouse and monkey genes in each comparison. A *χ* ^2^-test using 2×2 tables (Supplementary Table 12) was used to calculate *p*-values for the significance of the overlaps. *p*-values are indicated on the *right side*

### Methylation drift correlates with gene expression changes

To analyze the impact of age-related DNA methylation changes on gene expression, we first correlated our DREAM data with gene expression using published RNA-seq data set from human whole blood (GSE53655)^41^. We divided the 8663 unique genes with methylation data (35,379 CpG sites) into four groups based on the ranking of expression levels. Methylation in a window of –1 to +1 kb relative to TSS was 15 ± 1% (mean ± SEM) in unexpressed genes, 8 ± 0.4% in genes expressed at low levels, and 4 ± 0.2% in genes with moderate or high levels of expression (Supplementary Fig. 3). We next analyzed an RNA-seq data set of age-related gene expression in human monocytes (GSE60216)^42^. There were 328 genes that changed gene expression (fold change > 2, *p* < 0.05, DESeq^43^) for which promoter methylation was available, and there was a significant negative correlation between methylation drift and change in gene expression (Spearman *r* = –0.20, *p* < 0.001, two-tailed). Genes showing gains of expression with age had significant demethylation, and a fraction of genes that lost expression with age showed striking concomitant gains of DNA methylation (Supplementary Fig. 4).

### Age-related methylation correlates with lifespan

To validate DREAM results with an orthogonal technology and to extend the number of samples, we used bisulfite pyrosequencing assays to study DNA from 31 mice (age; 0.3–2.8 y), 39 monkeys (age; 0.8–30 y), and 139 humans (age; 0–86 y). We selected genes based on age-related drift detected in at least one species (Supplementary Table 13) and separately based on prior publications^20, 26–28, 44^. Supplementary Figure 5 shows CpG maps of the genes analyzed, along with the location of the regions amplified. We studied 34 genes (24 showing hypermethylation and 10 showing hypomethylation) in mice; 29 showed statistically significant differences between methylation levels in old and young mice (Supplementary Fig. 6a; Supplementary Table 14). We also studied 36 genes in monkey DNA; 33 showed age-related drift (Supplementary Fig. 6b; Supplementary Table 15). In four individual monkeys, we analyzed three genes in DNA from peripheral blood mononuclear cells sampled at two-time points 4–5 years apart (Supplementary Table 13). Of 12 comparisons (three genes and four animals), nine cases showed age-related differences consistent among the animals (*p* = 0.02, binomial distribution). No methylation changes were detected in the remaining three cases (Supplementary Fig. 7). Finally, we studied 16 genes in human DNA and all genes showed significant drift with age (Supplementary Fig. 6c; Supplementary Table 16). Hypermethylation and hypomethylation occurring with aging could be seen as a regression to the mean. We previously reported age-related methylation changes (increased and decreased patterns in promoter regions) showing increased epigenetic noise (with increased variabilities in older populations) in multiple tissue types in mice^20, 44^. Hierarchical clustering analyses of the pyrosequencing data showed clear age-related patterns (Supplementary Fig. 8). Of note, some of the genes that showed significant changes by pyrosequencing (selected based on prior studies in cross-species comparisons) were not detected as changed by the DREAM assays (Supplementary Table 13), suggesting that the genome-wide study may have underestimated the extent of changes and conservation.

Having validated the DREAM data, we next compared age-related methylation drift by studying 10 genes that had a high level of sequence conservation and showed age-related hypermethylation in all three species (Supplementary Table 13). We employed a multilevel linear mixed effect model to calculate methylation drift at 10 homologous genes and obtained slopes representing methylation drift per year in each species (Supplementary Table 17). The drift rates (mean ± SEM) were 4.1 ± 1.2% per year in mice, 0.34 ± 0.14% per year in monkeys, and 0.10 ± 0.02% per year in humans (Fig. 3a). Methylation drift was thus inversely proportional to longevity (Fig. 3b). Similar results were obtained when considering all hypermethylated genes tested regardless of conservation (5.1 ± 0.4% per year in 24 genes in mice, 0.47 ± 0.02% per year in 24 genes in monkeys, 0.09 ± 0.01% per year in 14 genes in humans) (Supplementary Table 17). Thus, methylation drift correlated strongly with lifespan across these three mammalian species.

**Fig. 3:**
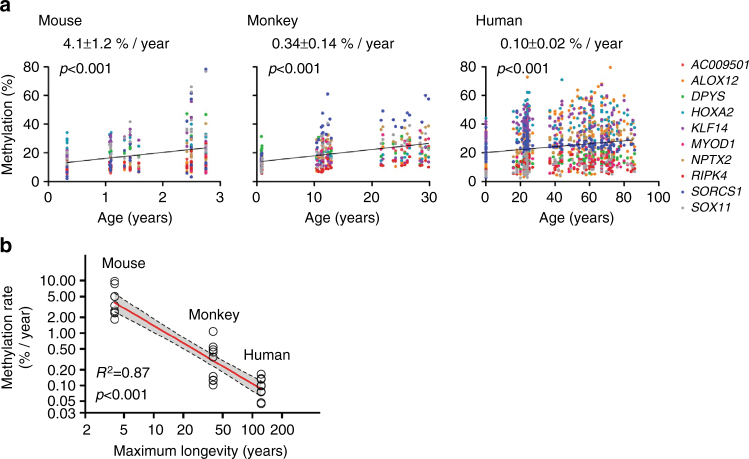
Cross-species comparison of aging drift. **a** The association between age (*x* axis) and methylation percentage of 10 hypermethylated ARM genes (*y* axis) homologous in each species. *Dots* represent methylation values at 10 genes in each individual (mouse; young, *n* = 6, middle, *n* = 13, old, *n* = 12, monkey; infant, *n* = 12, middle, *n* = 15, old, *n* = 12, human; newborn, *n* = 13, young, *n* = 54, middle, *n* = 27, old, *n* = 45). *p*-values of the linear regression slope were calculated by *t*-test (two-tailed). **b** The association between methylation drift rate and lifespan. The *x* axis represents maximum longevity of each species (mouse; 4 years, monkey; 40 years, human; 122.5 years), and the *y* axis represents methylation changes per year. The scales are logarithmic. The maximum longevities of the three species were obtained from The Animal Ageing and Longevity Database (http://genomics.senescence.info/species/). The *R*-squared values and their *p*-values (*F*-test, two-tailed) were calculated

### Caloric restriction delays DNA methylation drift

To study the effects of CR on methylation drift, we analyzed 2.7–3.2-year-old mice exposed to 40% CR starting at 0.3 years of age. We also studied rhesus macaques exposed to 30% CR starting in middle age (age; 7–14 y) and analyzed at 22–30 years of age (CR treatment period; 15–21 years). 

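Data of 3 CR-old monkeys, numbered 1, 4 and 28, of 23.7–25.1 years, all female, were analysed; the paper reports 6 CR monkeys, and the others were not analysed here. The comparison group was the 4 AL-old monkeys of 21.9–29.8 years, of which 1 was female, so CR and sex are not separated in full. The authors made the DREAM counts and percentages in the same way as for AL monkeys. The libraries of CR-old 1 and CR-old 28 had 121369394 and 129172235 reads at SmaI sites and that of CR-old 4 had 18089849, against 8075854 to 57201027 in AL-old. The authors' correction constants averaged 0.631 in CR-old (0.494–0.772) and 0.340 in AL-old (0.250–0.424), without overlap (exact two-sided permutation test, p = 0.0286, the smallest value that 3 against 4 monkeys allow). Corrected and uncorrected percentages therefore give different sizes of the CR effect, and both are given. By the Luc306 standard, CR-old 1 and CR-old 28 fell in the library set of the AL-middle monkeys and CR-old 4 in that of the AL-infant and AL-old monkeys. The Pearson r across sites between CR-old monkeys was 0.989–0.994 over 3 pairs. At least 100 reads in at least 75% of the 16 monkeys were present at 28384 autosomal sites.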

Unsupervised hierarchical clustering of DREAM data in mice showed that four out of five CR animals studied (median age; 2.8 y) clustered with young animals while the ad libitum (AL)-fed older mice clustered separately (Fig. 4a). Principal component analysis showed that CR old mice were close to the young and middle age animals, while AL old samples showed a clear separation (Supplementary Fig. 9). The CR effect was most pronounced at CGI sites that were unmethylated in young animals (Fig. 4b). To reveal the CR effect, we compared methylation differences in CR vs. AL animals to the rate of methylation drift with age in AL mice and found a strong negative correlation (Spearman *r* = –0.74, *p* < 0.001, two-tailed, Fig. 4c). To illustrate this, an analysis restricted to those CpG sites that drift heavily with age showed striking effects of CR in mice (Supplementary Fig. 10). This strong correlation suggests that CR counteracts aging drift and does not create novel methylation patterns. 

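The CR effect at each of the 28384 sites, the mean of CR-old minus that of AL-old, was compared with the drift of the site, the least-squares slope of methylation on age in the 13 AL monkeys. Across sites, Spearman's r was -0.779; sites are not independent replicates, so no p is given for it. The CR-old monkeys taken singly gave an r of -0.742 (CR-old 1), -0.752 (CR-old 4) and -0.741 (CR-old 28). CR-old 4 belongs to the library set of the AL-old monkeys, but the slope also rests on AL-middle libraries of the other set. With CR-old 4 and the slope from AL-infant and AL-old only, all of one set, r was -0.742, an alternative chosen after seeing the data. The AL-old monkeys enter both measures. The r moved most, to -0.440, when the slope was taken from AL-infant and AL-middle only, a slope that runs across the library sets. The AL-old monkeys were also divided into pairs, 1 for the slope with AL-infant and AL-middle and the other for the CR effect. The mean r over the 6 divisions was -0.623, and this slope also runs across the library sets. With uncorrected percentages and the main slope, r was -0.720. When the 7 old monkeys were divided into 3 and 4 in the other 34 ways, r had a median of -0.164 and ranged from -0.753 to 0.436, with 18 of the 34 negative, so the real r was the most negative of all 35. With the slope from AL-infant and AL-middle only, a test chosen after seeing the result, 3 of the 35 divisions, the real one included, gave an r as negative. Sites that fell by more than 10 points from AL-infant to AL-old numbered 7615. Their mean change was -21.8 points, their mean CR effect was 16.2 points, and 98.4% had a CR effect opposite to the change. Sites that rose by more than 10 points numbered 547, with a mean change of 15.1 points, a mean CR effect of -0.894 points and 60.3% of sites with an opposite CR effect. These values are corrected percentages, and the AL-old monkeys enter both the change and the CR effect. With uncorrected percentages, the larger CR effect was at rising sites. It was -18.8 points at the 100 largest rises (exact two-sided permutation test, p = 0.0286). At the 500 largest falls it was 10.5 points (exact two-sided permutation test, p = 0.143). With all 16 monkeys, the clusters of 2879 variable sites were all AL-infant monkeys, then all AL-middle monkeys with AL-old 7 and all 3 CR-old monkeys, and then AL-old 2, 24 and 33. With uncorrected percentages, the clusters of 1102 sites were AL-infant, AL-middle with CR-old, and all 4 AL-old monkeys. AL-middle, CR-old 1 and CR-old 28 also share a library set, so the grouping of these with one another cannot be told apart from the set. From the negative correlation between drift and the effect of CR, the paper proposes that CR counteracts aging drift without creating other methylation patterns.

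**Figure D2:**
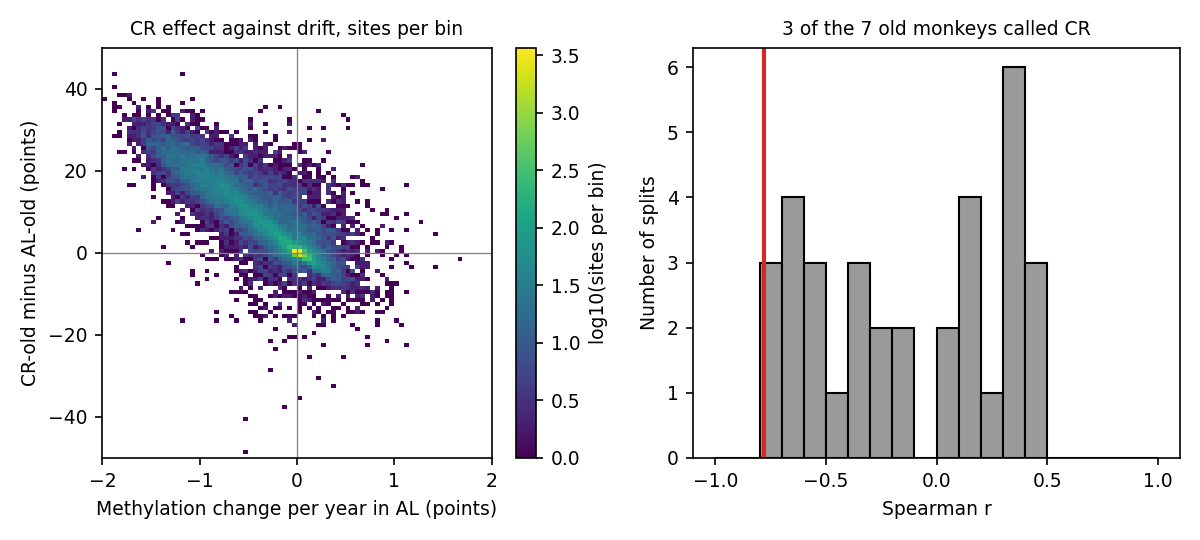
Left, number of sites by drift in AL monkeys (percentage points per year, x axis) and CR effect (CR-old minus AL-old in percentage points, y axis). Right, Spearman's r of CR effect with drift (x axis) for the 34 other divisions of the 7 old monkeys into 3 and 4 (number of divisions, y axis), with the real r of -0.779 as a line, lower than all of them.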

Similar results were seen in CR-exposed monkeys (*n* = 6; median age; 26 y) where there was also a negative correlation between methylation drift with age and the effects of CR (Spearman *r* = –0.75, *p* < 0.001, two-tailed, Fig. 4; Supplementary Figs. 9, 10). However, the effects of CR in monkeys were less pronounced, suggesting that CR severity (30 vs. 40% in mice) and duration (2/3 of lifespan vs. almost entire lifespan in mice) influenced the resulting methylation patterns.

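Over the 13471 sites under 5% in AL-infant, mean methylation per monkey was 0.426 ± 0.0404% (SD, n = 4) in AL-infant, 1.22 ± 0.178% (SD, n = 5) in AL-middle, 1.57 ± 0.347% (SD, n = 4) in AL-old and 1.41 ± 0.262% (SD, n = 3) in CR-old. The CR effect was -0.157 points, within the spread between monkeys (exact two-sided permutation test, p = 0.543; the smallest value 3 against 4 monkeys allow is 0.0286). The monkeys come from both library sets: CR-old 4, of the AL-old set, was at 1.12%, below every AL-old monkey (1.28–1.99%), while CR-old 1 and CR-old 28, of the other set, were at 1.49% and 1.62%. Without the authors' correction it was -1.67 points over 12880 sites, from 3.33 ± 0.484% (SD, n = 4) to 1.66 ± 0.267% (SD, n = 3), with an exact two-sided permutation p of 0.0286. Limited to sites with an SD over 10 points, the corrected effect was 0.604 points over 26 sites (exact two-sided permutation test, p = 0.914). The uncorrected effect at such sites was -17.0 points over 140 sites, from 28.8 ± 7.98% (SD, n = 4) in AL-old to 11.8 ± 2.13% (SD, n = 3) in CR-old (exact two-sided permutation test, p = 0.0571). At the 22 variable sites chosen in AL monkeys alone, corrected methylation was 14.8 ± 2.28% (SD, n = 3) in CR-old and 17.0 ± 5.10% (SD, n = 4) in AL-old, with overlap. Over the 6489 sites above 90% in AL-infant, methylation was 84.9 ± 3.28% (SD, n = 4) in AL-old and 92.5 ± 0.895% (SD, n = 3) in CR-old, against 92.1 ± 1.27% (SD, n = 5) in AL-middle. The CR effect was 7.61 points, and every CR-old monkey (91.5–93.2%) lay above every AL-old monkey (80.9–88.9%), although the exact two-sided permutation p of the difference was 0.0571. Without the correction it was 1.84 points over 9574 sites (exact two-sided permutation test, p = 0.429). Limited to sites with an SD over 10 points, it was 18.5 points over 1048 sites (exact two-sided permutation test, p = 0.0571), and 7.16 points over 280 sites without the correction (exact two-sided permutation test, p = 0.314). CR-old 4, from the library set of AL-old, stood at 91.5% over the 6489 sites. The paper proposes that the milder restriction and its shorter share of life played a part in the weaker effects in monkeys than in mice.

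**Figure D3:**
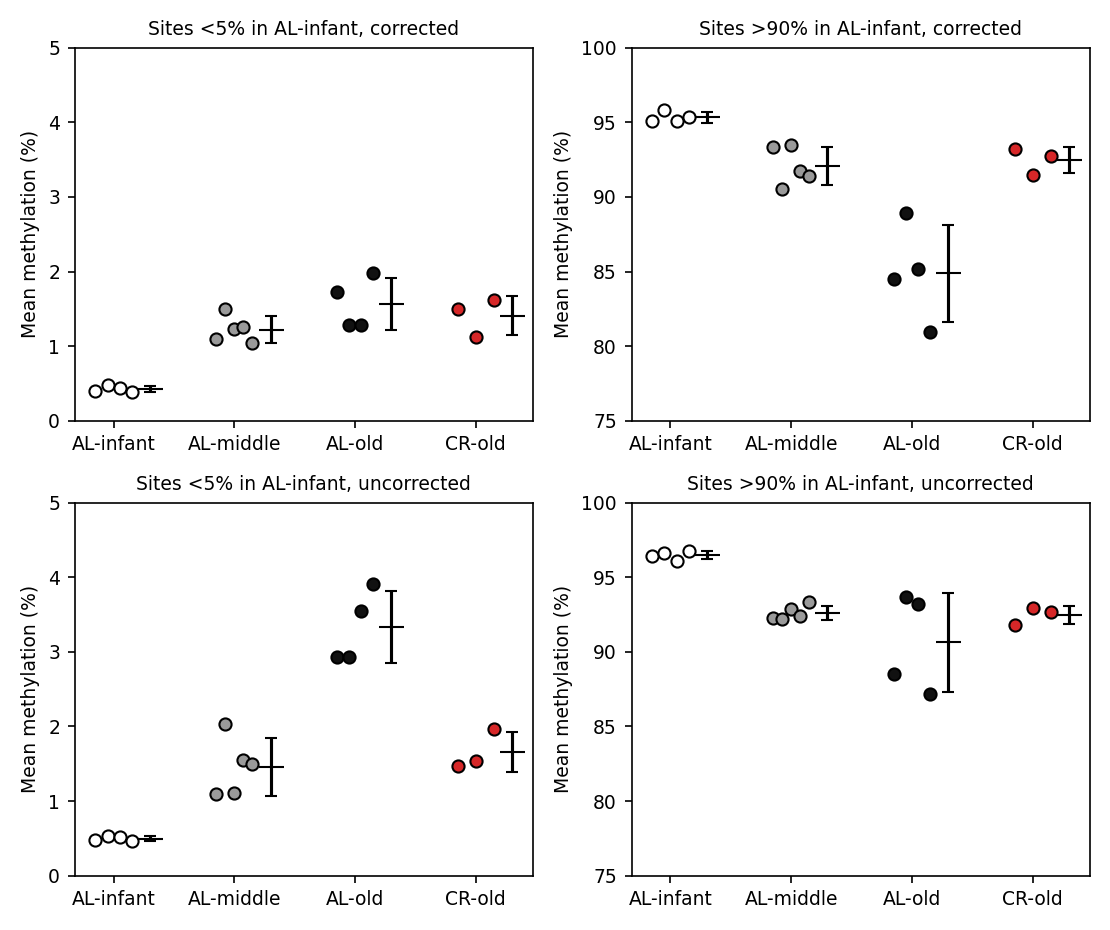
Mean methylation per monkey (%, y axes, 0–5% on the left and 75–100% on the right) over sites under 5% in AL-infant (left) and over 90% in AL-infant (right), with corrected (top) and uncorrected percentages (bottom), by group (x axis). Points are monkeys and bars give the mean and SD; CR-old lies above AL-old at top right, by 7.61 points, and below it at bottom left, by a CR effect of -1.67 points.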

**Fig. 4:**
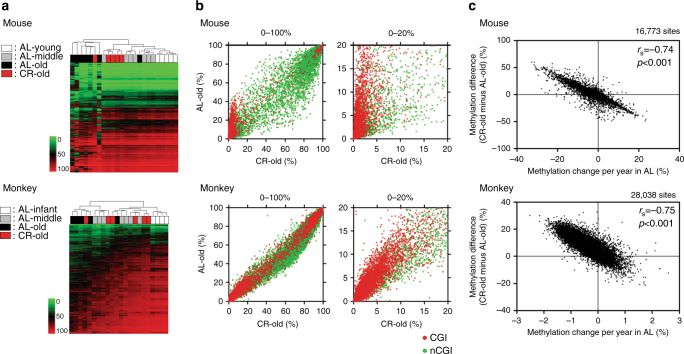
DREAM analysis in CR animals. **a** Unsupervised hierarchical clustering analysis of methylation values in all genomic regions. The *green* to *red scale* indicates the methylation percentage. The color codes for age and caloric status are shown on the *left*. **b** DNA methylation in AL old animals vs. CR old animals. Average DNA methylation level of each CpG site in CR old individuals (*x* axis), methylation in AL old individuals is shown on the *y* axis. The *red* and *green dots* represent CpG sites within CGI and non-CGI, respectively. The full range (0–100%) of methylation level is shown on the *left* and the low range (0–20%) is magnified and shown on the *right*. **c** Correlation between the effects of CR and age-related methylation drift in AL animals. The *x* axis shows methylation changes per year in AL-fed animals. Positive/negative value means methylation increase/decrease with age, respectively. The *y* axis shows the differences of methylation percentage between CR old and AL old animals. Each *dot* represents a CpG site. Spearman *r* values and the corresponding two-tailed *p*-values were calculated

We investigated whether CR was related to methylation drift by a multiple linear regression of methylation on age with an interaction for CR allowed. 

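A linear regression of corrected methylation on age, diet and their interaction was fitted at the 18449 autosomal sites with a mean methylation of at least 1% over the 16 monkeys and data of all 3 CR-old monkeys. The interaction with CR had an unadjusted p under 0.05 at 1185 sites, or 6.42%, with a negative coefficient at 200 and a positive one at 985. At a Benjamini-Hochberg adjusted p under 0.05, 14 negative and 21 positive sites remained. In CR, age ran only from 23.7 to 25.1 years, so the slope under CR rests on that range. On simulated data with the same ages, the interaction term recovered 6.70% of sites given a change in slope and 3.09% of sites given a shift under CR, and called 5.79% and 5.66% of unchanged sites. A diet term without the interaction recovered 98.5% of the shifted sites and called 4.15% of unchanged ones. The simulated sites were independent and held no difference between libraries shared across sites. The share of unchanged sites called therefore does not measure false calls in the real data. With age and diet only, the diet term had an unadjusted p under 0.05 at 441 sites with a negative and 6787 with a positive coefficient. With age and the interaction but no diet term, the numbers were 433 and 6866, and the positive count was highest under this alternative. Without the authors' correction, 488 negative and 316 positive interaction sites were counted. Without CR-old 4, 145 negative and 142 positive sites were counted. No gene count is given because annotation was not used here.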

Based on the *p*-values < 0.05 provided by the regression results for each CpG site, we defined genes where age-related drift was significantly alleviated by CR (Supplementary Table 18). As expected, almost every gene detected by this model (Supplementary Table 18) was also detected as undergoing age-related methylation as listed in Supplementary Data 1, 2. Most of the genes that showed a significant effect of CR as indicated by negative coefficients overlapped with hypermethylated ARM genes and vice versa. (Supplementary Fig. 11; Supplementary Table 18). These data suggest that CR may diminish or eliminate methylation changes with age.

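With the diet term in place of the interaction, which measures a constant shift of CR-old against the AL line rather than a change in slope, 7228 sites had an unadjusted p under 0.05. At 6945 of them, or 96.1%, the shift was opposite in sign to the slope in AL monkeys, and at 283 it had the same sign. The AL-old monkeys set the far end of the AL slope and are also the monkeys compared with CR-old, so the 2 signs are not independent. With AL-old 7, CR-old 1 and CR-old 28 taken as the CR group, 7036 sites had a shift opposite to the slope. From the regression results and their overlap with ARM genes, the paper proposes that CR may reduce or remove methylation changes with age.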

We used bisulfite pyrosequencing assays described earlier to validate the CR effects on DNA methylation drift. In mice, we studied 12 CR animals (age; 2.7–3.2 y) together with 31 AL animals (age; 0.3–2.8 y). All of the 24 genes hypermethylated with age showed lower methylation levels in CR animals. The differences were statistically significant (*p* < 0.05, unpaired *t*-test with Welch’s correction) in 15 genes (Supplementary Fig. 12a; Supplementary Table 14) and the average methylation of all 24 genes was 26 ± 2% in AL old mice and 17 ± 0.7% in CR old mice (*p* = 0.003, unpaired *t*-test with Welch’s correction). We found a strong negative correlation (Spearman *r* = –0.92, *p* < 0.001, two-tailed) between the effects of CR (calculated as methylation in CR minus methylation in AL) and the rate of age-related methylation drift in AL animals (Supplementary Fig. 13). Hierarchical clustering analysis divided the samples into three clusters. Cluster 1 contained all AL young mice and half of CR old mice. Cluster 2 contained the rest of CR old mice while cluster 3 contained mostly AL old mice (Fig. 5a). We next analyzed 18 monkeys subjected to CR (age; 22–30 y) compared with the 39 AL animals (age; 0.8–30 y) described earlier. Lower-methylation levels were seen in CR old monkeys compared with AL old monkeys for most of the 24 genes analyzed (Supplementary Fig. 12b; Supplementary Table 15) and average methylation was 27 ± 0.7% in AL animals compared to 24 ± 0.9% in CR animals (*p* = 0.04, unpaired *t*-test with Welch’s correction). As was the case for mice, there was a strong correlation between the effects of CR and age-related methylation drift (Spearman *r* = –0.78, *p* < 0.001, two-tailed) (Supplementary Fig. 13). Unsupervised hierarchical clustering of pyrosequencing results revealed four clusters; cluster 1 included mostly young animals, cluster 2 contained half of the middle aged plus 20% of the CR old animals, while clusters 3 and 4 had AL old animals and the rest of the CR old animals (Fig. 5b).

**Fig. 5:**
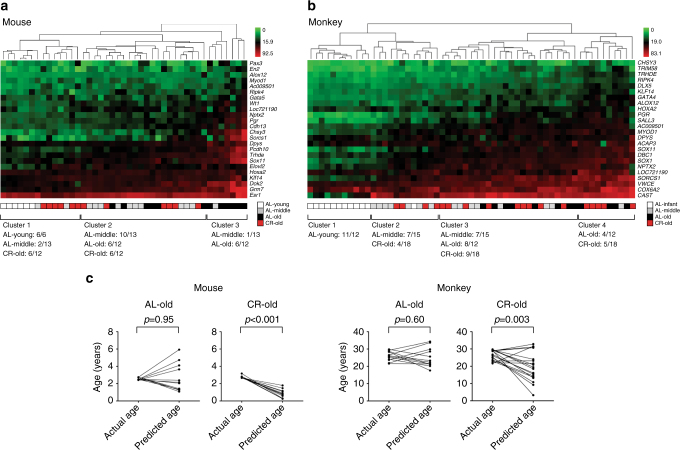
CR effects on aging drift detected by bisulfite pyrosequencing assays. **a**, **b** Unsupervised hierarchical clustering analysis of the loci assayed by bisulfite pyrosequencing showing aging methylation drift and the effect of CR in whole blood in mice and monkeys. The *green* *to* *red* *color scale* indicates the methylation percentage. The color codes of caloric status and age are shown on the *bottom-right*. **c** Differences between the age predicted based on methylation and the chronological age. Predicted age was calculated using the mixed linear model and data from bisulfite pyrosequencing assays. Each pair of *dots* connected by a *line* represents the difference between predicted age and chronological age in each individual. Paired *t*-test was used for *p*-value calculation

It has been previously shown that DNA methylation can be used as a predictor of chronological age^9–11^. To quantitate the CR effects on methylation in the process of aging, we used the pyrosequencing data on 24 genes in mice and monkeys, and calculated a “methylation age” in CR animals based on the linear model built in AL animals (Fig. 5c). The 12 CR mice had an average chronologic age of 2.8 years and a methylation age of 0.8 years (*p* < 0.001, paired *t*-test). For 18 CR monkeys, the average chronologic age was 27 years while the predicted methylation age was 20 years (*p* = 0.003, paired *t*-test). Thus, in both mice and monkeys, CR was associated with a significantly lower-methylation age, though the effect was much more pronounced in mice (40% CR since early adulthood) than in monkeys (30% CR since middle age).

We next examined the tissue specificity of this process by studying DNA from spleen, bone marrow, liver, kidney, small intestine, and large intestine derived from the same mice we analyzed earlier. We tested 15 genes showing aging drift in the blood (12 hypermethylated genes and 3 hypomethylated genes) (Supplementary Table 13). Most of these genes showed age-related methylation drift in most of the tissues (Supplementary Table 19) with some exceptions. Kidney and liver generally showed less age-related hypermethylation at these loci, while large intestine showed even larger drift than blood. Blood, spleen, and kidney showed consistent hypomethylation drift, while liver, small, and large intestine had lower drift, and bone marrow showed hypomethylation in only 1/3 loci examined. Hierarchical clustering analyses showed broadly similar patterns in all tissues (Supplementary Fig. 14) with DNA from young animals clustering separately from old animals, while DNA from CR animals mostly clustered in-between young and old (for the most part). The patterns in blood, bone marrow, and spleen were similar, which likely reflects the fact that the genes were selected based on blood. Nevertheless, the same genes showed clear age-related clusters in small and large intestinal tissues as well, suggesting that the effects are not restricted to blood. These data also proved that age-related methylation changes occur in multiple tissues and the effect of tissue composition is limited. Similar to results in blood, we observed a strong negative correlation between the effects of CR on methylation and age-related methylation drift in most tissues (Supplementary Fig. 14). As before, we compared methylation age to chronological age in CR mice in all seven tissue types tested. Methylation age appeared lower in all tissues albeit with significant variability likely reflecting gene selection and tissue-specific variables. The differences between methylation age and chronological age were as follows (*p*-values; paired *t*-test): blood—1.7 years (*p* < 0.001); spleen—0.8 years (*p* = 0.007); bone marrow—0.8 years (*p* < 0.001); liver—1.5 years (*p* = 0.02); kidney—1.5 years (*p* < 0.001); small intestine—0.3 years (*p* = 0.12), and large intestine—0.5 years (*p* < 0.001) (Supplementary Fig. 14).

### CR effects correlate with gene expression

To further test the impact of DNA methylation changes with age on gene expression, we performed quantitative reverse transcription PCR (RT-PCR) analysis on RNA isolated from young and old mouse livers (young; *n* = 6, AL old; *n* = 12, CR old; *n* = 12). We selected four ARM genes for which we had pyrosequencing data in promoters (Supplementary Table 13) and which were expressed in normal liver based on publicly available data (*Elovl2*, *Ripk4*, *Lims2*, and *Tapbp*)^45^. All four genes showed expected aging trends (repressed by hypermethylation or activated by hypomethylation) and expression levels of CR animals were in between those of young and old animals (Fig. 6a). Hierarchical clustering based on expression levels divided the specimens into two distinct groups, one containing mainly young and CR old liver, with the other containing AL old liver (Fig. 6b).

**Fig. 6:**
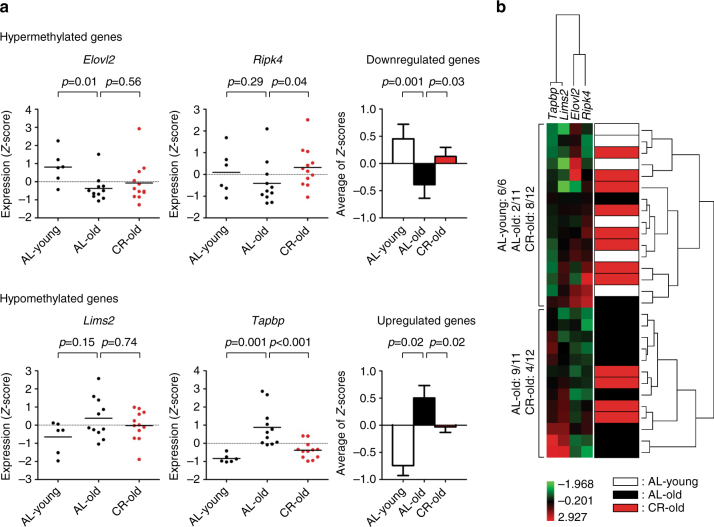
Expression of genes showing age-related methylation in mouse liver. **a** Gene expression in liver measured by quantitative RT-PCR. Values were normalized to the expression of *Gapdh*. The expression data for each gene were *Z*-score transformed. Each *dot* corresponds to one individual (AL young, *n* = 6, AL old, *n* = 11, CR old, *n* = 12). The values are presented as means of triplicate analyses. *Z*-scores were averaged for age-related hypermethylated and hypomethylated genes (*bar graph*, *right side*). *White*, *black*, and *red solid bars* represent the expression level of genes in AL young, AL old, and CR old samples, respectively. *Bars* represent standard errors. *p*-values were obtained using the unpaired *t*-test with Welch’s correction. **b** Unsupervised hierarchical cluster analysis of gene expression data. Expression values were *Z*-score transformed. *Green boxes* indicate lower expression than the mean expression and *red boxes* depict higher expression. (*Red*; high expression, *green*; low expression.) The dendrogram is shown at the *right* of the figure. The color codes of caloric status and age are shown on the *bottom-right*

Given the strong correlations between methylation drift, aging, and the effects of CR, we next compared this biological clock to telomere shortening, which had previously been proposed as a biological clock of aging^46, 47^. Using quantitative PCR to measure telomere length, we also found age-related telomere shortening in the blood of mice, monkeys, and humans (Supplementary Fig. 15), though the shortening was too small to be measured precisely. CR had no measurable effect on telomere length in either mice or monkeys (Supplementary Fig. 15) as previously reported in monkeys^48^.

## Discussion

In this study, we found that DNA methylation drifts with age in an analogous manner in three mammalian species and that the rate of drift generally correlates with lifespan (Figs. 1, 3). Changes in DNA methylation occur during the aging process in mammals, and this age-related change in DNA methylation is accelerated in tumorigenesis. Methylation drift can be seen as an erosion of highly organized methylation patterns: focal unmethylated status of CGIs, distinctly different from the global methylated status of CpG sites in CpG poor regions^40^. Consistent with our previous studies^20, 44^, we detected age-related methylation drift in multiple tissue types. One of the limitations of this study is the reliance on cross-sectional samples. While we did observe methylation changes in a limited number of paired samples obtained from the same individual in the span of 5 years, longitudinal prospective studies are needed to confirm our observations. Additionally, DNA methylation studies in pure cell populations would better address potential cell-specific effects on the methylation drift. We also found that CR, which prolongs lifespan in mice and monkeys, markedly delayed methylation drift and resulted in a significantly younger “methylation age” (Figs. 4, 5). Together with previous findings showing that chronic inflammation (which shortens lifespan) accelerates methylation drift^24^, our data suggest that epigenetic drift is an excellent biomarker of lifespan. We also found that methylation drift generally correlates with gene expression changes (Supplementary Figs 3, 4; Fig. 6), suggesting it is a possible mediator of age-related functional decline and disease. We note that previous reports failed to see such a relationship with expression but the high accuracy of our method combined with the focus on promoters is likely to explain these differences^49–51^.

Mechanisms underlying the vastly different lifespans across different species remain incompletely understood. Telomere shortening has been proposed as a potential mechanism regulating longevity but data across species have not been supportive of this hypothesis^52^, and we did not find significant effects of CR on telomere length (Supplementary Fig. 15). While we analyze cells and tissues that are a mixture of stem cells and differentiated cells, it is likely that the most reproducible changes observed are happening in adult stem cells and are carried into differentiated somatic cells^16^. Changes that are restricted to differentiated cells would likely be lost upon cell death and contribute to increasing noise with age but not to the most dramatic and reproducible associations between methylation and age. The “stemness” origin of methylation drift in the hematopoietic system was experimentally established by prior studies^53^, and differing stem cell turnover rates may explain the tissue specificity we observed—highest drift in large intestine for example (high stem cell turnover). While our data do not establish that methylation drift actually causes changes in lifespan, correlations with gene expression and prior data on methylation drift in stem cells suggest the possibility that restriction of stem cell plasticity by aging epigenetic drift may be a key regulator of lifespan. Stem cell dysfunction and exhaustion have recently emerged as a potential mechanism of age-related functional decline^54–56^. Given that epigenetic programs are largely set and reset during cellular replication^57^, it is plausible that methylation drift reflects accumulated random epigenetic errors during stem cell division. The markedly differing rates of methylation drift across species would then suggest differing rates of stem cell turnover. Within a species, one can further speculate that inflammation increases methylation drift through cycles of injury/repair that stimulate stem cell turnover, while CR slows down drift by dampening stem cell turnover.

It has been known for decades that restricting the food intake of laboratory rodents extends their mean and maximum lifespan^1^. In monkeys, the WNPPRC study (from which we obtained samples for the current report) showed a clear effect of CR on aging^3^. However, another CR study using rhesus monkeys conducted at the National Institute on Aging (NIA) concluded that CR resulted in a lower cancer incidence but had no effect on lifespan^30^. The two studies differed substantially in the diets they used, possibly accounting for the different outcomes^58^. A comparison of epigenetic drift between the studies might help shed light on the differing outcomes. Data on CR and longevity are not available for humans. However, obesity increases the risk of chronic age-related diseases, such as type 2 diabetes, heart disease, osteoarthritis, and certain types of cancer (including colorectal, breast, pancreatic, and prostatic)^59, 60^, and thus constitutes a major and rising global health problem. Our data in monkeys showed a positive correlation between methylation drift in whole blood and body mass index (Spearman *r* = 0.38, *p* = 0.04, two-tailed) (Supplementary Fig. 16). Recent data in humans also showed that body mass index is associated with DNA methylation in human whole blood and that obesity accelerates methylation drift^23, 61^. Thus, it is a plausible hypothesis that obesity increases the risk of diseases through accelerated epigenetic tissue aging, while CR dampens this risk through an opposite effect.

In conclusion, we find striking conservation of methylation drift with aging among species and the strong negative correlation between methylation drift and lifespan across several species. The CR effects on age-related methylation of delaying the drift may be important to the health and life extension seen in CR animals. Thus, we propose that DNA methylation drift is one of the strongest known biomarkers of lifespan. It is worth investigating whether interventions that further slowdown age-related DNA methylation drift may have beneficial effects on longevity and/or preventing the progression of age-related diseases.

## Methods

### Tissue samples

We studied a total of 43 mouse (female; *n* = 23, male; *n* = 20) and 57 rhesus monkey (female; *n* = 26, male; *n* = 31) blood samples including animals fed normally (ad libitum; AL) and CR (mouse; AL; *n* = 31, CR; *n* = 12, monkey; AL; *n* = 39, CR; *n* = 18). All mice were purchased from the CR rodent colony at the National Institutes on Aging, National Institutes of Health. All rhesus monkeys were part of a larger longitudinal CR project at the Wisconsin National Primate Research Center. We also examined cord blood or whole blood cells from 139 humans (all healthy individuals; Japanese; *n* = 123, unknown; *n* = 16; sex; female; *n* = 57, male; *n* = 69, unknown; *n* = 13). We selected the size of samples based on our previous studies of age-related methylation in mice^20, 44^. All research with mice was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Temple University. All non-human primate samples were collected at the Wisconsin National Primate Research Center under a protocol approved by the IACUC of the Graduate School of the University of Wisconsin, Madison. All human samples were collected under protocols approved by the institutional review boards of the involved institutions (MD Anderson Cancer Center, Temple University and Fujita Health University School of Medicine) and all subjects provided written informed consent for the collection of residual tissues as per institutional guidelines and in accordance with the Declaration of Helsinki. We summarized sample information including age and caloric status, and assays performed in Supplementary Tables 1, 2. 

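Sex was compared in the 4 female and 9 male AL monkeys with a quasi-binomial logistic model of the read counts on age class and sex, with dispersion moderated by limma, at 24144 autosomal sites. At a Benjamini-Hochberg adjusted p under 0.05, 577 sites differed between the sexes, and the count moved most at an unadjusted p under 0.05, to 3653. Limma on log2 odds gave 0 sites after adjustment and 917 at an unadjusted p under 0.05. It was 1246 with a coverage minimum of 20 reads and 281 with 200 reads, and from 118 to 1232 with each monkey left out in turn. When sex was assigned at random within age classes, 16 of 100 draws, the real one included, gave as many autosomal sites. On the X chromosome, which these counts leave out, 349 of 464 sites differed by the same model and 330 by limma. The model tests a difference in level between the sexes and not one in the slope with age.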

We analyzed female and male samples together to increase statistical power, since there were no statistically significant differences between the sexes in age-related methylation. Human granulocytes were separated by gradient centrifugation to ~98% purity. Polyclonal activated T-cells were obtained from the mononuclear cell fraction and in vitro expanded using Human T-Activator CD3/CD28 Dynabeads (Gibco). All animals and human subjects were clinically healthy (disease-free) at the time of sample collection. We isolated genomic DNA using standard procedures. Briefly, the tissue was digested in a lysis buffer (10 mM TrisHCI, pH 8.0, 10 mM NaCl, 10 mM EDTA, 1% SDS) containing proteinase K (500 μg/mL) overnight at 50 °C, extracted with phenol/chloroform (1:1), and precipitated with 100% ethanol. The resulting pellet was then washed with 70% ethanol, dried, and dissolved in distilled deionized water.

### DREAM

DREAM was performed as described previously^32, 33^. Briefly, genomic DNA samples were spiked in with methylation standards, sequentially digested with the *Sma*I (methylation sensitive) and *Xma*I (methylation insensitive) restriction endonucleases creating methylation-specific signatures at the ends of the restriction fragments based the CpG methylation status at CCCGGG target sites. After the digestion and ligation of sequencing adaptors, the libraries were sequenced on Illumina Gene Analyzer II or Illumina HiSeq 2000 at the MD Anderson Center for Cancer Epigenetics and HiSeq 2500 at the Fox Chase Cancer Center. Sequencing reads were mapped to the reference genome (mm9, rheMac2, hg19), the reads with unmethylated GGG and methylated CCGGG signatures at individual target CpG sites were counted and the methylation values were adjusted based on spiked in standards. 

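The counts listed 375949 SmaI sites, of which 362007 lay on the 20 autosomes, 13779 on the X chromosome and 10 were ends of the spiked-in standards. In the 13 AL monkeys, 24288 autosomal sites had at least 100 reads in at least 10 monkeys, which is the number that 75% requires. In all 16 monkeys, 28384 sites had at least 100 reads in at least 12. At least 100 reads in every monkey were found at 16858 sites. With a minimum of 20 reads the numbers were 40690 and 43360, and with 200 reads 16502 and 20484. The median coverage behind a value at the AL sites was 445 reads. Values under 100 reads at a retained site were left out of all means, which removed 4.29% of values. Another SmaI site lay within 200 bp of 74.3% of the AL sites.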

We used for further analyses CpG sites covered with ≥100 reads in at least 75% samples located on autosomal chromosomes. Potential individual SNPs at target CCCGGG sites would not affect the data analysis. Since a single-nucleotide polymorphism will destroy the *Sma*I/*Xma*I target site, the polymorphic allele would not be included in the analysis. In the case of a homozygous single-nucleotide polymorphism, the CpG site of the affected individual would not be represented. To assess the reproducibility of the method, we performed replicate analyses of identical DNA sample from the normal human whole blood. There was a high concordance among seven technical replicates (Pearson correlation *r* ≥ 0.997; Supplementary Fig. 17). The DREAM data are deposited in the GEO database (GSE75499) (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=itmlcimapdadbsb&acc=GSE75499).

### Permutation analyses

In order to evaluate the association between age and methylation level, we calculated the Spearman’s correlation coefficient (*r*) between age and methylation level of each CpG site measured in the DREAM assay. To assess the statistical significance of these correlations, a permutation approach was used. Briefly, the age was shuffled 1000 times, then the correlation between these randomly shuffled values and methylation level was calculated. Empirical *p*-values were calculated by comparing the observed Spearman’s *r*-value against the distribution of *r*-values calculated after random age shuffling, and were equal to the number of permutations with higher correlations than the observed correlations divided by 1000. Next, we used |*r*| ≥ 0.5 and empirical *p*-value < 0.05 as thresholds to select CpG sites showing age-related drifts. All statistical analyses were performed independently in each species (mouse, monkey, or human) using the R statistical framework (www.r-project.org/).

### Pathway analyses

Functional class annotation analysis was performed on hyper- or hypo-methylated genes by using the Ingenuity Pathway Analysis software. We analyzed biological processes, molecular functions, and cellular components that were relatively enriched by the gene lists of interest.

### Differential expression analysis by RNA-seq

RNA-seq data were downloaded from Gene Expression Omnibus (GEO) Series GSE60216. The reads were mapped to the human genome (hg18) by TopHat (version 2.0.10)^62^. The number of reads in each known gene from RefSeq database^63^ (downloaded from UCSC Genome Browser on 02 June 2014) was enumerated using htseq-count from HTSeq package (version 0.6.1) (http://www-huber.embl.de/users/anders/HTSeq/). The differential expression between conditions was statistically assessed by R/Bioconductor package DESeq (version 1.16.0)^43^. Genes with *p*-value < 0.05 and fold change >2 were called significant.

### Bisulfite pyrosequencing for DNA methylation analysis

Bisulfite treatment of genomic DNA was performed using the EpiTect Bisulfite Kit according to the manufacturer’s instructions (Qiagen). We used a quantitative bisulfite pyrosequencing method for DNA methylation analyses as reported previously^20, 44^. In brief, bisulfite-treated DNA was amplified with gene-specific primers in a two-step PCR. The second step of PCR was used to label the reverse DNA strand with biotin. DNA methylation was measured as the percentage of bisulfite-resistant cytosines at CpG sites by pyrosequencing. Pyrosequencing was performed using the PyroMark Gold Q96 CDT Reagents (Qiagen) on the PyroMark Q96 MD platform (Qiagen). Pyro Q-CpG Software (Qiagen) was used to analyze the data. Primer sequences and PCR conditions for bisulfite pyrosequencing assays are listed in Supplementary Table 20. The data points represent averages of bisulfite PCR/pyrosequencing assays performed in duplicates or triplicates.

### Age-related methylation drift

We used an R package lme4^64^, to build a multilevel mixed linear model including data from all 10 hypermethylated ARM genes homologous across all three species, including species as a fixed effect with an interaction term for age allowed to give the difference in methylation rate between genes and species.

To test the CR effect on aging methylation drift, multiple linear regression for methylation with two predictors and their interaction term was performed for each site in DREAM data: age (quantitative variable) and diet (qualitative variable with two levels: AL and CR). Taking AL as the baseline, if the coefficient for the interaction term is significantly non-zero, it indicates CR significantly changes the rate of methylation drift.

### Age prediction

We derived a linear model for chronological age based on methylation values of 24 hypermethylated genes in AL mice characterized by the equation based on the values of slope and intercept calculated by the multilevel mixed linear model in whole blood (Supplementary Table 17). By substituting the values of the average methylation percentage (24 genes) of individual CR mice into the equation, we obtained the predicted epigenetic age. We also predicted the ages of CR mice based on methylation status using the linear models calculated using age and methylation status average of 12 hypermethylated ARM genes in AL animals across multiple tissues (coefficient and intercept for age prediction are shown in Supplementary Table 17). Using bisulfite pyrosequencing results of 24 hypermethylated genes, we also made a linear model to predict the age of CR old monkeys based on the values of slope and intercept shown in Supplementary Table 17.

### Quantitative RT-PCR assay for gene expression

Total RNA from young and old liver samples was prepared by using the RNeasy Mini Kit (Qiagen) and reverse transcribed into complimentary DNA using random hexamer primers and the high-capacity complimentary DNA reverse transcription kit (Applied Biosystems) according to the manufacturer’s directions. The expression of genes was quantified using TaqMan gene expression assays and a StepOne Real-Time PCR system (Applied Biosystems). Gene expression was normalized to *Gapdh*. Assay IDs are following (*Elovl2*; Mm00517086_m1, *Ripk4*; Mm00458366_m1, *Lims2*; Mm00523019_m1, *Tapbp*; Mm00493417_m1, *Gapdh*; Mm99999915_g1, Applied Biosystems).

### Measurement of telomere length by quantitative PCR

We performed quantitative PCR assay to determine the relative telomere length^65–67^. Telomere repeat copy-number/reference gene (*RPLP0*; *36B4*, or *HBG1*) copy-number values were calculated by the formula 2^–dCt where dCt = Ct telomere-Ct reference gene. The DNA samples (10 ng) were assayed in triplicate in 20 μl reaction volume using SYBR Kit (Bio-Rad). The oligonucleotide primers are shown in Supplementary Table 21. The PCR conditions for amplification (using Telomere-1 primers and 36B4 primers) were: 95 °C for 10 min followed by 40 cycles at 95 °C for 15 s, and 60 °C for 1 min. To amplify telomere by Telomere-2 primers, the same conditions were used except annealing temperature as 54 °C. The PCR conditions for *HBG1* gene amplification were: 95 °C for 10 min followed by 40 cycles at 95 °C for 15 s, and 58 °C for 1 min. The quantitative PCR was performed using a StepOne Real-Time PCR system.

### Statistics

Spearman correlation between methylation and age was calculated using GraphPad Prism 5.0 (GraphPad Software Inc., San Diego, CA, USA). Correlation analysis for DREAM data was performed using the statistical software package R. All *p*-values are two-sided with a *p* < 0.05 considered to be significant. Hierarchical clustering was performed by ArrayTrack Software available at http://edkb.fda.gov/webstart/arraytrack/ using Ward’s method. *p*-values for comparisons between sample groups based on age/caloric status in each species were obtained using the unpaired *t*-test with Welch’s correction. A *χ*-test using 2×2 tables was used to calculate *p*-values for the significance of the overlaps.

### Data availability

The DREAM data discussed in this publication have been deposited in NCBI Gene Expression Omnibus with the accession number GSE75499. All other relevant data are available from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Peer Review File

# Supplementary material for: Caloric restriction delays age-related methylation drift
**Source:** Nat Commun. 2017 Sep 14;8:539. doi: 10.1038/s41467-017-00607-3
**Supplement:** Supplementary file 1 — Supplementary Information

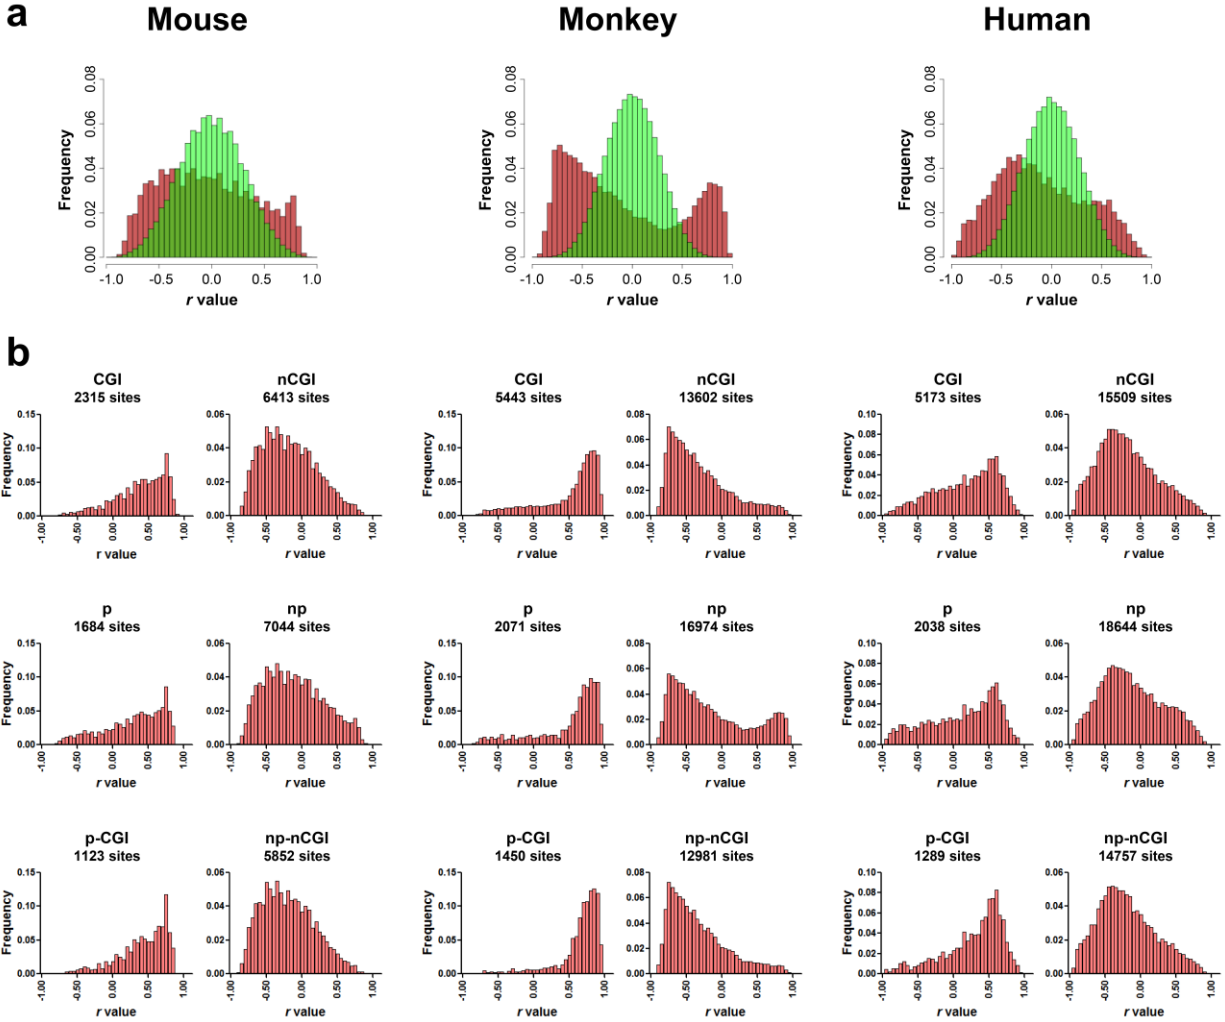

**Supplementary Figure 1 | Distribution of  $r$ -values.** (a) Histograms of observed (in red) and simulated (in green)  $r$ -values between age and methylation. Positive/negative value on x-axis means relative hypermethylation/hypomethylation in aged samples. The simulated  $r$ -values were derived from 1,000 random permutations for each species. (b) Histograms showing the distribution of  $r$ -values in different categories of CpG sites (CGI/non-CGI (nCGI), promoter (p)/non-promoter (np), and promoter-CGI/non-promoter-non-CGI).

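In the 13 AL monkeys, r between age and methylation was at least 0.4 at 3334 of 16430 sites (20.3%) and at most -0.4 at 9292 (56.6%). It was at least 0.5 at 2958 sites (18.0%) and at most -0.5 at 8324 (50.7%), and at least 0.6 at 2520 and at most -0.6 at 7226. Over 99 random orders of the ages, the mean shares at an r of at least 0.5 and at most -0.5 were 5.12% and 4.60%. Single random orders differed from these means, since sites rise and fall together. The number of hypermethylated ARM sites had a median of 378 and a highest value of 7081 over the 99 orders, and that of hypomethylated ARM sites a median of 347 and a highest value of 8448. With uncorrected percentages, r was at least 0.5 at 4764 and at most -0.5 at 6113 of 17732 sites.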

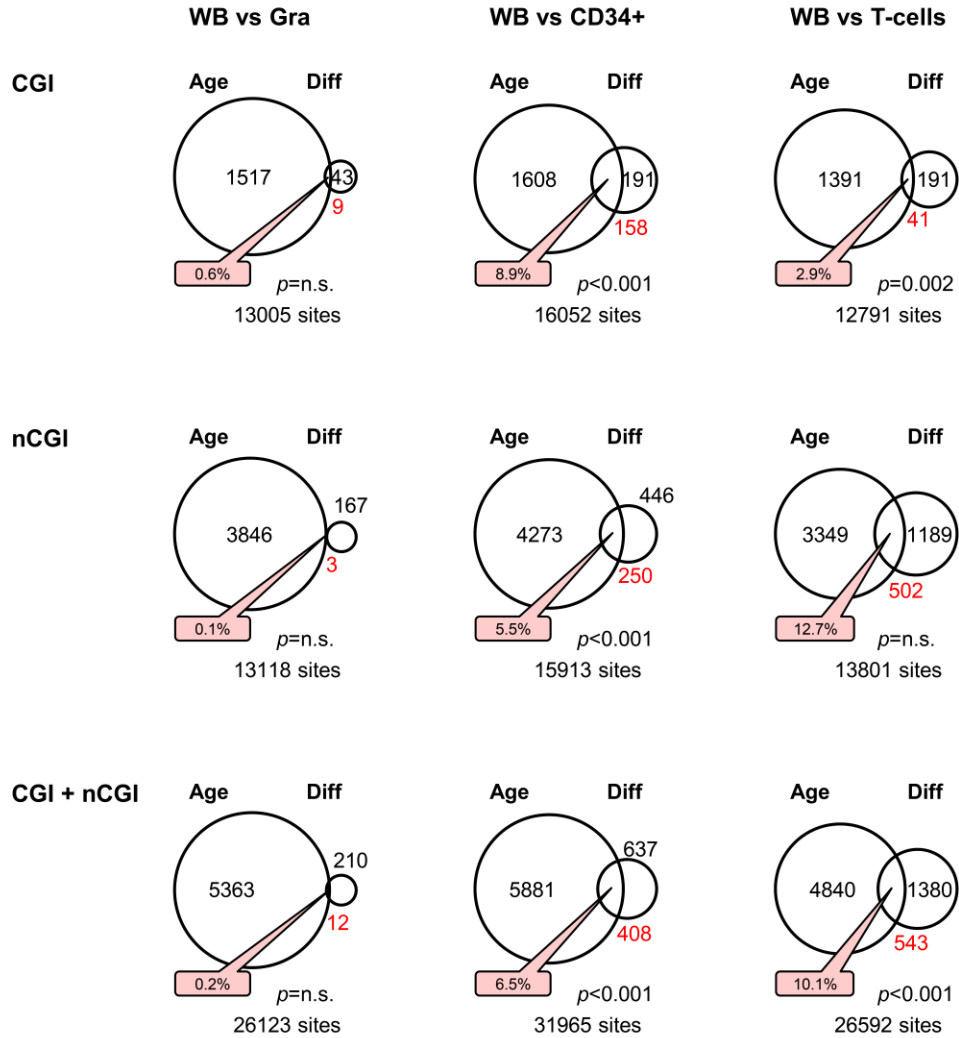

**Supplementary Figure 2 | A limited effect of blood composition on age-related methylation.** Area-proportional Venn diagrams of overlapped CpG sites between sites showing age-related methylation drift in whole blood and sites identified as differentially methylated in blood cell subtypes compared to whole blood. Red number represents the number of sites overlapping. Balloon shows the percentage of overlapped sites of age-related sites in whole blood. To identify the differentially methylated sites between whole blood and each blood cell type, we used sites with sequencing depth  $\geq 100$  reads in DREAM data among samples. Then, we compared the average of methylation % between the whole blood ( $n=16$ ; age; 0-86y) and each blood cell type (granulocytes;  $n=6$ ; age; unknown, CD34+ cells;  $n=2$ ; age; unknown, T-cells;  $n=3$ ; age; 19-21y) in each site and defined sites with methylation differences  $\geq 2\%$  ( $FDR < 0.05$ ) as differentially methylated sites. A Chi-square test using 2X2 tables (Supplementary Table 9) was used to calculate  $p$ -values for the significance of the overlaps. WB; Whole blood, Gra; Granulocytes, Age; Age-related sites in WB (both hyper and hypo-methylation drifts), Diff; Differentially methylated sites between whole blood and each cell sub-type.

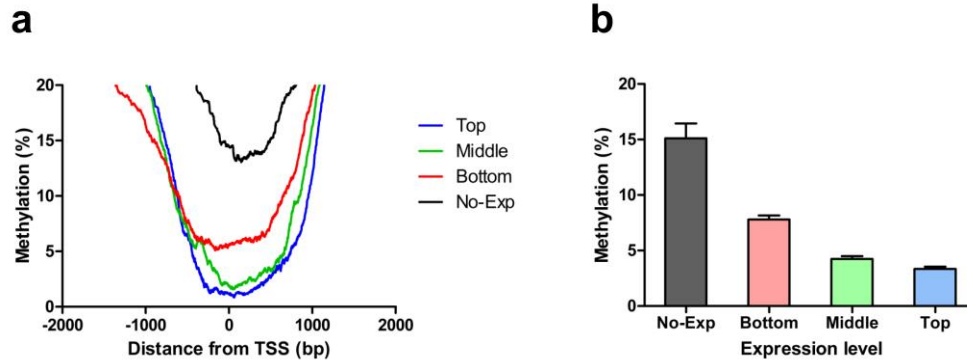

**Supplementary Figure 3 | DNA methylation around TSS relative to gene expression.** (a) Correlation of methylation profile with expression level in whole blood. Genes were divided into four groups based on gene expression levels detected by RNA-seq analyses (GSE53655). Each line represents the DNA methylation profile of different expression groups. The smoothed methylation levels for four representative groups are shown. Gene expression varies inversely with methylation level of TSS region. The most highly expressed genes (Top) exhibited the lowest methylation levels with the nadir of the hypomethylated “valley” centered  $\pm 1$ kb from their TSS. As the gene expression decreased, the valley becomes shallower. (b) DNA methylation levels around the TSS ( $-1\text{kb} < \text{TSS} < +1\text{kb}$ ) across four gene expression level bins. Bars represent standard errors of the mean. No-Exp; 536 sites (235 genes), Bottom; 3538 sites (1311 genes), Middle; 4839 sites (1904 genes), Top; 5070 sites (1882 genes).

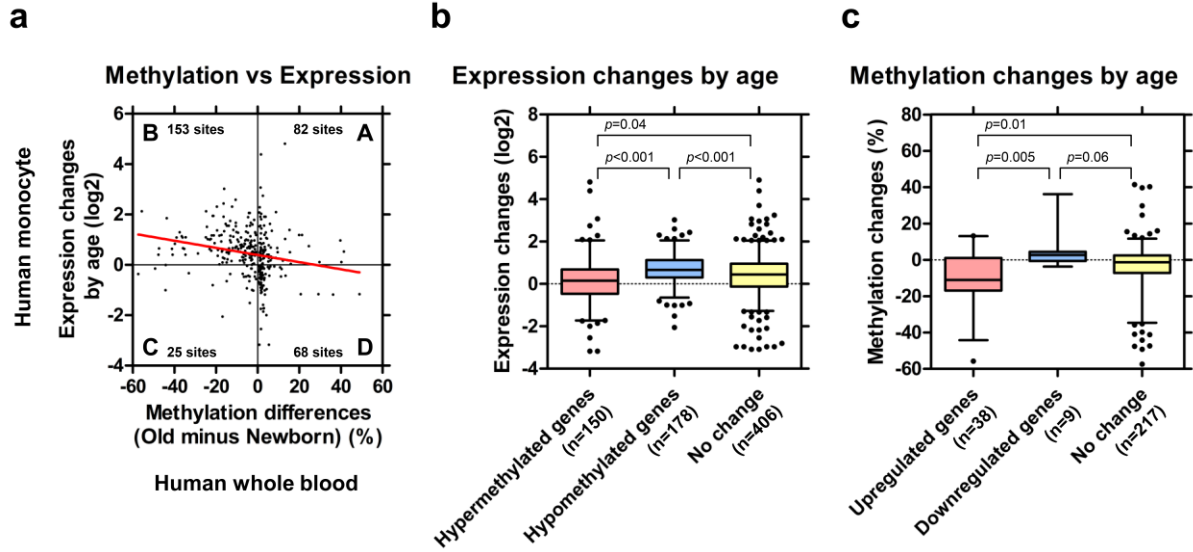

**Supplementary Figure 4 | Inverse correlation between age-related methylation change and age-related expression change.** (a) The quadrant plot of mRNA expression change versus methylation change in promoter regions. The x-axis represents methylation changes with age, and the y-axis represents log2 fold change of gene expression with age. The linear regression line is shown in red. The Spearman correlation coefficient  $r$  is  $-0.20$  with  $p$ -value  $<0.001$ . The four quadrants shown are (A) hypermethylated and upregulated, (B) hypomethylated and upregulated, (C) hypomethylated and downregulated and (D) hypermethylated and downregulated. (b) Box plot of age-related expression changes (log2 ratio). The genes were subdivided into age-related hypermethylated, age-related hypomethylated and “no change” groups. The box-whisker plot shows the mean (horizontal line in box), 25–75 percentiles (box), 5–95 percentiles (whiskers), and values outside this range as black dots.  $p$ -values were obtained using the unpaired t-test with Welch’s correction. (c) Box plot of age-related methylation changes (%). The genes were subdivided into age-related upregulated, age-related downregulated and “no change” groups. The box-whisker plot shows the mean (horizontal line in box), 25–75 percentiles (box), 5–95 percentiles (whiskers), and values outside this range as black dots.  $p$ -values were obtained using the unpaired t-test with Welch’s correction.

# Mouse

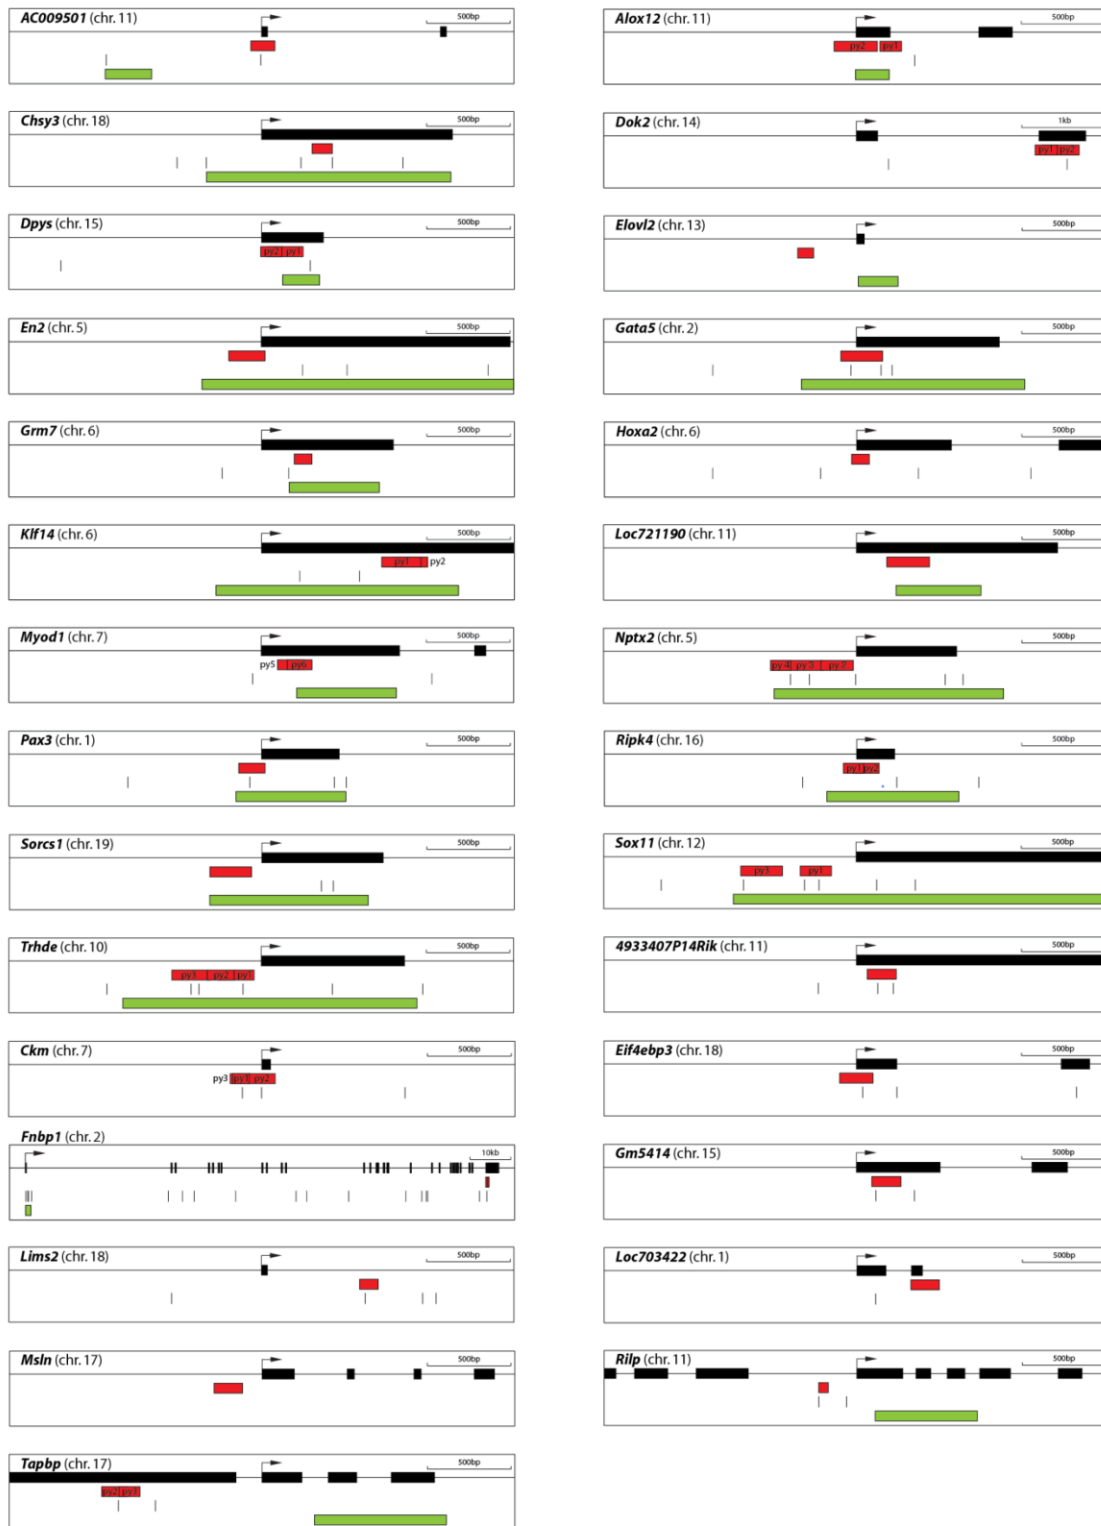

# Monkey

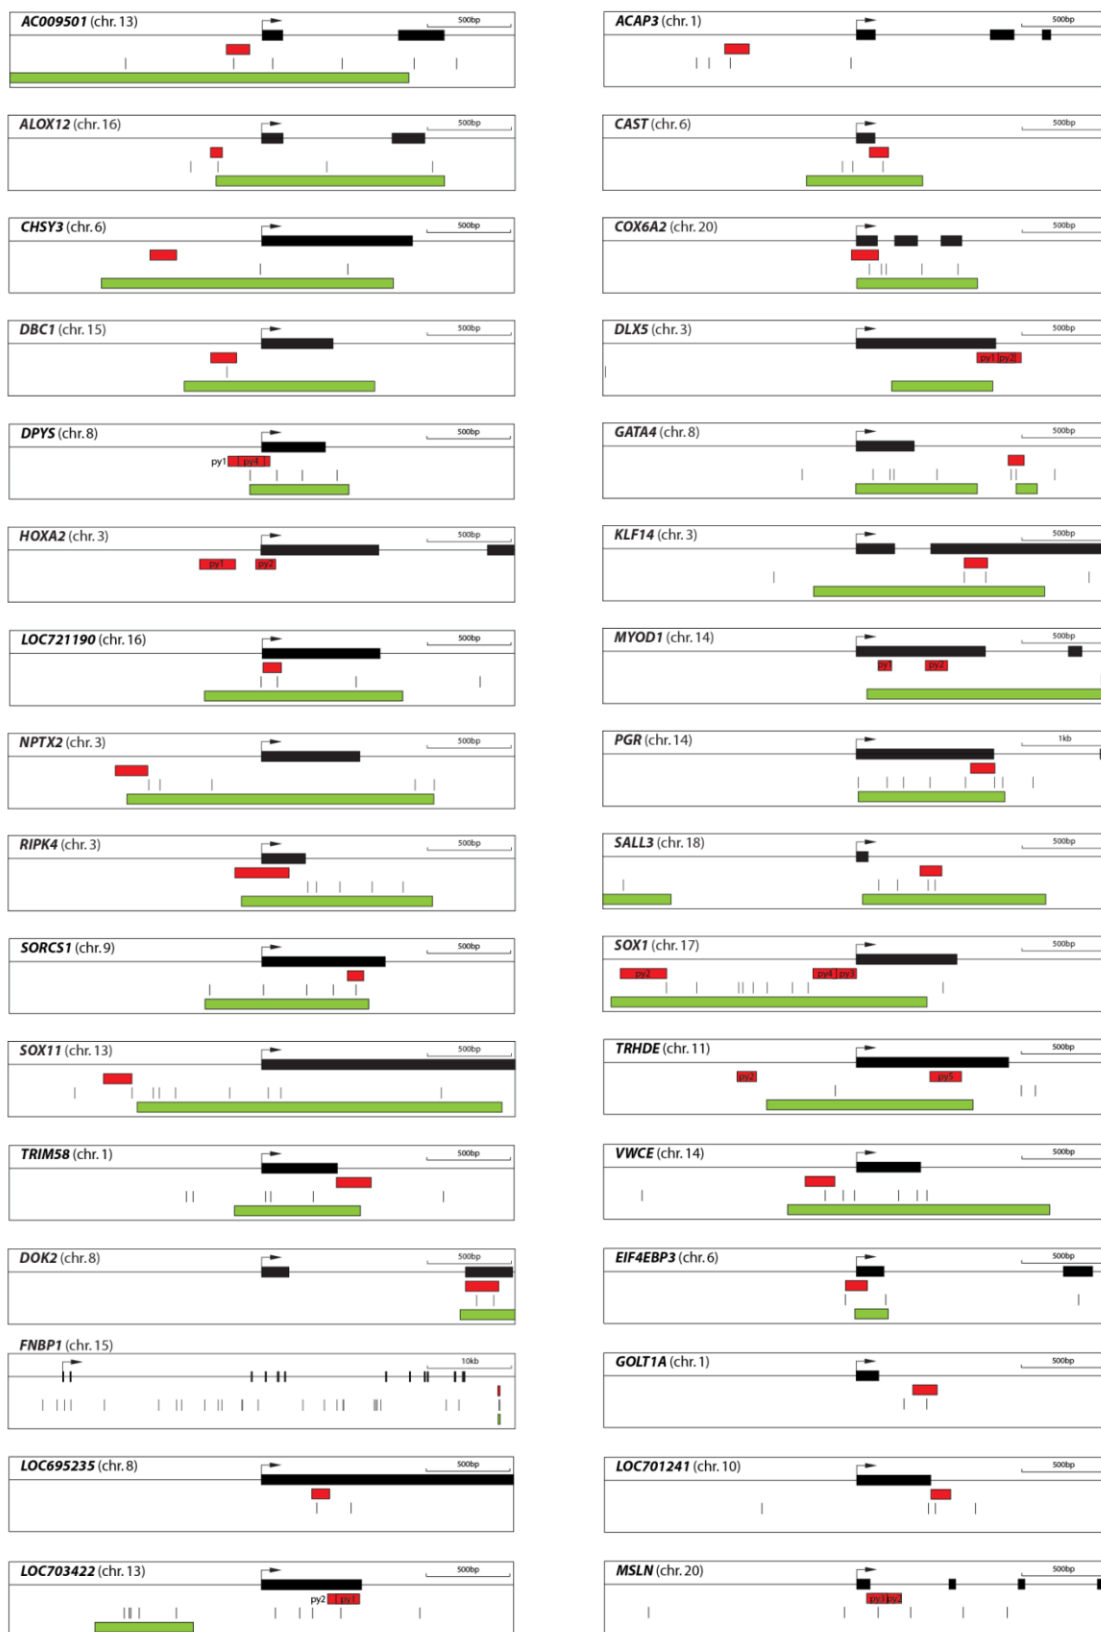

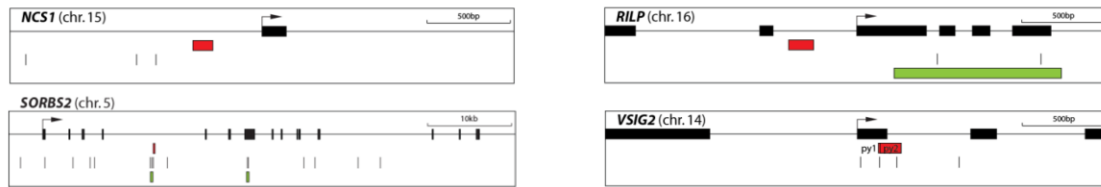

## Human

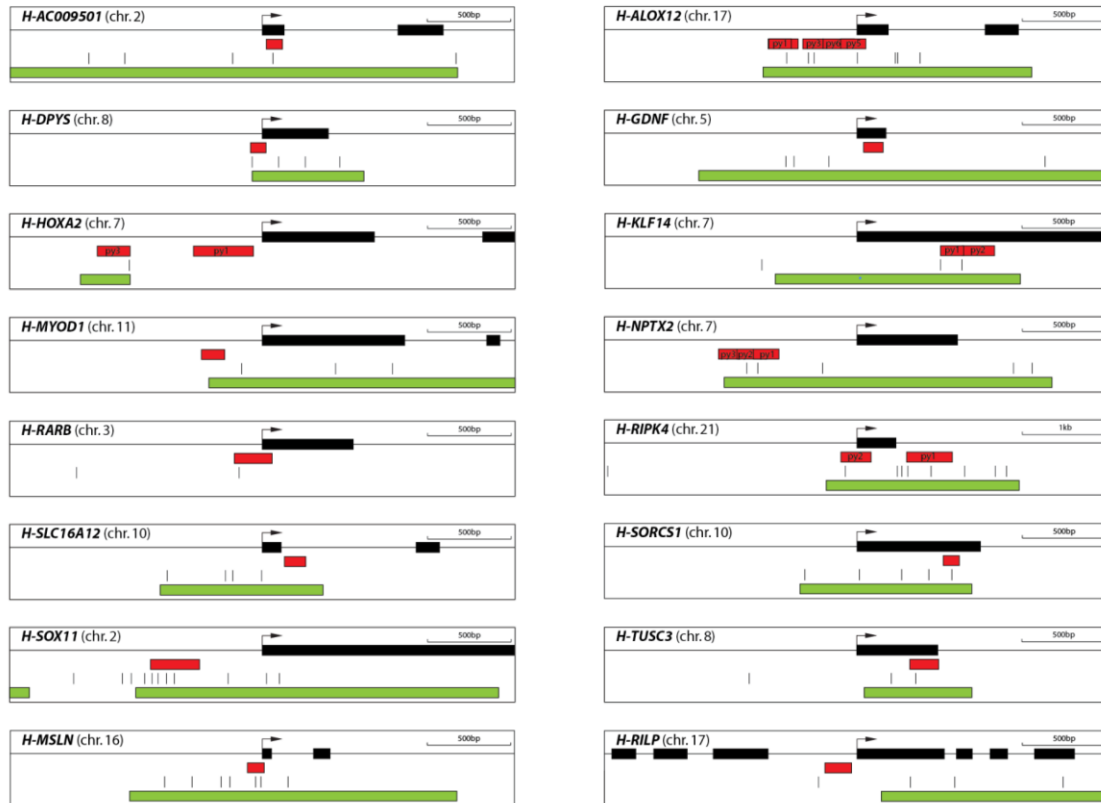

**Supplementary Figure 5 | Gene structure and CpG sites analyzed in mouse, monkey and human by bisulfite pyrosequencing.** Maps represent 3 kb of sequence around CpG islands (green boxes) and exons (black boxes) of genes analyzed in this study. Short vertical bars represent CCCGGG sites targeted by DREAM. Arrows point to transcriptional start sites. Red boxes represent regions amplified for bisulfite pyrosequencing.

# a Mouse

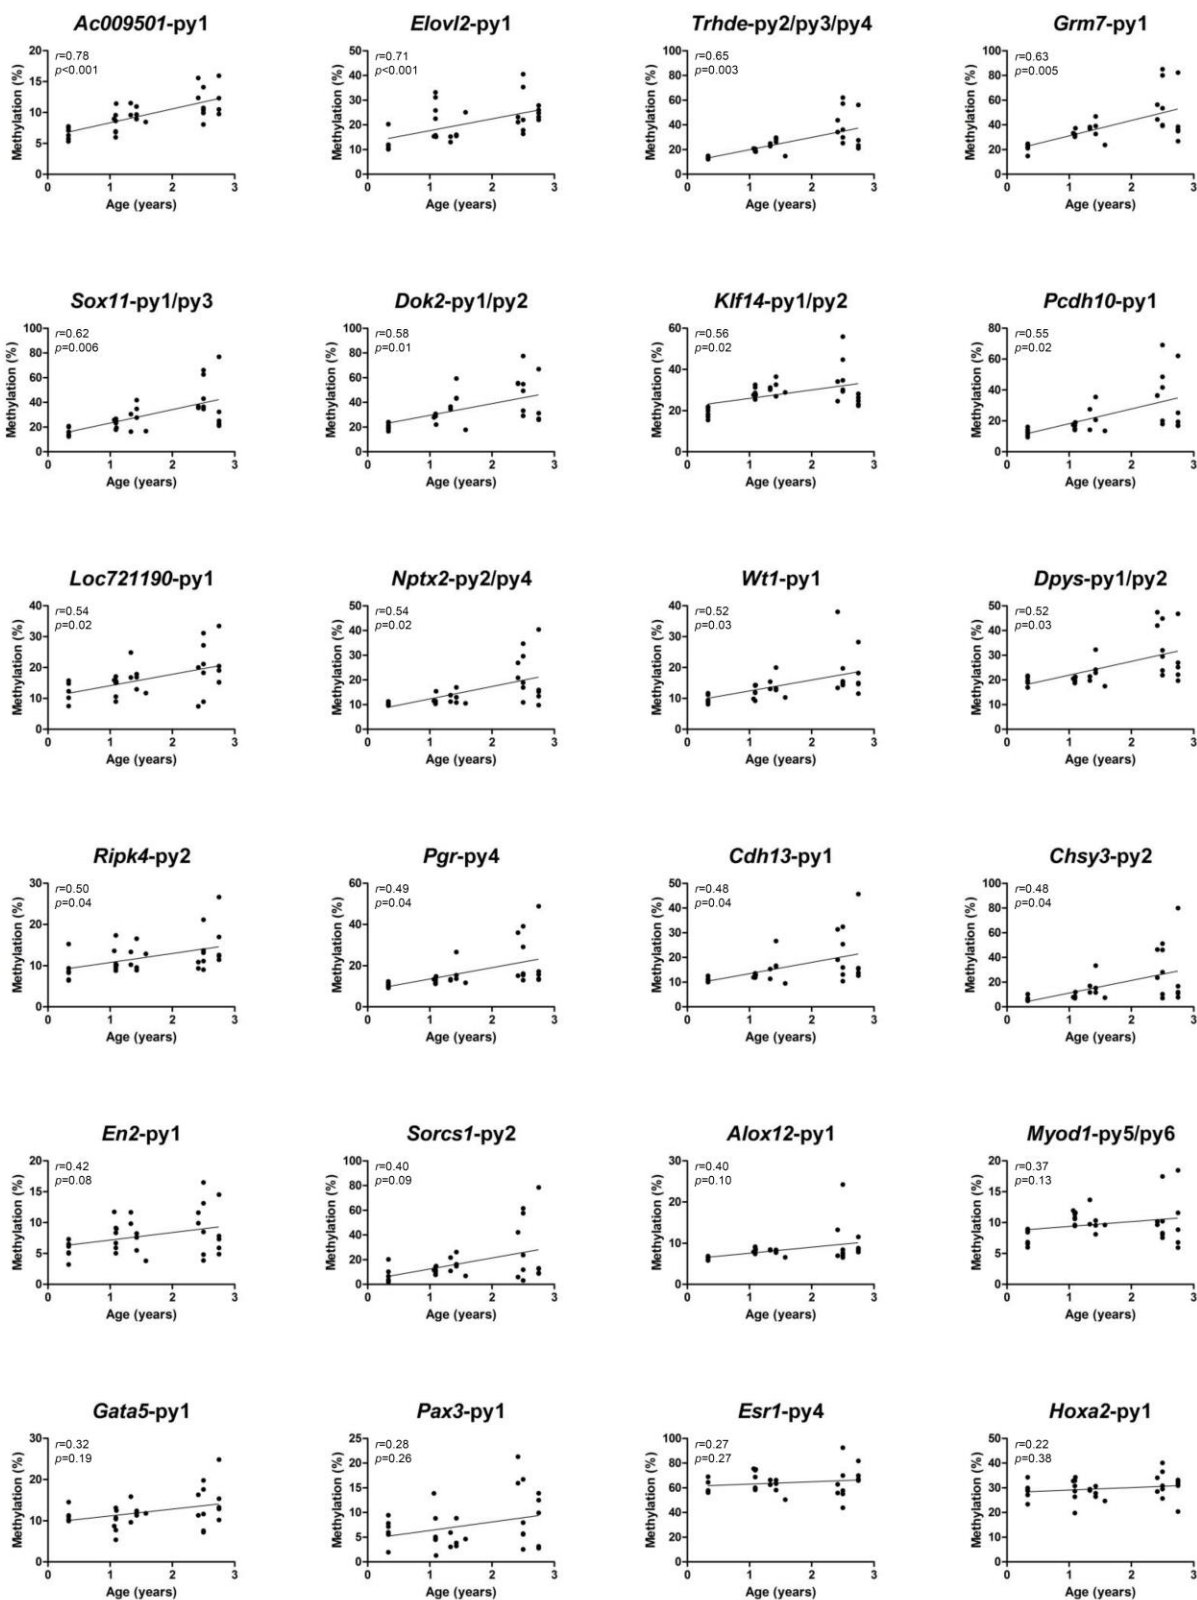

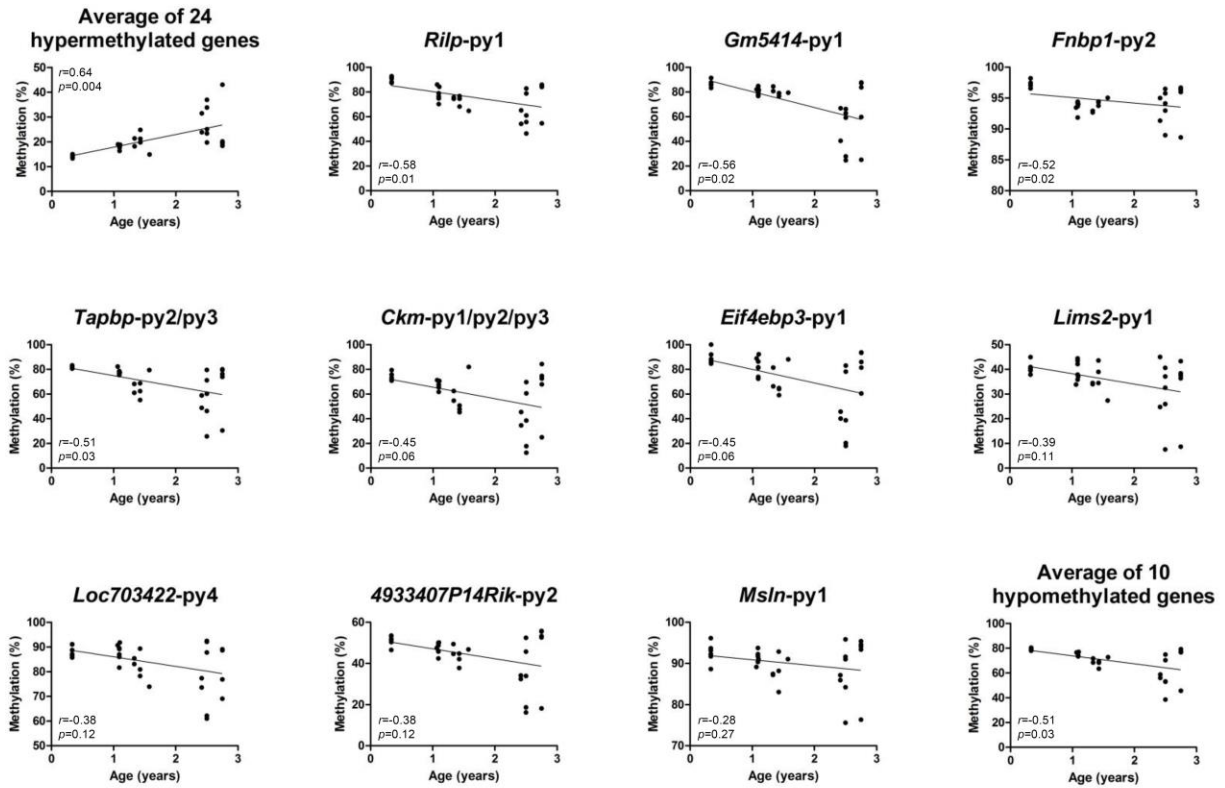

## b Monkey

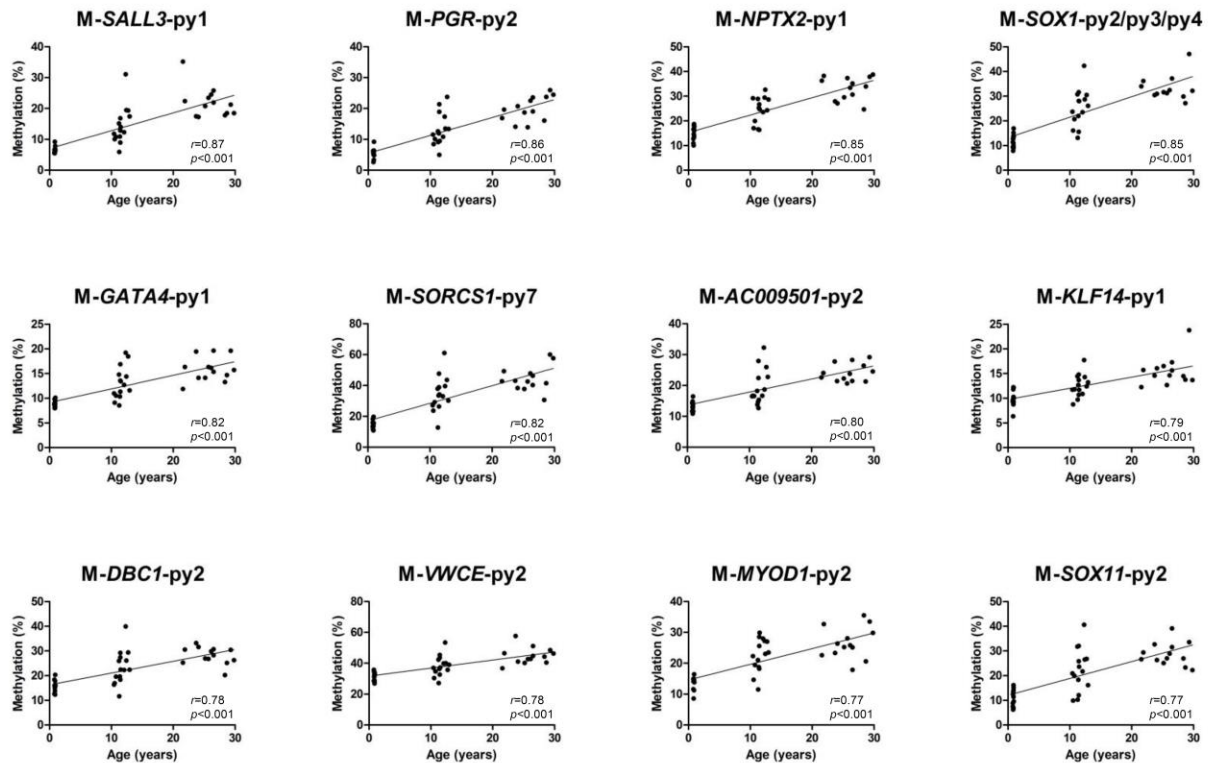

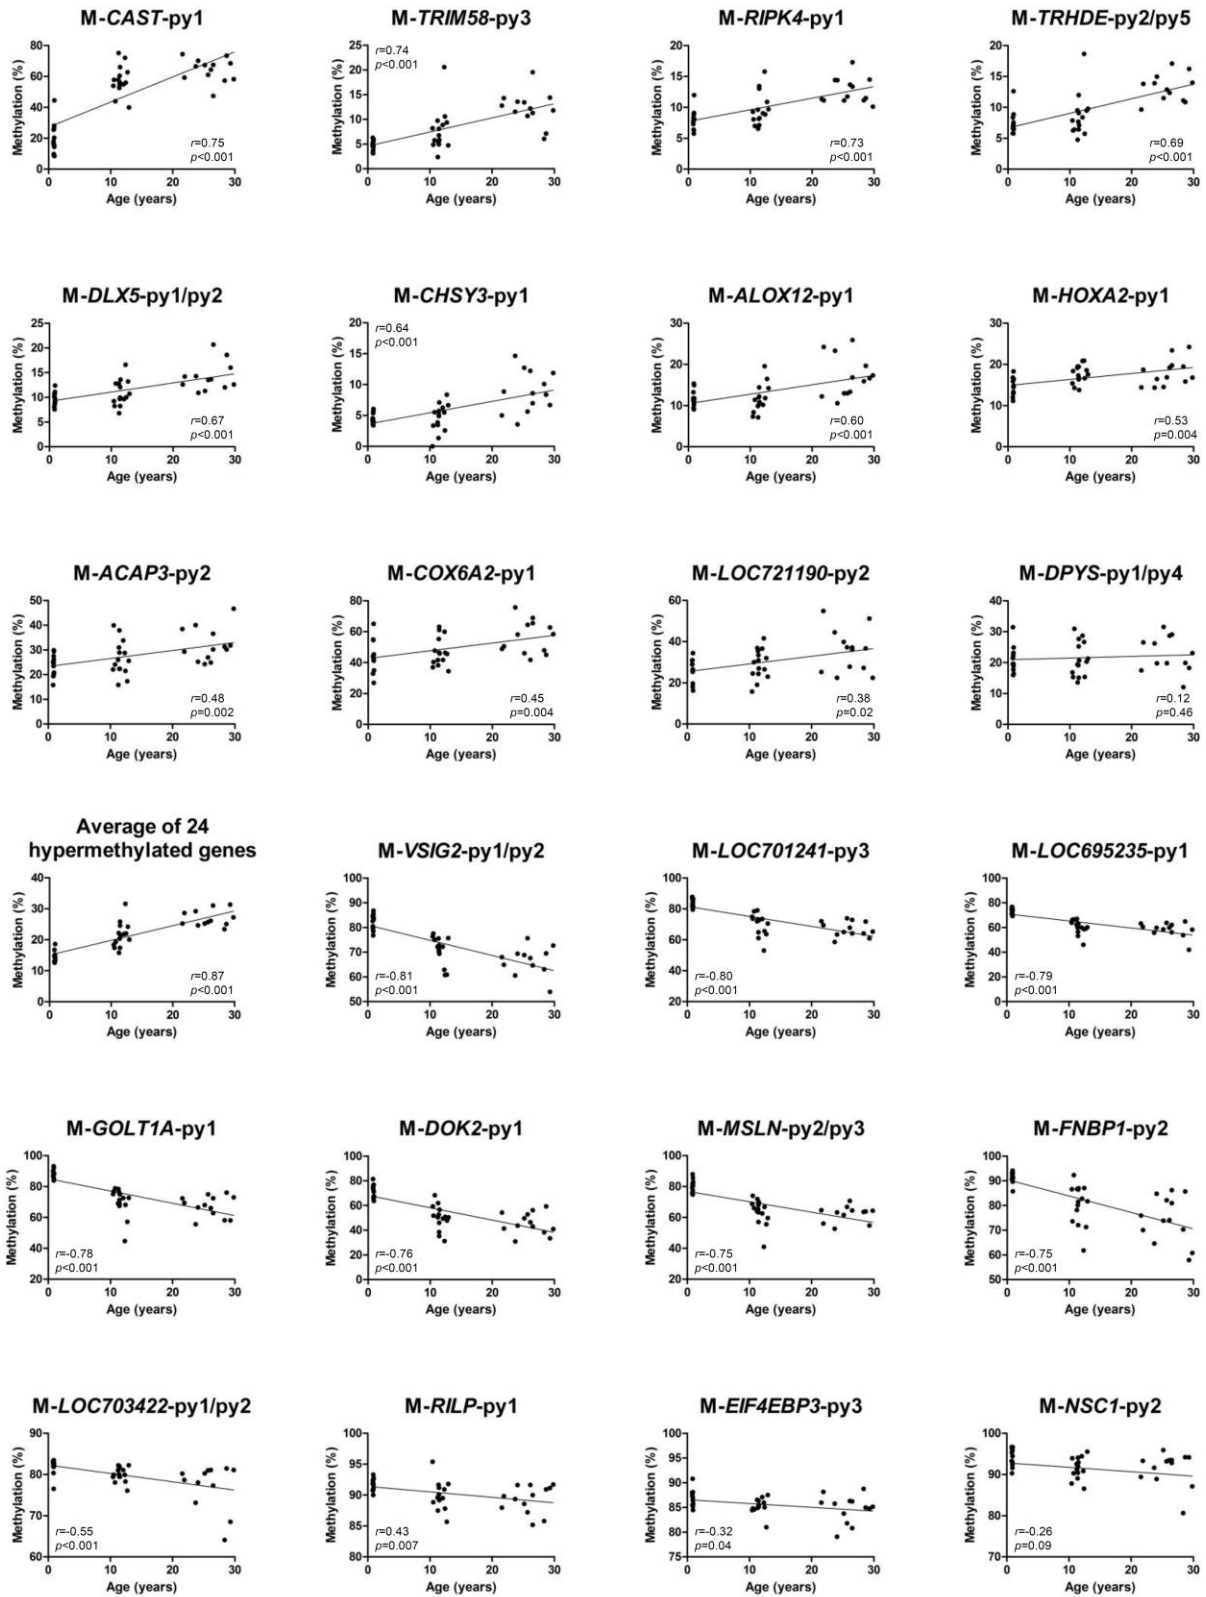

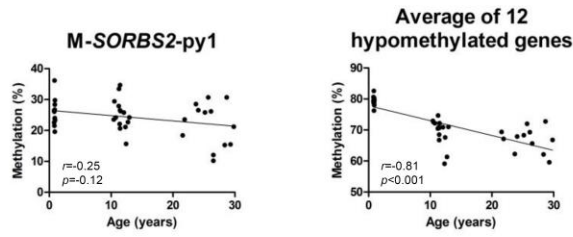

## c Human

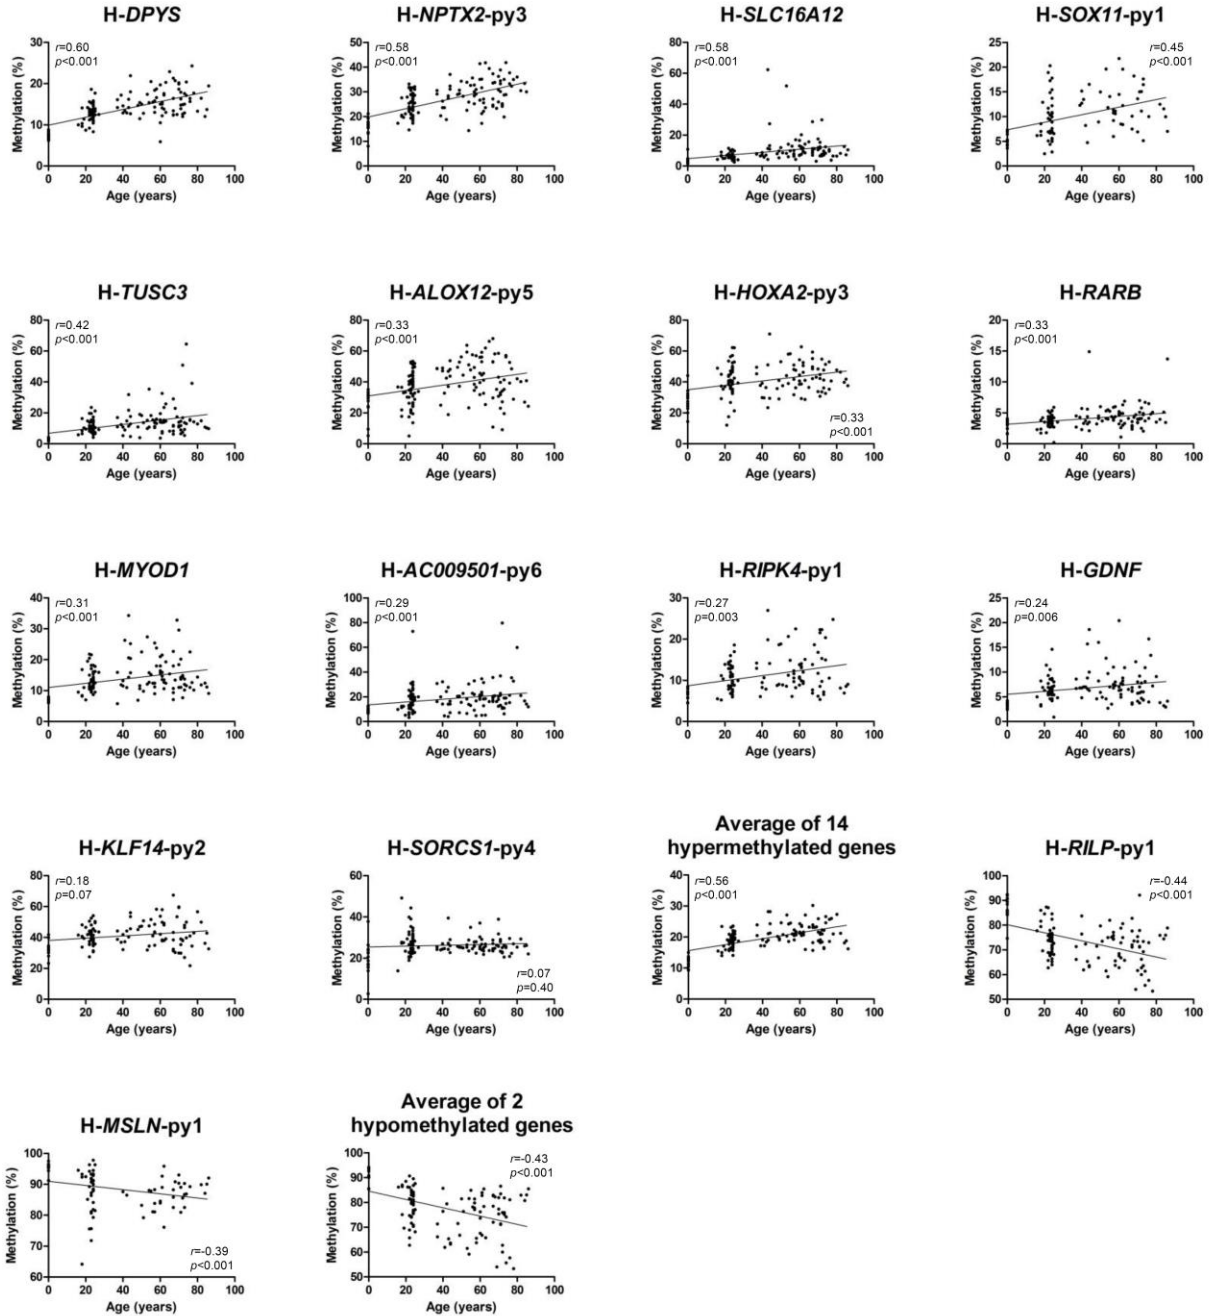

**Supplementary Figure 6 | Age-related genes in mouse, monkey and human.** Association of the percentages of methylated cytosines in the samples as obtained from bisulfite pyrosequencing (y-axis) with age (x-axis) (**a**; mice, **b**; monkeys, and **c**; humans). Each dot corresponds to one individual (mouse; young, n=6, middle, n=13, old, n=12, monkey; infant, n=12, middle, n=15, old, n=12, human; newborn, n=13, young, n=54, middle, n=27, old, n=45). Spearman  $r$  values and  $p$ -values (two-tailed) were listed in Supplementary Tables 14–16.

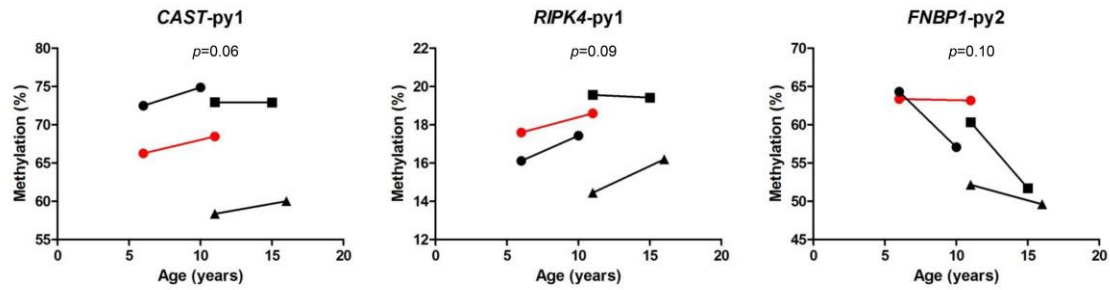

**Supplementary Figure 7 | Intra-individual changes in methylation over time.** The methylation levels of four genes were explored by bisulfite pyrosequencing analyses. The symbols connected by lines represent samples derived from one individual in different time points. Black and red symbols/lines represent AL and CR animal(s), respectively. Each point represents the mean of triplicate experiments (PCR reactions). Paired t-test was used for  $p$ -value calculation.

## Mouse

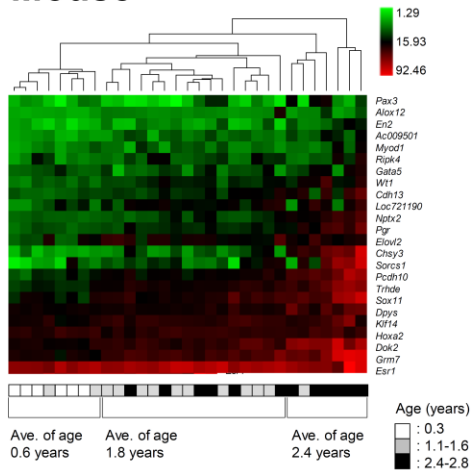

## Monkey

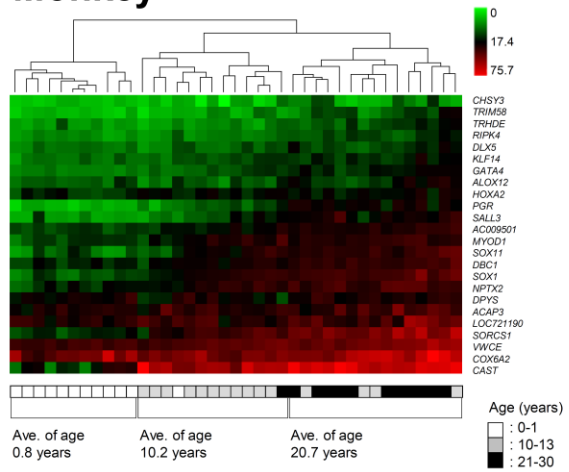

## Human

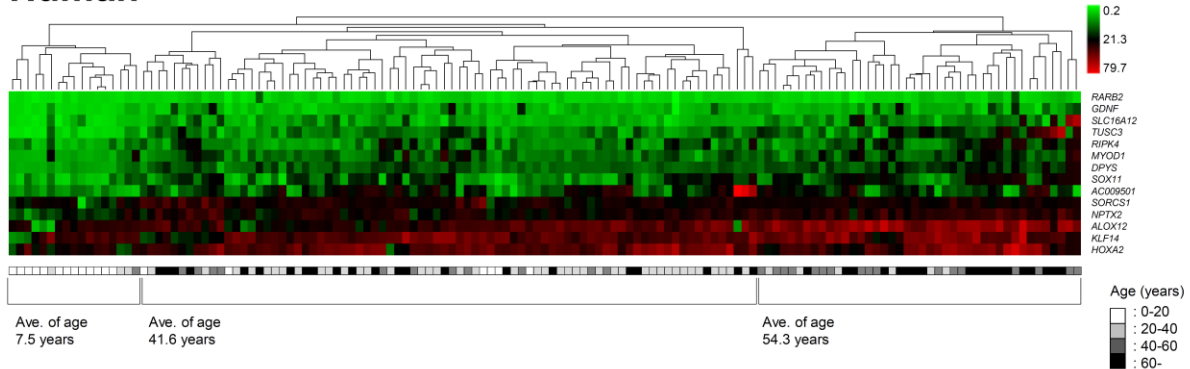

**Supplementary Figure 8 | Unsupervised clustering analysis of bisulfite pyrosequencing results.** Samples are shown with labeling of the corresponding ages. Samples were clustered by unsupervised hierarchical clustering of bisulfite pyrosequencing methylation values of genes. The green to red scale indicates the methylation percentage.

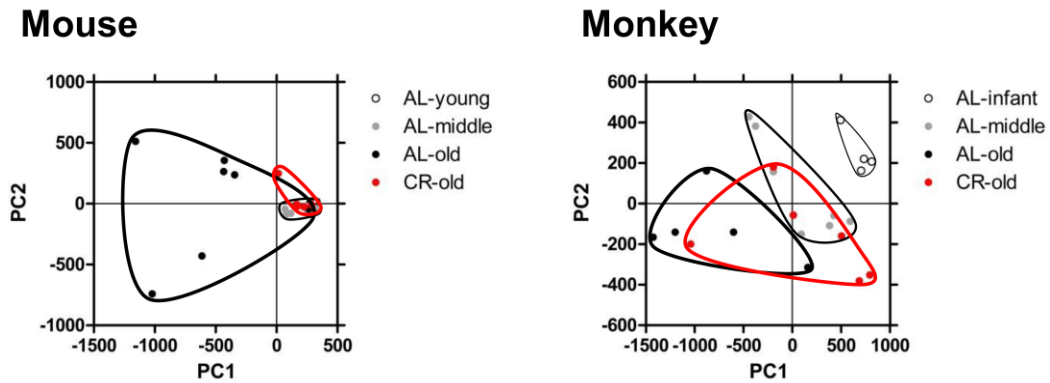

**Supplementary Figure 9 | Principal component analysis of DNA methylation profiles detected by DREAM.** Principal component analysis was performed on the DNA methylation data for CpG sites in all genomic regions (CGI + nCGI) (sequencing depth  $\geq 100$  reads in 75% of samples). Samples are plotted using the first two principal components (PC). The color codes of samples are shown on the right. Number of individuals (n) was as follows: mouse; AL-young, n=5, AL-middle, n=7, AL-old, n=7, CR-old, n=5, monkey; AL-infant, n=4, AL-middle, n=7, AL-old, n=5, CR-old, n=6.

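Principal components were computed, centred and not scaled, from corrected methylation at the 16858 autosomal sites with at least 100 reads in each of the 16 monkeys. PC1 held 59.7% and PC2 8.96% of the variance. With PC1 oriented so that AL-infant is high, its mean score was 616 ± 73.7 (SD, n = 4) in AL-infant, 155 ± 222 (SD, n = 5) in AL-middle, -977 ± 479 (SD, n = 4) in AL-old and 223 ± 223 (SD, n = 3) in CR-old. CR-old exceeded AL-old by 1200 (exact two-sided permutation test, p = 0.0571, where 0.0286 is the smallest value possible). The scores were 398, -27.6 and 299 in CR-old 1, 4 and 28, and -1068, -355, -966 and -1519 in AL-old 2, 7, 24 and 33. With uncorrected percentages PC1 held 42.7% of the variance and the difference was 463 (exact two-sided permutation test, p = 0.171). The smaller difference there moved this result most. CR-old 4 is the CR-old monkey in the library set of the AL-old monkeys.

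**Figure D4:**
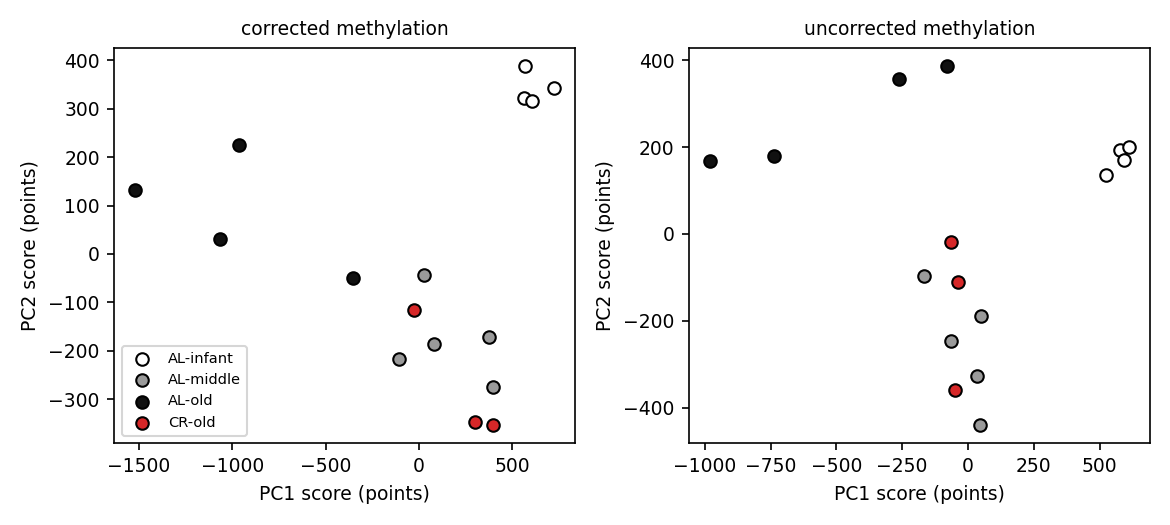
Scores on PC1 (x axis) and PC2 (y axis) of the 16 monkeys from methylation at 16858 sites, corrected (left) and uncorrected (right), coloured by group; each point is one monkey. With corrected values, the 3 CR-old monkeys score from -27.6 to 398 on PC1 and the 4 AL-old monkeys from -1519 to -355.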

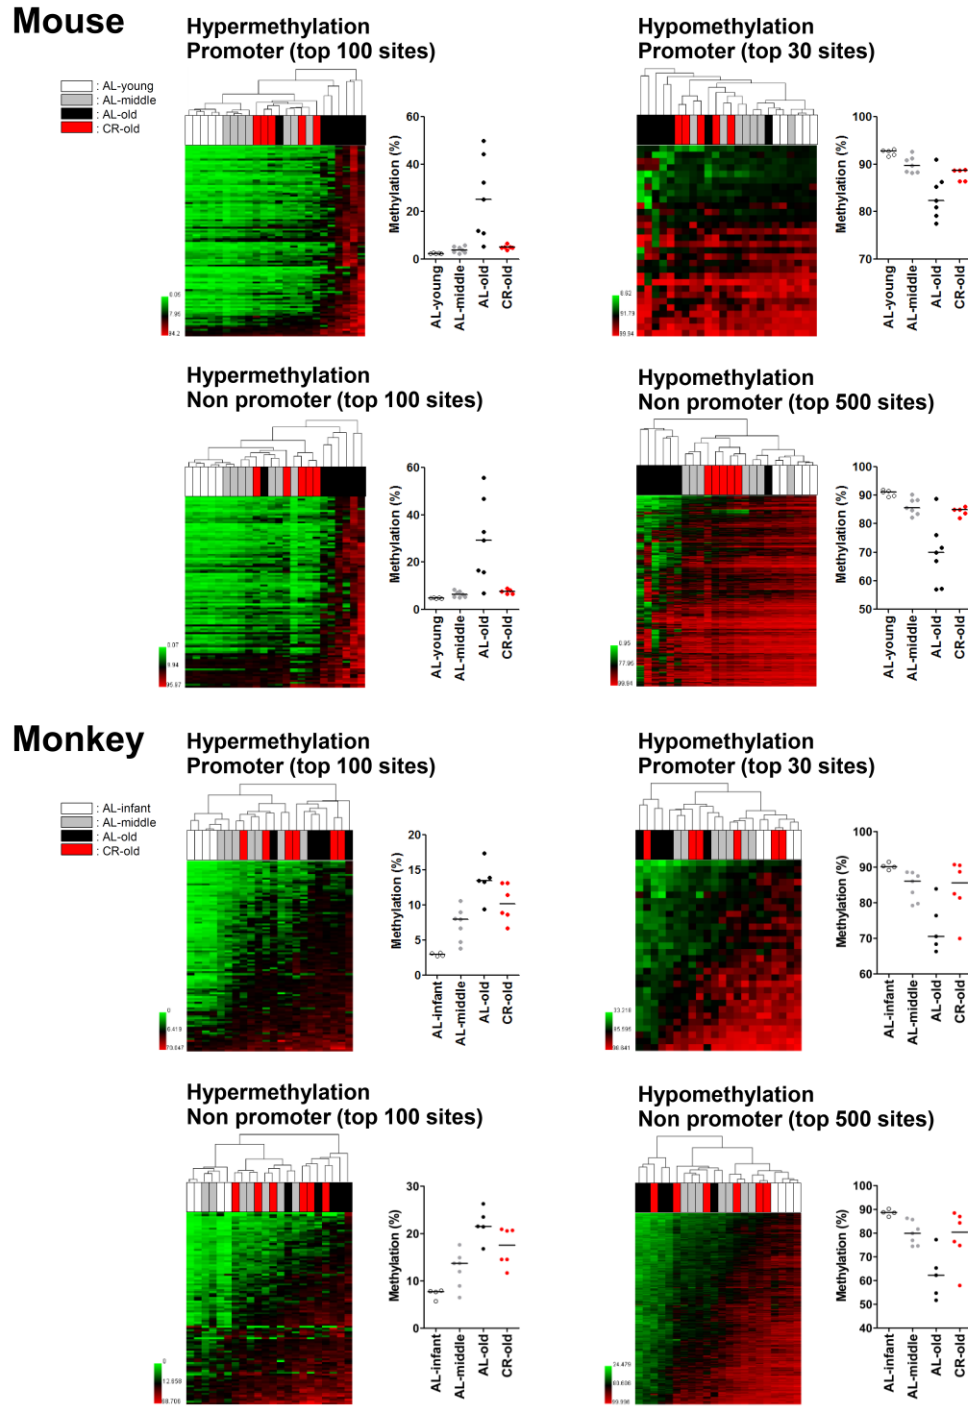

**Supplementary Figure 10 | Clustering analyses of age-related hypermethylation and age-related hypomethylation CpG sites in mice and monkeys.** Only CpG sites that showed age-related methylation were clustered. A total of top 100, 30, 100 and 500 sites were used that showed age-related hyper- or hypo-methylation in old animals compared with that of young age animals in average DNA methylation values by DREAM assay in promoter regions and non-promoter regions, respectively. The green to red scales indicate the methylation percentage. Shown in figures next to clustering are plots for the average methylation values in each animal group. The bar in the graphs represents the median.

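Promoters were not separated, so the 100 sites with the largest rise and the 500 with the largest fall from AL-infant to AL-old were taken from all autosomal sites. At the 100 rising sites, mean methylation was 25.9% in AL-infant, 42.9% in AL-middle, 50.1 ± 4.29% (SD, n = 4) in AL-old and 47.5 ± 2.16% (SD, n = 3) in CR-old. The CR effect was -2.63 points and within the spread between monkeys (exact two-sided permutation test, p = 0.343). At the 500 falling sites, the means were 82.6% in AL-infant, 67.0% in AL-middle, 43.1 ± 7.37% (SD, n = 4) in AL-old and 69.9 ± 5.16% (SD, n = 3) in CR-old, a CR effect of 26.7 points (exact two-sided permutation test, p = 0.0286). Sites chosen for extreme AL-old values move back towards the mean in any other group, so the sites were also chosen without the AL-old monkeys that were compared. With sites chosen by AL-middle minus AL-infant, the CR effect was 11.6 points at the rising sites, the reverse of the main direction, and 13.2 points at the falling ones (exact two-sided permutation p = 0.0286 for both). This choice compares libraries of different sets, and CR-old 1 and CR-old 28 share the set of AL-middle, so for these monkeys the effect cannot be told apart from the set. At the rising sites they were at 59.9% and 59.1%. CR-old 4, of the AL-old set, was at 52.6% against 42.6–48.2% in AL-old, and at the falling sites at 57.0% against 40.9–51.0%, the same direction in 1 monkey. With a pair of AL-old monkeys used to choose and the other two to compare, it was 3.75 and 22.8 points. Without the authors' correction, it was -18.8 points at the rising sites (exact two-sided permutation p = 0.0286) and 10.5 points at the falling sites (exact two-sided permutation p = 0.143). Of the 2 rising ARM sites named with the AL monkeys, SmaI_rheMac2_318119 was at 85.0 ± 20.3% (SD, n = 2) in CR-old against 86.6% in AL-old, and SmaI_rheMac2_186066 at 64.1 ± 5.35% (SD, n = 3) against 60.0%. Of the 2 falling ones, SmaI_rheMac2_55669 was at 41.2 ± 20.0% (SD, n = 3) in CR-old against 20.2% in AL-old, and SmaI_rheMac2_299557 at 35.6 ± 16.7% (SD, n = 3) against 21.6%. The difference from AL-old was not tested at single sites.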

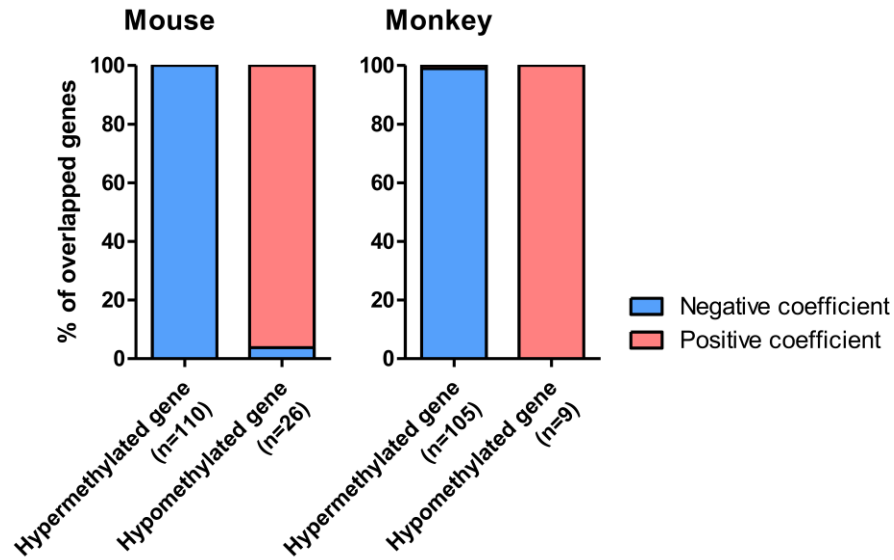

**Supplementary Figure 11 | Overlap between genes affected by CR and genes showing age-related methylation.** Coefficient negative means that CR tends to decrease aging methylation drift and vice versa. To test if CR tends to decrease or increase aging methylation drift, binomial test with probability 0.5 was performed for each bar. The *p*-values are smaller than 0.01 for all the bars.

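Of the 1185 sites with an unadjusted p under 0.05 for the interaction, the coefficient was opposite in sign to the AL slope at 740 sites, or 62.4%, and of the same sign at 445. The share of opposing sites was 82.9% among the 35 sites with a Benjamini-Hochberg adjusted p under 0.05. It was 49.2% without the minimum of 1% mean methylation and 44.3% without CR-old 4. Neighbouring sites and sites of one monkey vary together, so a binomial test that counts each site as independent was not applied. The overlap with ARM genes was not computed, because annotation was not used here.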

## a Mouse

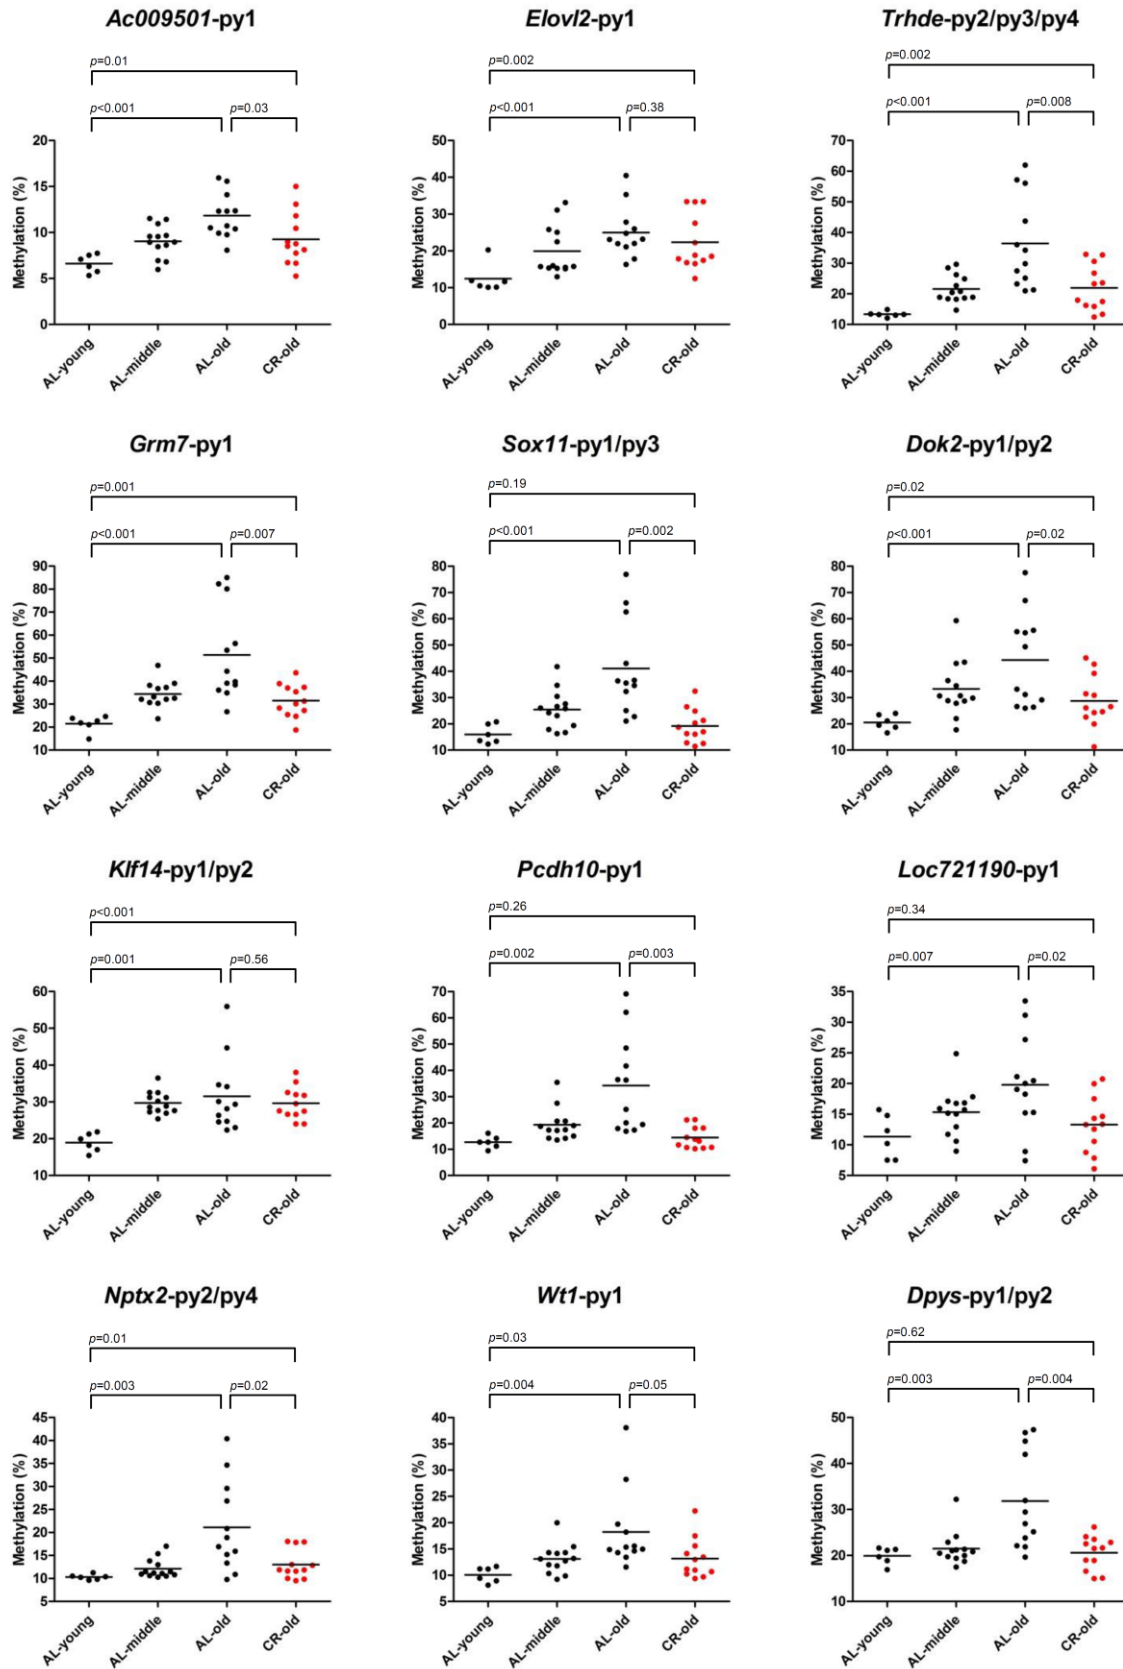

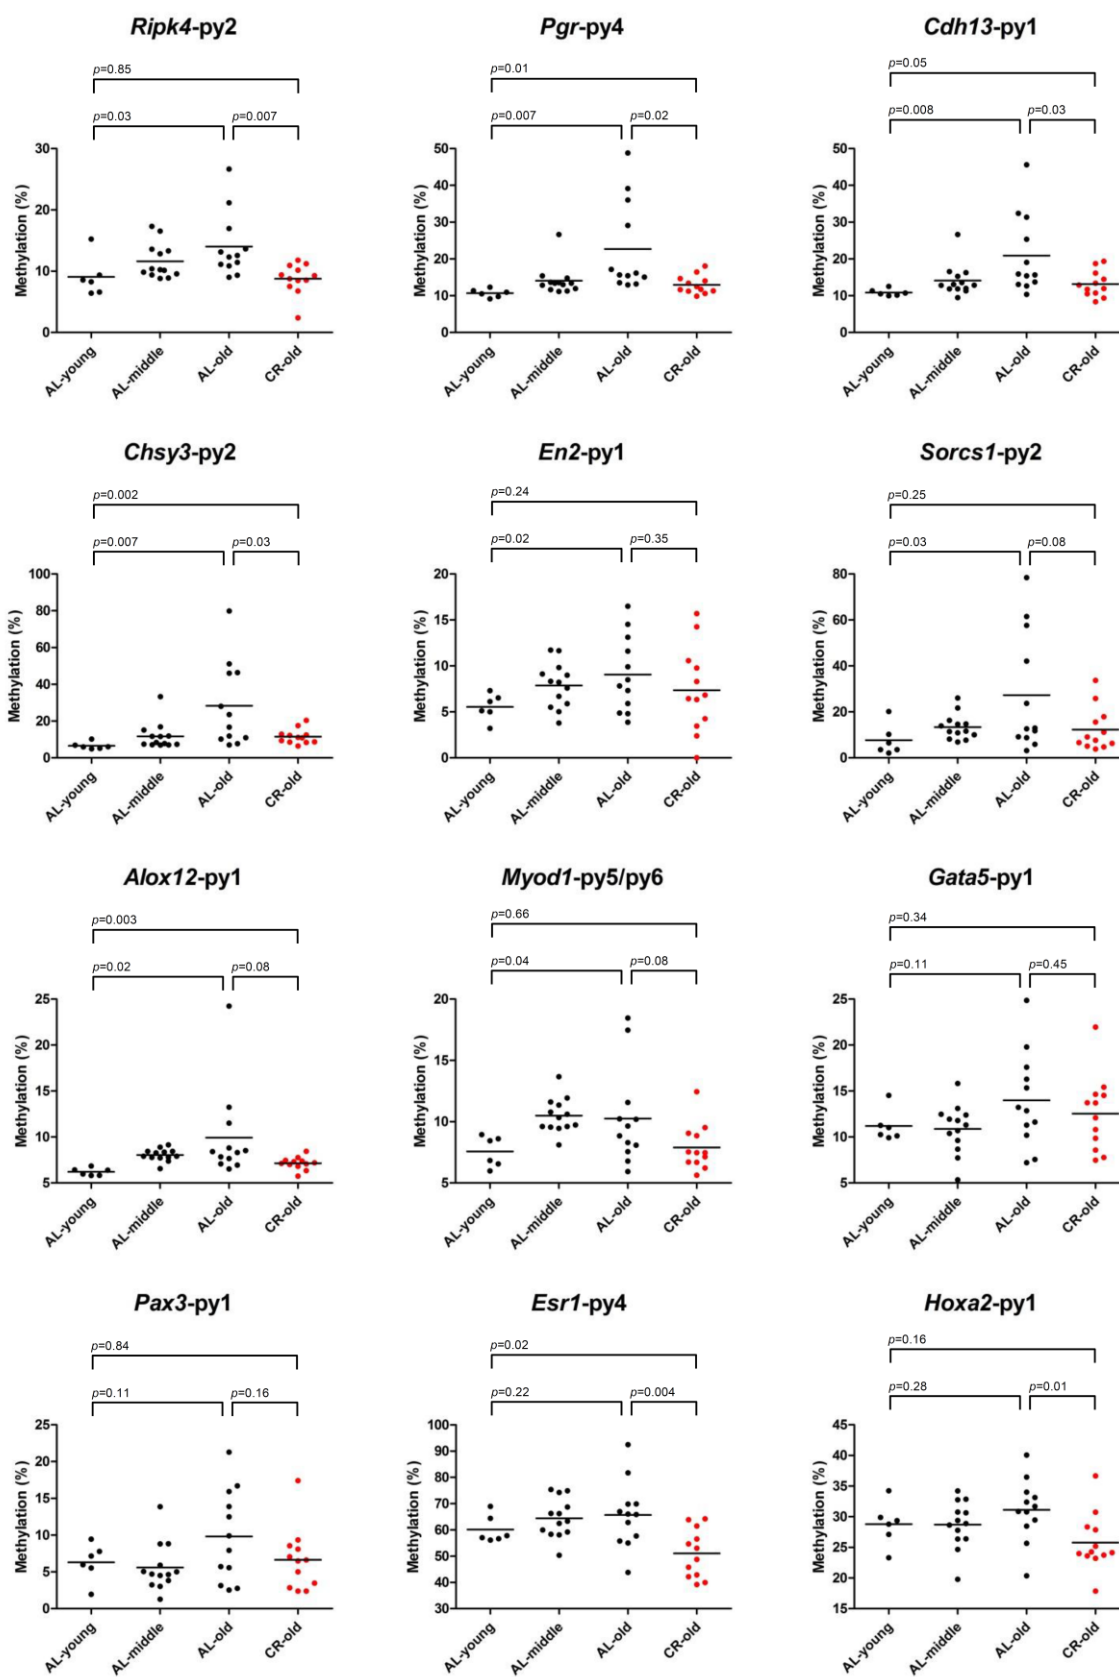

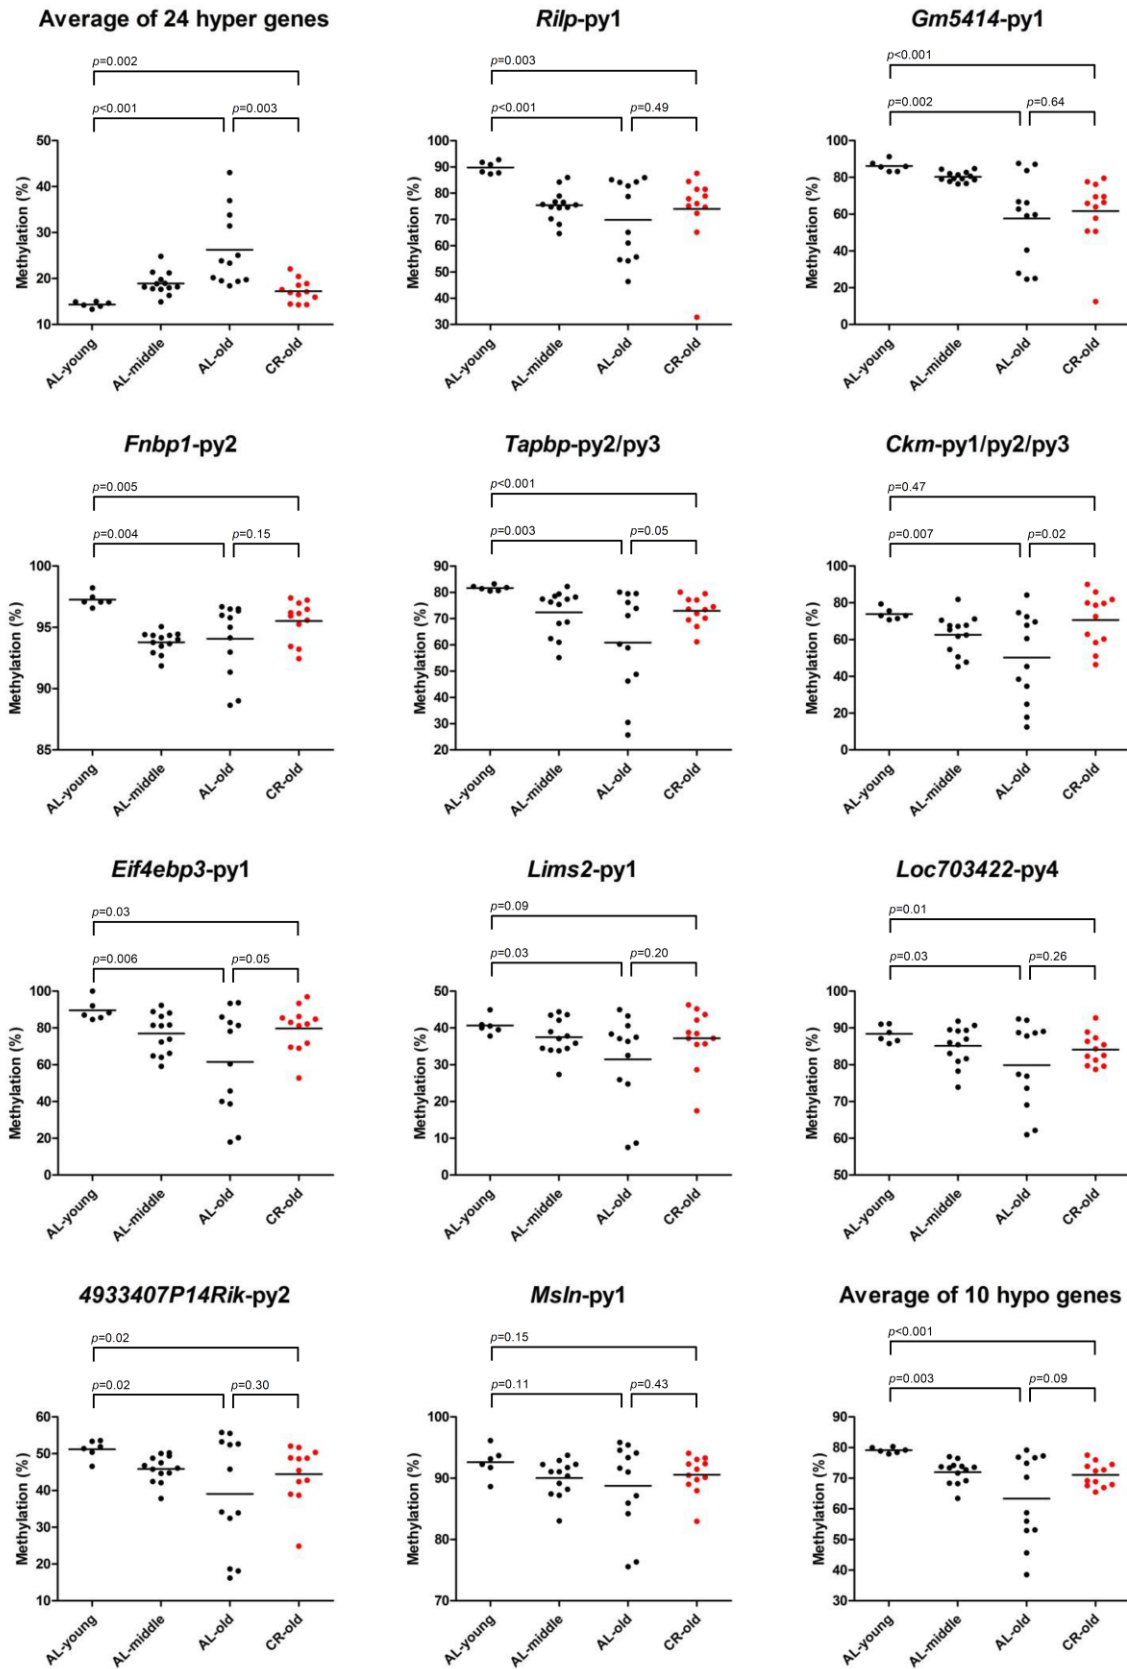

## b Monkey

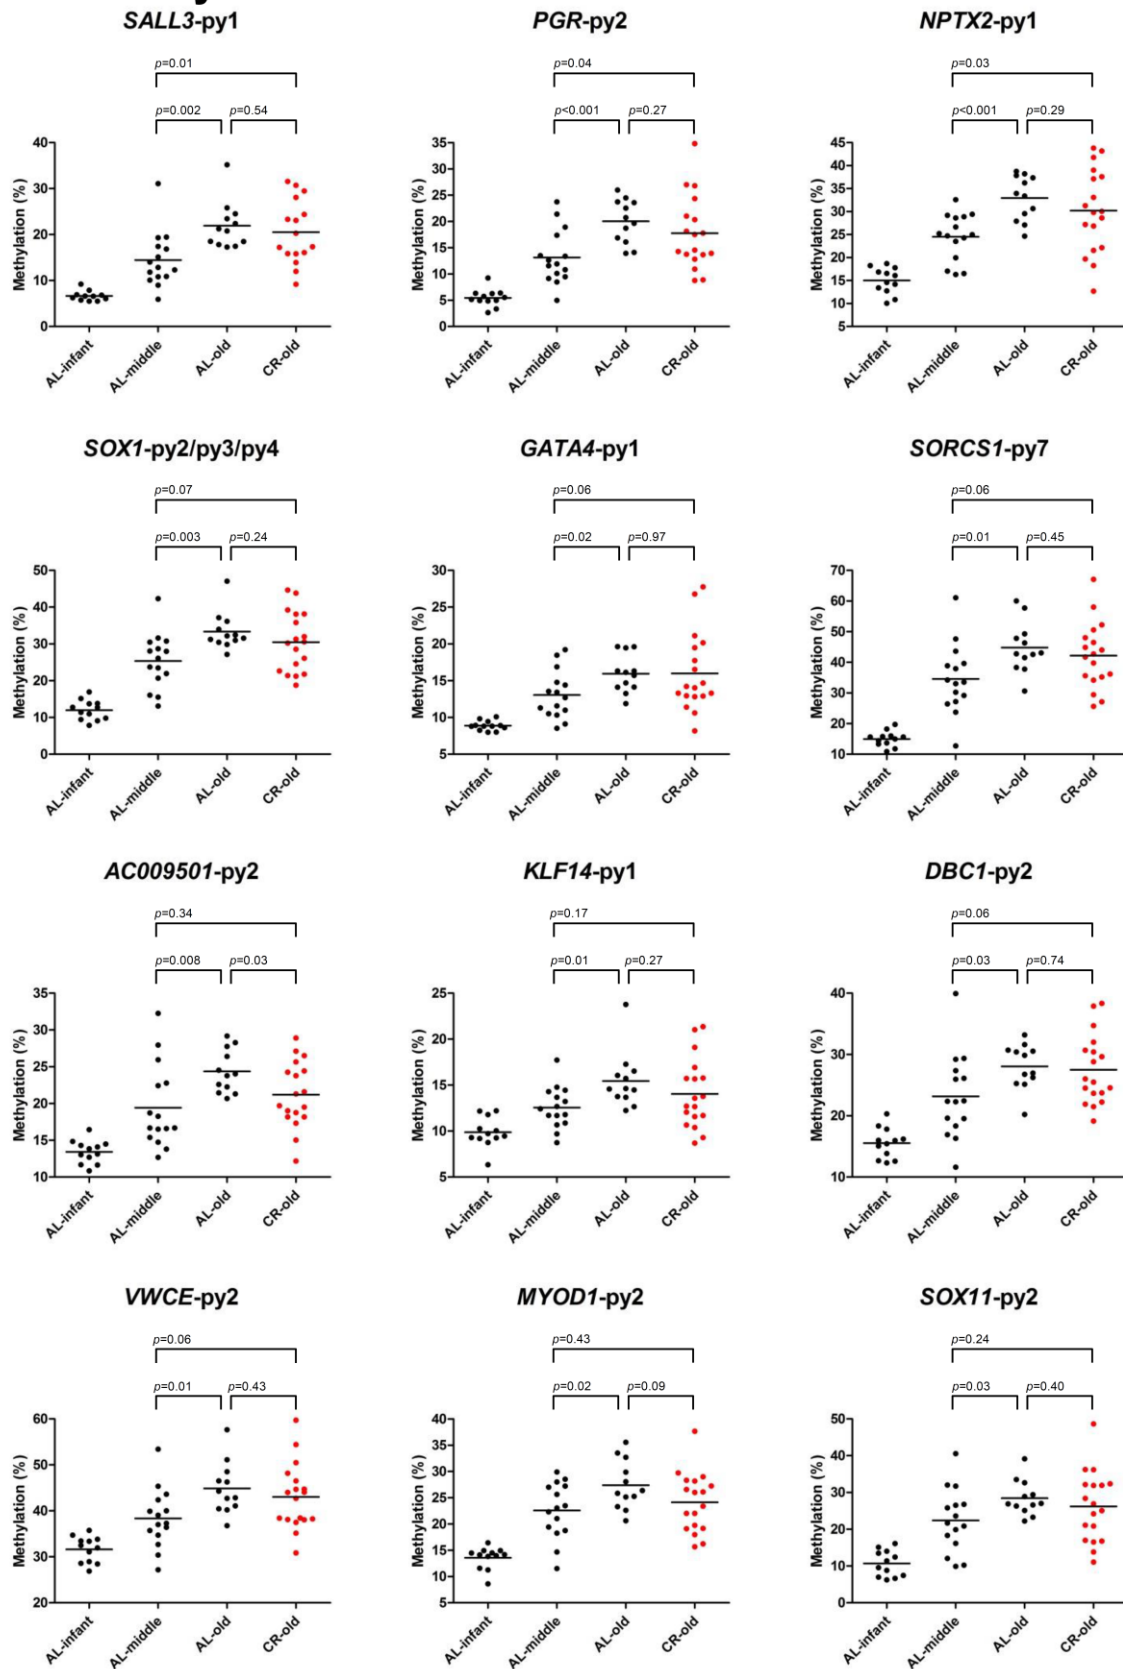

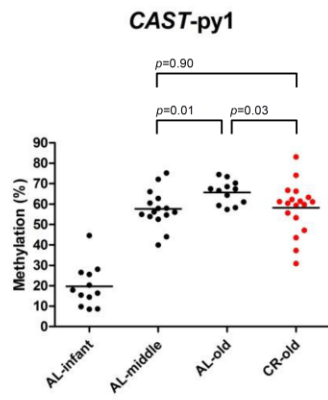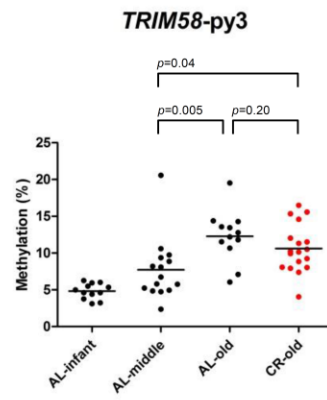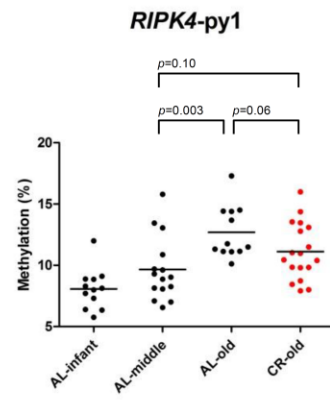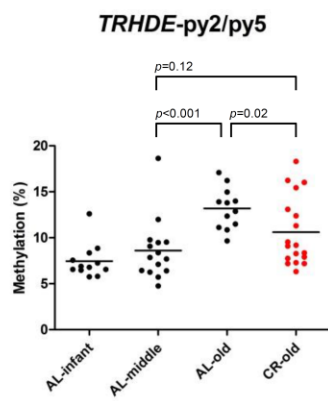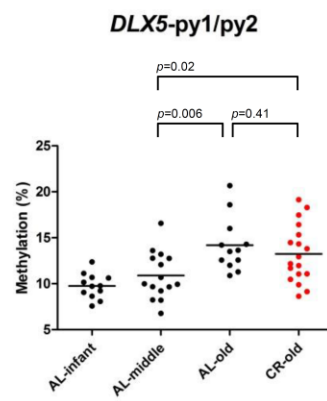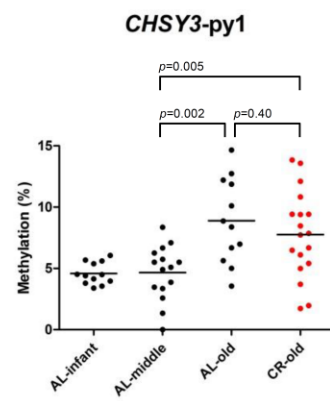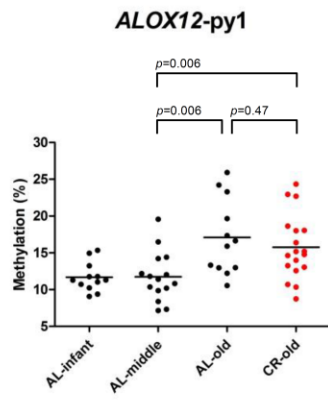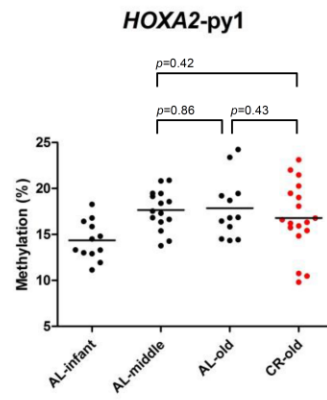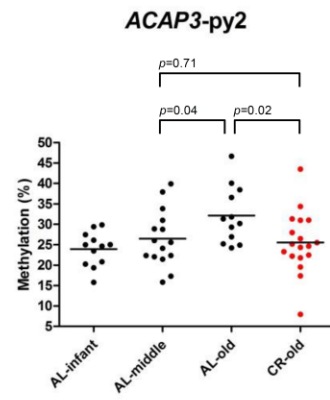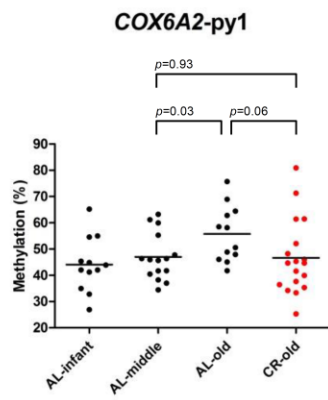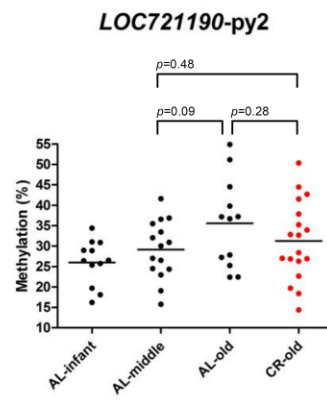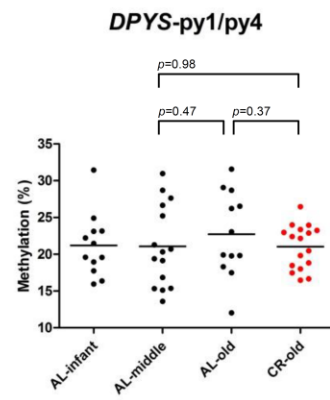

**Average of 24 hyper genes**

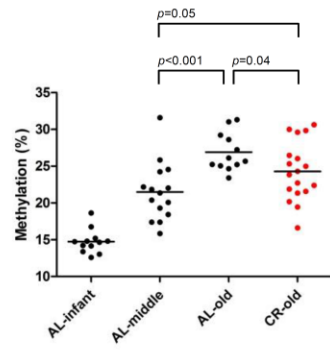

**VSIG2-py1/py2**

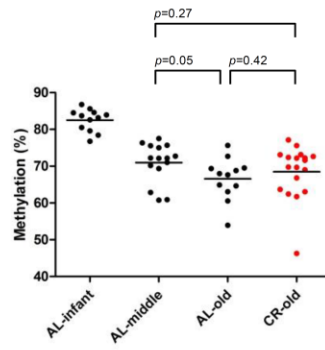

**LOC701241-py3**

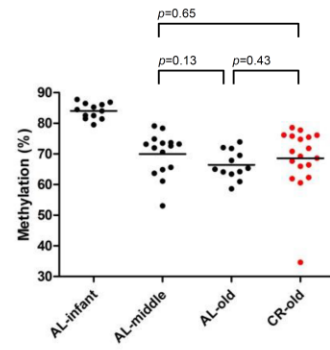

**LOC695235-py1**

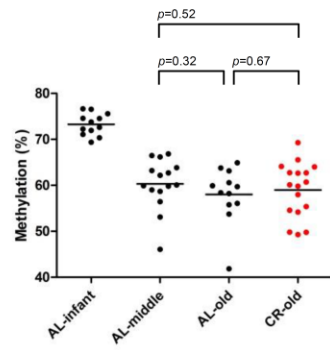

**GOLT1A-py1**

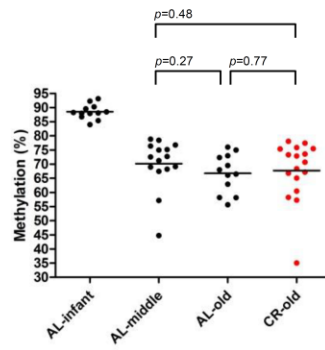

**DOK2-py1**

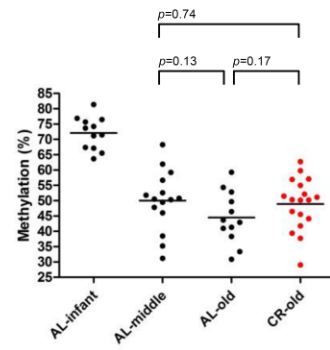

**MSLN-py2/py3**

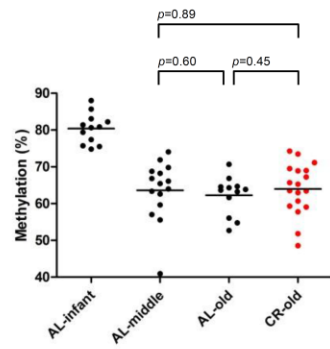

**FNBP1-py2**

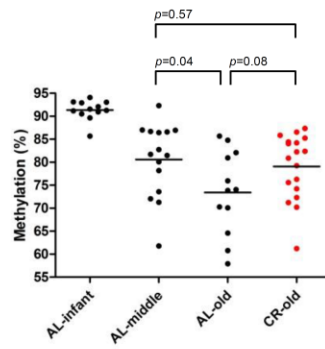

**LOC703422-py1/py2**

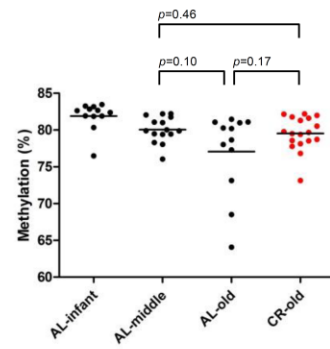

**RILP-py1**

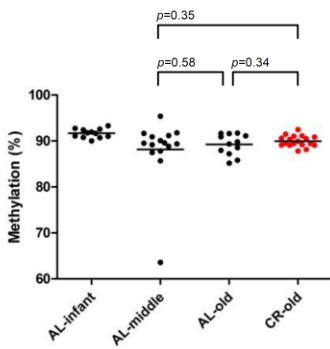

**EIF4EBP3-py3**

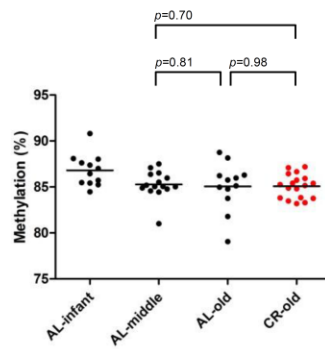

**NCS1-py2**

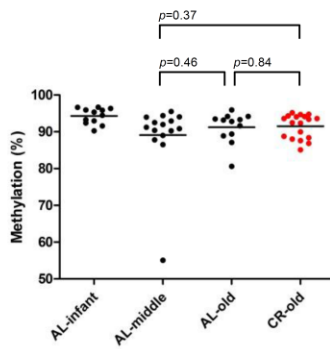

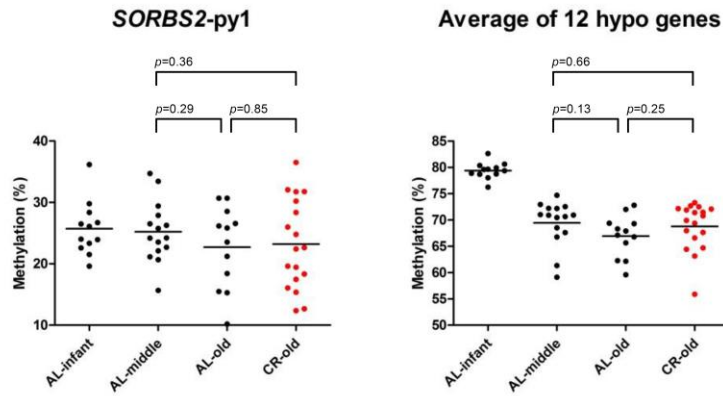

**Supplementary Figure 12 | CR effects on aging drift detected by bisulfite pyrosequencing assay.** DNA methylation profiles in AL and CR animals (**a**; mice, and **b**; monkeys). The averaged data were derived from the methylation data of hypermethylated genes ( $n=24$  in mice,  $n=24$  in monkeys) and hypomethylated genes ( $n=10$  in mice,  $n=12$  in monkeys) listed in Supplementary Tables 14 and 15. Each dot corresponds to one individual (mouse; AL-young,  $n=6$ , AL-middle,  $n=13$ , AL-old,  $n=12$ , CR-old,  $n=12$ , monkey; AL-infant,  $n=12$ , AL-middle,  $n=15$ , AL-old,  $n=12$ , CR-old,  $n=18$ ). The bar in the graphs represents the median. *p*-values were obtained using the unpaired t-test with Welch's correction.

## Mouse

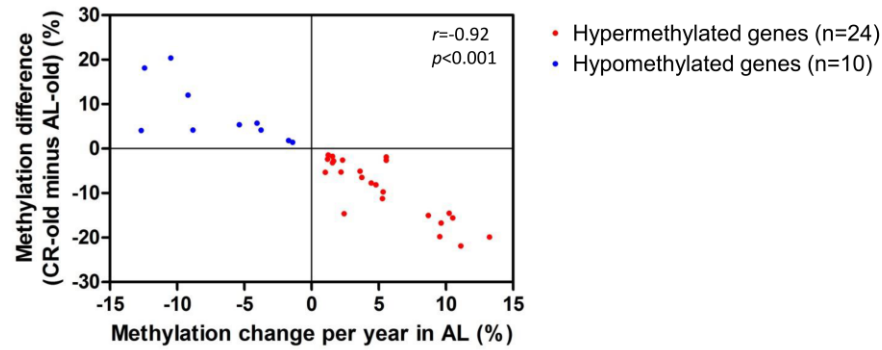

## Monkey

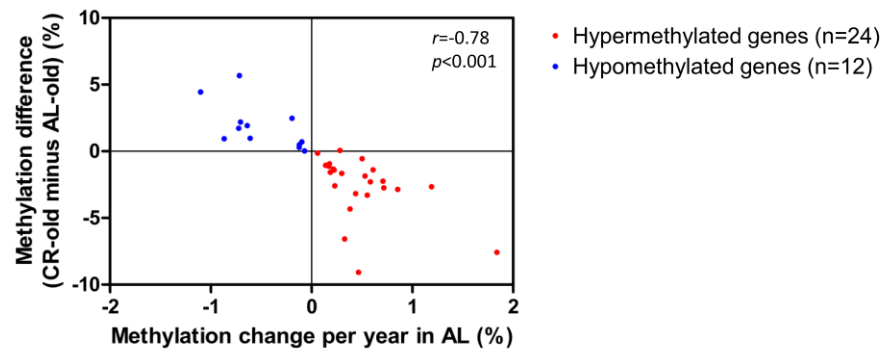

**Supplementary Figure 13 | Correlation between changes in methylation by CR and changes in methylation by age.** The x-axis is methylation changes per year in AL fed animals. Positive/negative value means methylation increases/decreases with age, respectively. The y-axis is the differences of methylation percentage between CR-old and AL-old animals. Each dot represents an averaged value of DNA methylation status detected by each bisulfite pyrosequencing assay. Spearman's rank correlation coefficient ( $r$ ) and corresponding two-tailed  $p$ -value were calculated by GraphPad.

## Blood

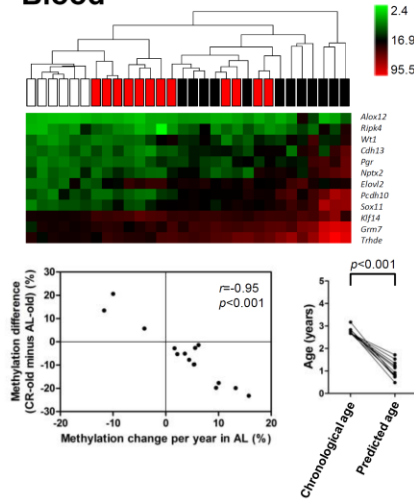

## Spleen

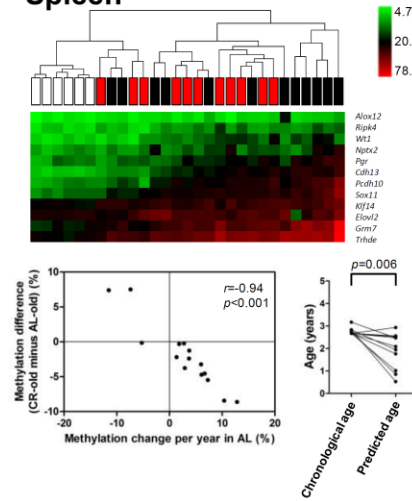

## Bone marrow

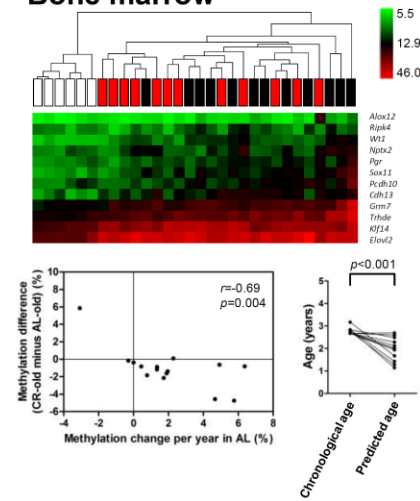

## Liver

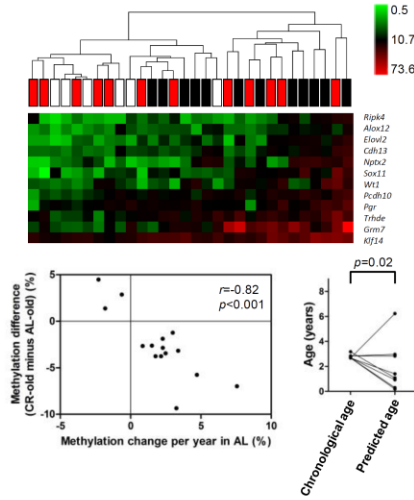

## Kidney

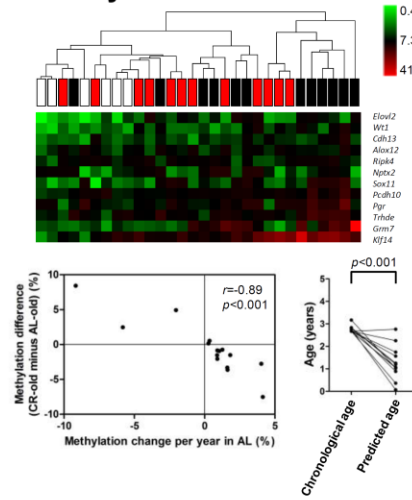

## Small intestine

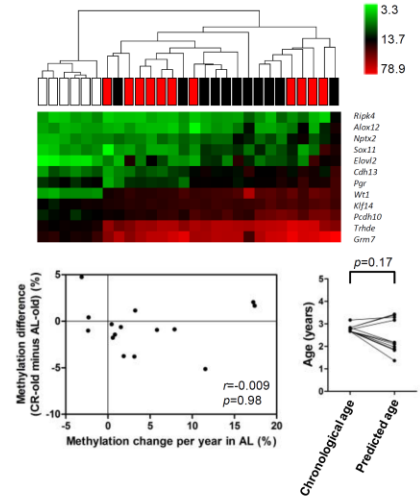

## Large intestine

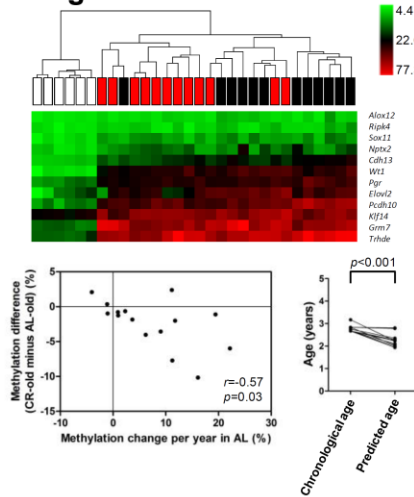

AL-young  
AL-old  
CR-old

**Supplementary Figure 14 | CR effects on aging drift detected by bisulfite pyrosequencing assay in multiple tissues.** Unsupervised hierarchical clustering analysis of the 12 loci assayed. The green to red color scale indicates the methylation percentage. The color codes of caloric status and age are shown on the bottom-right. Correlation between changes in methylation by CR and changes in methylation by age are shown in the lower-left of the clustering. The x-axis is methylation changes per year in AL fed animals. Positive/negative value means methylation increases/decreases with age, respectively. The y-axis is the differences of methylation percentage between CR-old and AL-old animals. Each dot represents an average value of DNA methylation status detected by each bisulfite pyrosequencing assay. Spearman's rank correlation coefficient ( $r$ ) and corresponding two-tailed  $p$ -value were calculated by GraphPad. Differences between the predicted ages and chronological ages in CR-old animals are shown in the lower-right of the clustering. Each pair of dots connected by a line represents the difference between predicted age and chronological age in each individual. Paired t-test was used for  $p$ -value calculation.

## Mouse

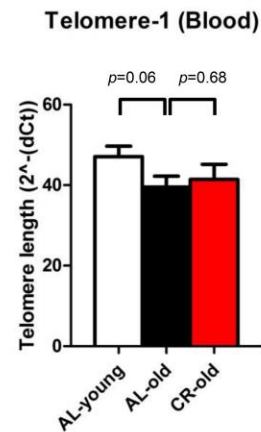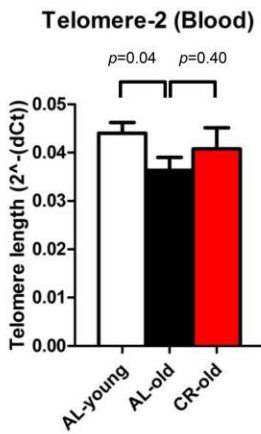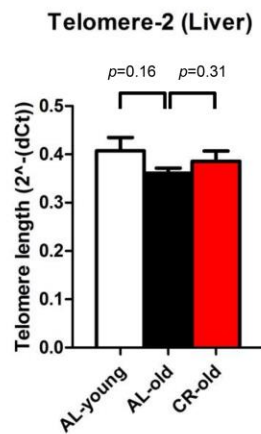

## Monkey

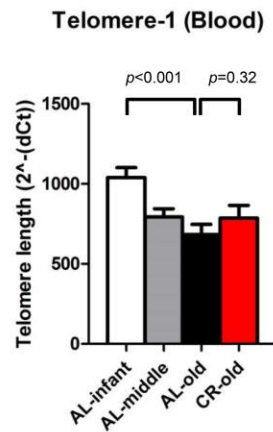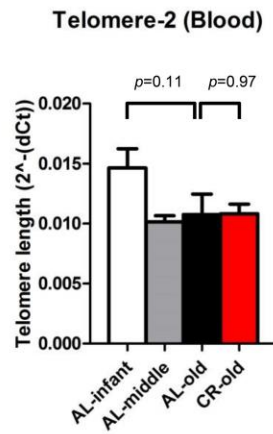

## Human

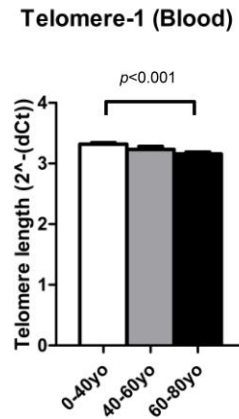

**Supplementary Figure 15 | Correlation between telomere length and age.** Relative telomere length was shown in mice, monkeys and humans. Relative telomere length declined with age in AL animals. There was no statistical evidence of a CR effect in telomere shortening. Two primer sets were used to amplify telomeres by quantitative PCR. The values are presented as means of triplicate determinations (PCR reactions). Bars represent standard error. *p*-values were obtained using the unpaired t-test with Welch's correction.

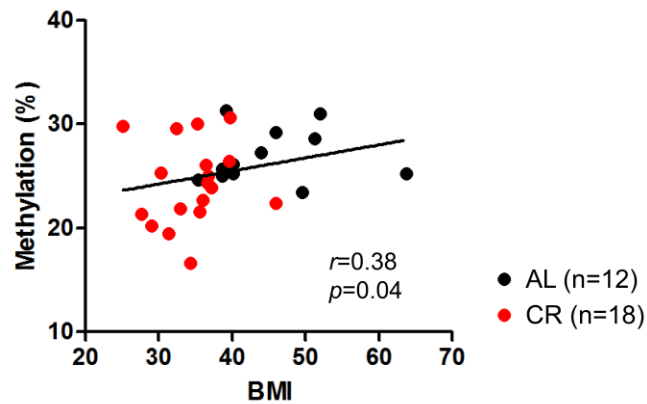

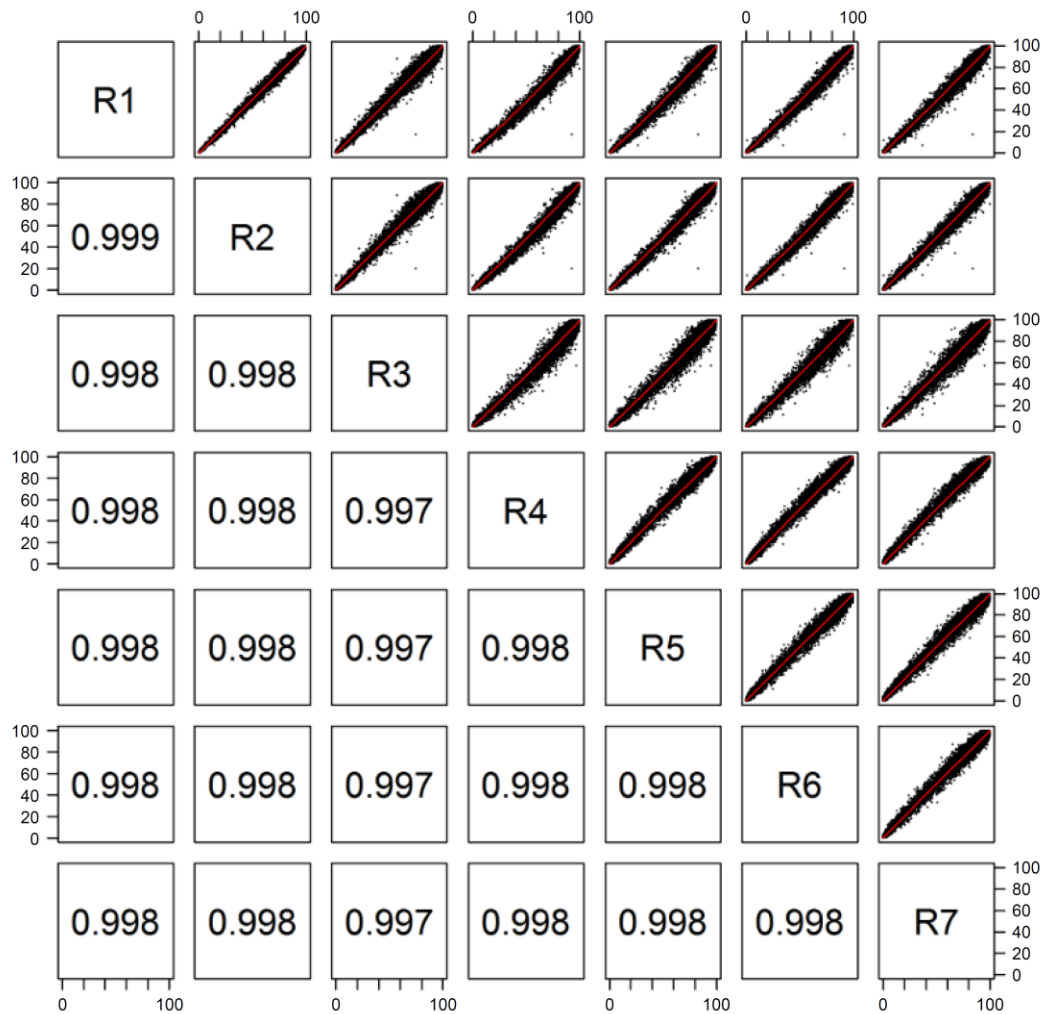

**Supplementary Figure 17 | Seven technical replicates of human whole blood sample in DREAM analysis.** Correlation matrix of Pearson  $r$  and scatter plots of DNA methylation levels in all genomic regions (sequencing depth  $\geq 100$  reads, 25,780 sites). The lowess regression line is shown in red. Correlations are significant at  $p < 0.001$  (two-tailed).

**Supplementary Table 1 | Samples used.**

N; Number of samples

AL; ad libitum

CR; Caloric restriction

Spl; Spleen

BM; Bone marrow

Lvr; Liver

kid; Kidney

SI; Small intestine

LI; Large intestine

**Supplementary Table 2 | Summary of sample sets and assays.**

Sample set; defined in Supplementary Table 1

PSQ; Bisulfite Pyrosequencing

PBMC; peripheral blood mononuclear cell

Hyper-met; Age-related hypermethylated gene

Hypo-met; Age-related hypomethylated gene

**Supplementary Table 3 | Pearson correlation matrix between cord blood samples by methylation status detected by 16 pyrosequencing assays.**

Correlations are significant at  $p < 0.001$  (2-tailed).

**Supplementary Table 4 | Power and sample size calculations for methylation difference between young and old samples.**

**Mouse**

**Monkey**

**Human**

Sites analyzed; standard deviation>10%

Y; Average methylation % in young

I; Average methylation % in infant

N; Average methylation % in newborn

p1; Average methylation ratio in young/infant/newborn

p2; Average methylation ratio in old

Calculation for specified Sample Size

alpha=0.000001 or 0.0001

power=0.8 or 0.5

2 Sided Test

Calculation for specified Power

alpha=0.000001 or 0.0001

2 Sided Test

**Supplementary Table 5 | Number of sites showing methylation drifts with different threshold.**

**Mouse DREAM**

**Monkey DREAM**

**Human DREAM**

**Supplementary Table 6 | Significant terms in Ingenuity Pathway Analysis of age-related genes in AL-mice.**

### Top Tox Functions

Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

### Nephrotoxicity

### Top Networks

Ophthalmic Disease

5 Nervous System Development and Function,  
Cellular Movement, Cell-To-Cell Signaling and  
Interaction

39

---

**Top Tox Lists**

**Supplementary Table 7 | Significant terms in Ingenuity Pathway Analysis of age-related genes in AL-monkeys.**

**Top Canonical Pathways**

**Top Upstream Regulators**

**Top Diseases and Bio Functions**

**Molecular and Cellular Functions**

**Physiological System Development and Function**

**Top Tox Functions**

### Top Networks

### Top Tox Lists

**Supplementary Table 8 | Significant terms in Ingenuity Pathway Analysis of age-related genes in humans.**

**Top Canonical Pathways**

**Top Upstream Regulators**

**Top Diseases and Bio Functions**

**Molecular and Cellular Functions**

**Physiological System Development and Function**

### Top Tox Functions

Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

### Nephrotoxicity

### Top Networks

---

#### Top Tox Lists

**Supplementary Table 9 | Sites overlapping between age-related methylation in whole blood and cell-type specific methylation.**

**WB vs Gra (CGI)**

$p=0.21$ , Chi-square test

**WB vs CD34+ cells (CGI)**

$p<0.001$ , Chi-square test

**WB vs T-cells (CGI)**

$p=0.002$ , Chi-square test

**WB vs Gra (nCGI)**

$p<0.001$ , Chi-square test

**WB vs CD34+ cells (nCGI)**

$p<0.001$ , Chi-square test

**WB vs T-cells (nCGI)**

$p=0.08$ , Chi-square test

**WB vs Gra (CGI + nCGI)**

$p<0.001$ , Chi-square test

**WB vs CD34+ cells (CGI + nCGI)**

$p<0.001$ , Chi-square test

**WB vs T-cells (CGI + nCGI)**

$p<0.001$ , Chi-square test

CGI; CpG island

nCGI; non CGI

WB; Whole blood

Gra; Granulocytes

Age; age-related methylated sites in WB

No Age; non age-related methylated sites in WB

Diff; differentially methylated sites between WB and each cell type

No Diff; non differentially methylated sites between WB and each cell type

**Supplementary Table 10 | Overlapped genes between the age-related hypermethylated genes identified and those reported in prior publications.**

*p*-value; Chi-square test

## Supplementary Table 11 | Hypermethylated ARM genes detected by DREAM and in prior studies.

### DREAM vs Horvath et al (Genome Biol. 2012)

$p < 0.001$ , Chi-square test

### DREAM vs Hannum et al (Mol Cell. 2013)

$p = 0.03$ , Chi-square test

### DREAM vs Horvath (Genome Biol. 2013)

$p < 0.001$ , Chi-square test

**Supplementary Table 12 | Hypermethylated ARM sites overlapping among species.****Mouse vs Monkey**

$p < 0.001$ , Chi-square test

**Mouse vs Human**

$p < 0.001$ , Chi-square test

**Monkey vs Human**

$p < 0.001$ , Chi-square test

**Supplementary Table 13 | Samples used in each analysis and gene selection for pyrosequencing assays and gene expression assays.**

Bld; whole blood

PBMC; peripheral blood mononuclear cell

AL; ad libitum

CR; caloric restricted

+, age-related methylation

-; non age-related methylation

ND; not detectable

1; pyrosequencing assay performed

2; TaqMan assay performed

\*, 2nd exon

\*\*, 3' end region

\*\*\*; gene body

**Supplementary Table 14 | Summary of bisulfite pyrosequencing assays in mouse whole blood.**

Y; AL-young

M; AL-middle

O; AL-old

CR; CR-old

t-test; Unpaired t test with Welch's correction

**Supplementary Table 15 | Summary of bisulfite pyrosequencing assays in monkey whole blood.**

I; AL-infant

M; AL-middle

O; AL-old

CR; CR-old

t-test; Unpaired t test with Welch's correction

**Supplementary Table 16 | Summary of bisulfite pyrosequencing assays in human whole blood.**

N; Newborn

Y; Young

M; Middle

O; Old

t-test; Unpaired t test with Welch's correction

**Supplementary Table 17 | Summary of age-related methylation analyses using pyrosequencing assays in mixed effect model.**

Slope; Methylation rate (%/year)

Intercept; Methylation (%)

SE; Standard error

**Formulas for age prediction;**

**Age(year) = (1/Slope) x Methylation(%) + (Intercept/Slope)**

**Supplementary Table 18 | List of genes for which the methylation rate by age is significantly affected by CR.**

---

Coefficient calculated by the linear model shows the effect of CR on aging methylation drift

t-test for coefficient;  $p < 0.05$

promoter (-1kb<TSS<+500bp)

average of methylation  $\geq 1\%$

Negative (positive) coefficient means that CR tends to decrease (increase) aging methylation drift.

All genes, except 7 genes, with negative (positive) coefficient showed age-related hypermethylation (hypomethylation).

\*, gene with negative coefficient showed age-related hypomethylation.

\*\*, gene with positive coefficient showed age-related hypermethylation.

\*\*\*, gene with positive coefficient showed both age-related hypermethylation and hypomethylation.

\*\*\*\*, non age-related gene

Binomial pvalue;  $p < 0.001$  (in each species)

**Supplementary Table 19 | Comparison of age-related methylation in mouse multiple tissues.**

Unpaired t-test with Welch's correction

Bld; Blood  
 Spl; Spleen  
 BM; Bone marrow  
 Lvr; Liver  
 kid; Kidney  
 SI; Small intestine  
 LI; Large intestine

**Supplementary Table 20 | Primer sequences and PCR conditions for bisulfite pyrosequencing analysis.**

We used UNIV-reverse primer and Biotin-UNIV primer for 2nd PCR. Annealing temperature is same as 1st PCR.

\*; forward and UNIV-reverse primer for 1st PCR, forward and Biotin-UNIV primer for 2nd PCR.

YG; CpG site for pyrosequencing analysis.

**Supplementary Table 21 | Primers used for telomere length assays in mice, monkeys and humans.**

How the deposited data were processed for this re-analysis (not part of the article)

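Methylation of whole blood DNA was measured with DREAM in 16 rhesus monkeys, one library per monkey: 4 AL-infant, 5 AL-middle, 4 AL-old and 3 CR-old monkeys. The authors mapped the reads to SmaI sites of rheMac2 and deposited counts of methylated, unmethylated and total reads for every site, without normalization or a coverage filter. The authors also deposited 2 values in percent. The uncorrected percent is the share of methylated reads after adding 0.5 to the methylated and to the unmethylated reads, and the corrected percent multiplies the odds of methylation by one constant per library that the authors derived from spiked-in standards. Both relations were tested on the values. Alternatives called uncorrected use the methylated reads over all reads, without the 0.5. The main values are the corrected percent; the logistic models use the counts. Mouse and human samples were not analysed here, nor were the other monkeys that the paper reports. The youngest monkeys, whose labels call them young, were taken as the AL-infant class of the paper's supplement on the ground of their ages.

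Autosomal sites with at least 100 reads in at least 75% of the monkeys of a comparison were used, and values under 100 reads at such sites were left out. At a site with 100 reads, 3 reads, or 3%, was taken as the smallest share that can be told apart from 0. Reads amplified by PCR carry no molecular identifiers, so intervals and floors cover counting error only. Sites were called low when their mean in AL-infant was under 5% and high when it was over 90%, and variable when their SD across monkeys was over 10 points. Gene, promoter and CGI annotation was not used here, so the results planned for promoters, CGI, genes and overlaps with mouse and human genes were either replaced by the same measure over all sites or not run. The division of sites by another SmaI site within 200 bp was added after seeing the data. The rule for named sites, set for genes, was adapted after the data were seen: the 2 hypermethylated and the 2 hypomethylated ARM sites with the largest change from AL-infant to AL-old are named.

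Group means were compared with exact two-sided permutation tests of the absolute difference of means. Counts were compared with a quasi-binomial logistic model fitted at each site with data of at least 3 monkeys per class, with dispersion moderated across sites by limma and Benjamini-Hochberg adjustment, and alternatively with limma on log2 odds after adding 0.5 reads. In the comparison of the sexes, the same model held age class and sex. ARM sites were called as in the paper, from Spearman's r and 1000 permutations of the ages, with a one-sided empirical p, an absolute r of at least 0.5 and a mean of at least 1%. Clusters came from Ward's method and 3 clusters, with 100000 permutations of the age labels. The regression held age, diet and their interaction. Results of models across sites were compared with other divisions of the same monkeys, all 35 where 7 or 8 monkeys were divided and otherwise 100 draws or orders including the real one. Library sets were defined by the uncorrected reading of the Luc306 standard, under or over 35%.

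The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The tests were tested on simulated data of 4000 sites with the depth of the real ones, a shift of 1.5 in log odds at changed sites or a slope of 0.15 per year. Simulated sites were independent, without differences between libraries shared across sites, so shares of unchanged sites called may be higher in the real data. The logistic model of AL-old against AL-infant recovered 98.2% of changed sites and called 0.714% of unchanged ones, and limma recovered 79.5% and called 0.279%. The ARM criteria recovered 98.8% and called 8.89% of unchanged sites, since their p is not adjusted. The test of sex recovered 97.1% and called 0.216%, with the logistic model and with limma. The interaction term recovered 6.70% of sites given another slope under CR and 3.09% of sites given a shift under CR.

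The alternatives were a coverage minimum of 20 or 200 reads, values under the minimum kept, uncorrected percentages, other thresholds, models, linkages and site choices, and each monkey left out in turn. Offsets from the correction constants, the division by neighbouring SmaI sites, CR-old 4 alone, also with the slope from AL-infant and AL-old, and AL-infant with AL-old alone were added after seeing the data.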

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

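The tests of the X chromosome in AL monkeys and of X methylation in males were chosen only after the result was seen.

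Among groups of 4 to 10 monkeys, 46 were searched for a monkey far from the others; 2 were found, and 2.3 are what chance gives at this threshold. One was AL-middle 40, whose mean over the variable low sites of the set with CR was 12.1%, where the gap to the nearest monkey took 0.750 of the group's range. The other was AL-infant 49, at 29.2% over the 100 sites with the largest gain by AL-middle, with a gap share of 0.899. Their number is no larger than chance gives, no further explanation was tested, and no biological explanation was tested.

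The paper used autosomal sites. On the X chromosome, 432 sites passed the same filters in AL monkeys, and 100 of them met the criteria for ARM sites, 16 hypermethylated and 84 hypomethylated. This was 23.1% of the X sites, against 68.0% of autosomal sites. In 11 of 100 orders of the ages, the real one included, as many X sites met the criteria, with a median of 15 and a highest value of 318 over the shuffled orders. The number is therefore within what random orders of the ages give, and an effect of age at X sites cannot be told apart from a random order. Females and males were analysed as one group, and X inactivation in females was not modelled.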

How the results depend on the processing

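No test in this part was chosen only after the result was seen, except where this is said. Of 368 alternatives run over 21 results, 281 kept the direction and the side of the threshold or moved less than the spread, 73 moved further, 8 were weaker, 2 stronger and 4 reversed. All 8 weaker ones were of the top losses, and 7 of them left out one monkey. These 7 were counted as weaker because no p under 0.05 was possible, with effects of 23.5 to 30.7 points against 26.7. All alternatives kept the age clustering (19), the gain at low sites (16), the loss at high sites (16), PC1 of CR-old against AL-old (21) and the CR effect at high sites (15). For PC1 and the CR effect at high sites the exact permutation p was over 0.05 wherever one was computed, so only their direction was tested. Alternatives were set before the data were examined, apart from the correction constants as an offset, the division by neighbouring SmaI sites, AL-infant with AL-old alone, CR-old 4 alone with either slope and those of the named sites, which were chosen after seeing the data. For the changes listed, the cause was not tested, apart from the tests of the r of CR effect with drift given under the other observations.

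The coverage minimum of 20 reads, which admits more sites, gave a variable share of 21.8%, 6374 gained and 4555 lost sites, 4724 hypermethylated and 12934 hypomethylated ARM sites, 312 negative interaction sites and 1246 sites differing between the sexes. A minimum of 200 reads gave 127 negative interaction sites, 281 sites differing between the sexes and an r of CR effect with drift of -0.789.

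Uncorrected percentages gave a variable share of 8.55%, 4732 hypermethylated ARM sites, an r of -0.720, 488 negative and 316 positive interaction sites, a CR effect at low sites of -1.67 points, now past the threshold, a CR effect at the top gains of -18.8 points, also past it, and one at the top losses of 10.5 points, no longer past it.

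An SD over 5 points gave a variable share of 40.1%. Losses numbered 4446 at an unadjusted p, 4732 with limma and 5261 with the offset. Gains numbered 968 with a difference of at least 5 points in corrected percentages. Hypermethylated ARM sites numbered 1118 in AL-middle and AL-old alone and 4992 without the minimum of mean methylation. Sites with no other SmaI site within 200 bp, a smaller set, held 551 hypermethylated and 2697 hypomethylated ARM sites.

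The CR effect at low sites reversed to 0.604 points at sites with an SD over 10 points in the set with CR. At the 22 variable low sites chosen in AL monkeys alone there was no reversal, with CR-old at 14.8% and AL-old at 17.0%. The CR effect at the top gains reversed to 11.6 points with sites chosen by AL-middle and to 3.75 points with sites chosen from other AL-old monkeys than those compared. The r of CR effect with drift was -0.440 with the slope from AL-infant and AL-middle, -0.623 with AL-old split 2 and 2, -0.836 at sites of at least 1%, -0.752 with CR-old 4 alone and -0.742 with CR-old 4 alone and the slope from AL-infant and AL-old.

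Negative and positive CR sites numbered 441 and 6787 with age and diet only, 433 and 6866 with age and the interaction only, 14 and 21 after Benjamini-Hochberg adjustment, and 400 and 1974 without the minimum of mean methylation. Sites differing between the sexes numbered 3653 at an unadjusted p, and 0 with limma, where 917 had an unadjusted p under 0.05.

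With each monkey left out in turn, the variable share ranged from 14.3 to 20.6%, gained sites from 2811 to 4312 and lost sites from 1375 to 6032, with more lost than gained only without AL-old 7, hypermethylated ARM sites from 2688 to 3579 and hypomethylated ones from 7832 to 9360. The CR effect at low sites ranged from -0.253 to 0.0126 points, with the only positive value without CR-old 4. At the top gains it ranged from -5.24 to -0.614 points, and at the top losses from 23.5 to 30.7 points. No fit of the top losses had a p under 0.05, since 0.0667 is the smallest that the remaining old monkeys allow. The r of CR effect with drift ranged from -0.803 to -0.719, negative interaction sites from 145 to 212, positive ones from 142 to 1321, the fewest without CR-old 4, and sites differing between the sexes from 118 to 1232.

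At the named site SmaI_rheMac2_318119, the rise moved to 32.1 points without correction, and the other alternatives at the named sites stayed within the spread. Results planned for promoters, CGI, genes and overlaps with other species were not run with their alternatives, because annotation was not used here. At 100 reads, shares under 3% at a single site are poorly told apart from 0. Calls at single sites under 5% in AL-infant, which make up 3687 of the 4165 gained sites and 2591 of the 2927 hypermethylated ARM sites, include values in that range.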

Differences from the paper's values

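No test in this part was chosen after a result was seen, except where an alternative is said to have been. The negative r of the CR effect with drift had a size of 0.779, against 0.75 as the paper's value. A gap counts as closed here where it is smaller than the SD between single CR-old monkeys. This limit does not cover the difference in monkeys, since the paper reports more AL and CR monkeys than were analysed here. None of the alternatives set before the data were examined closed it, those that leave out one monkey included. The nearest was an r of -0.757 without CR-old 4. With CR-old 4 alone, chosen after seeing the values, r was -0.752, which differs from the paper's value by less than that SD.

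Sites with an r between age and methylation of at least 0.4 numbered 3334 against the paper's 5010. The paper reports 16 AL monkeys, against 13 here, and the part of the gaps due to the monkeys not analysed here cannot be told. A setting that closes a gap therefore does not show how the paper processed its data. Those with an r of at least 0.5 numbered 2958 against the paper's 4462, and those with an r of at least 0.6 numbered 2520 against the paper's 3796. A gap counts as closed where neither value is more than 1.5 times the other. Among the alternatives set before the data were examined, each of these gaps closed with a coverage minimum of 20 reads (5535, 4782 and 3873 sites), with uncorrected percentages (5183, 4764 and 4332), without the minimum of mean methylation (6006, 5053 and 4107), and without AL-middle 17, 40, 42, 43 or 46 or AL-old 7 or 24. None of them closed with a minimum of 200 reads, with values under the minimum kept, with AL-middle and AL-old only, or without any one AL-infant monkey, AL-old 2 or AL-old 33. Some closings rest on small moves across the limit. Without AL-old 7, 3349 sites had an r of at least 0.4, against 3334 in the main setting. The minimum of 20 reads also raised the sites tested from 16430 to 27836, against the paper's 19045, so its counts rest on more sites.

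Sites with an r of at most -0.6 numbered 7226 against the paper's 4364. The gap closed with a minimum of 200 reads (5248) and with uncorrected percentages (4773), and with no other alternative set before the data were examined. The minimum of 200 reads also lowered the sites tested from 16430 to 11427, against the paper's 19045, so its count rests on fewer sites. With uncorrected percentages, the share of such sites fell from 44.0 to 26.9%.

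The CR-old monkeys analysed numbered 3 against the paper's 6, and no alternative applies.

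In direction, the paper describes the effect of CR as strongest at CGI sites that are unmethylated in young animals, for mice, with similar results in monkeys; over all sites under 5% in AL-infant the CR effect here was -0.157 points (exact permutation p = 0.543), and over those above 90% it was 7.61 points (exact permutation p = 0.0571). This order depends on the scale: with uncorrected percentages the effects were -1.67 points (exact permutation p = 0.0286) and 1.84 points (exact permutation p = 0.429). The paper states that the sexes did not differ in age-related methylation; here the level differed at 577 autosomal sites after adjustment with the logistic model and at 0 with limma (917 at an unadjusted p under 0.05). In 16 of 100 draws of the sexes within age classes as many sites differed with the logistic model, so the 577 cannot be told apart from a random assignment, and the slope with age was not compared.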

Other observations

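The tests of the diet term over divisions of the old monkeys, of the r with the slope from younger monkeys and of the r with uncorrected percentages over the same divisions, of the ratio of hypomethylated to hypermethylated sites, and all tests on the X chromosome were chosen only after the result was seen.

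Of the 35 divisions of the 8 AL-infant and AL-old monkeys into equal groups, 1, the real one, gave as many gained sites in one direction, and 1 as many lost sites. Every other division gave 0 gained and 0 lost sites. Each of them holds both age classes in both groups, so the age difference adds to the spread within groups. This comparison could therefore hardly have come out otherwise. Of 100 orders of the ages, 7 gave as many hypermethylated ARM sites and 2 as many hypomethylated ones, the real order included in both. The share of 7 in 100 is over 0.05. An order that runs against the real ages turns the more numerous falling sites into rising ones, so this test of the hypermethylated count depends on the hypomethylated sites, and it does not show that single hypermethylated sites arise by chance. Of 100 draws of the sexes within age classes, 16 gave as many sites differing between the sexes, so that count cannot be told apart from a random assignment. The real sexes are the ones by which 349 of 464 X sites differed.

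The gain at low sites and the loss at high sites were tested for the authors' correction with the standards as the cause. Without it, they were 24.8 and -20.3 points, with the same sign and the same exact permutation p of 0.0286, the smallest possible. Sites were chosen again on that scale for a low or high start and a large SD, so this could hardly have come out the other way. Without the limit on SD, the uncorrected changes were 2.86 points at 10631 low sites and -5.73 points at 8496 high sites. Both had an exact two-sided permutation p of 0.0286. These values argue against the correction as the only cause of the gain and the loss, although the sites were still chosen for their start. The size moved with the correction, with which the changes were 1.15 and -10.4 points. Hypomethylated ARM sites outnumbered hypermethylated ones with the correction and, by 1.27 times, without it. The size of that excess moved with the correction.

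Several explanations were weighed for the negative correlation of the CR effect with drift. Of the 35 divisions of the 7 old monkeys, 1 gave an r as negative, the real one. Without the correction r was -0.720, with CR-old 4 alone, from the library set of the AL-old monkeys, -0.752, and against the female AL-old monkey -0.625, each under the bound of -0.5 set for these tests. This bound separates little, since 10 of the 34 other divisions with corrected values also lay at or under it. The tests of the library set and of sex rest on 1 monkey in one group, so neither can be set aside. With uncorrected percentages, 1 of the 35 divisions, the real one, gave an r as negative, so the correction alone does not account for the sign and rank of r. The AL-old monkeys enter both measures. With the slope from AL-infant and AL-middle only, r was -0.440, between the bounds set for this test, and 3 of the 35 divisions gave an r as negative. The other two join AL-old 7 to CR-old 4 and to CR-old 1 or CR-old 28. That slope also runs from one library set to the other, and CR-old 1 and CR-old 28 share the set of AL-middle. With it, r was -0.476 with CR-old 4 alone, -0.406 with CR-old 1 and -0.418 with CR-old 28. The change from -0.779 may reflect the shared use of the AL-old monkeys, the library sets or the other ages, which these tests cannot tell apart, nor can they tell these apart from an effect of CR.

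Of the 35 divisions, 21 gave as many sites whose interaction opposes the drift, with a median of 784.5 over the other divisions and 740 in the real one, so the count of opposing interaction sites is no larger than in most other divisions. This comparison could hardly have shown an excess: on simulated data the interaction term recovered 6.70% of changed slopes and called 5.79% of unchanged sites, and most other divisions span wider ages than the 23.7 to 25.1 years of CR-old. With age and diet only, 2 of the 35 divisions gave as many sites whose shift opposes the drift, a share over 0.05. The other division, with 7036 sites, joins AL-old 7, CR-old 1 and CR-old 28, and the median over the other divisions was 650.5. AL-old 7 also clustered with the AL-middle monkeys and had the highest PC1 score of AL-old, -355.

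The size of the CR effect at high sites was 7.61 points with and 1.84 points without the correction. X sites in females served as a reference, since one of their X chromosomes is inactivated. Over 261 X sites under 5% in males, the 7 females averaged 30.9 ± 2.31% (SD) without the correction. Without it, CR-old females were at 30.2% and AL females at 31.4% (exact two-sided permutation test, p = 0.600, 3 against 4); with it, at 22.3% and 18.8% (exact two-sided permutation test, p = 0.0571). The spread in log odds without the correction was 0.854 times that with it, between the bounds of the test. The groups differed in this: the SD across the 4 AL females was 0.0747 points without and 1.19 points with the correction, and across the 3 CR-old females 3.85 points without and 0.469 points with it. Neither scale can be preferred for all females on this ground.

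Methylation at the same X sites in males, which carry one X chromosome, was 4.91% in AL-old 24, 3.67% in AL-old 33, 1.96% in AL-infant 54 and 1.45% in AL-old 7 without correction, and 0.453–0.833% in the other males. A candidate explanation is reads from another library, which would also leave coverage at sites lost in a monkey, defined as under 20% of the expected coverage (27–440 sites per library). Over 9 males, X methylation rose with this residual coverage, with a Pearson r of 0.821 (exact permutation test, two-sided, p = 0.00254, adjusted 0.00509) and a Spearman rho of 0.900 (exact permutation p = 0.00203, adjusted 0.00406). Without the 2 males farthest on residual coverage, r was 0.725 (exact permutation p = 0.0563) and rho 0.786 (exact permutation p = 0.0480), so the Pearson r no longer passed 0.05. With age, rho was 0.597 (exact permutation p = 0.0963) and r was 0.565 (p = 0.102, exact permutation). These 2 relations were the ones computed. They were not computed within the library sets, which held 4 and 5 males. In the set of 5, residual coverage was lowest in AL-infant 57 (0.717%) and highest in AL-old 24 (6.14%), the males lowest and highest in X methylation. AL-old 7 was out of this order. Its residual coverage (5.44%) exceeded that of AL-old 33 (5.30%) and AL-infant 54 (3.25%), with lower X methylation than either. The coverage of lost sites also depends on how evenly a library is covered. Reads from another library thus remain a candidate, and the relations computed do not separate them from age or from the library set. Of the 4 males named, 3 are AL-old, and all 4 come from the library set of AL-infant and AL-old. AL-infant 57, of the same set, had the lowest value, 0.453%. Residual coverage was 16.8% in CR-old 28 and 7.38% in CR-old 1, above every male, and 0.956% in CR-old 4. These monkeys are female and the relation with X methylation was computed in males only. Reads from another library were therefore not tested in CR-old and remain a candidate there too.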
